# Coordination of two enhancers drives expression of olfactory trace amine-associated receptors

**DOI:** 10.1038/s41467-021-23823-4

**Published:** 2021-06-18

**Authors:** Aimei Fei, Wanqing Wu, Longzhi Tan, Cheng Tang, Zhengrong Xu, Xiaona Huo, Hongqiang Bao, Yalei Kong, Mark Johnson, Griffin Hartmann, Mustafa Talay, Cheng Yang, Clemens Riegler, Kristian J. Herrera, Florian Engert, X. Sunney Xie, Gilad Barnea, Stephen D. Liberles, Hui Yang, Qian Li

**Keywords:** Cell fate and cell lineage, Cell type diversity, Epigenetics and plasticity, Olfactory receptors

## Abstract

Olfactory sensory neurons (OSNs) are functionally defined by their expression of a unique odorant receptor (OR). Mechanisms underlying singular OR expression are well studied, and involve a massive cross-chromosomal enhancer interaction network. Trace amine-associated receptors (TAARs) form a distinct family of olfactory receptors, and here we find that mechanisms regulating *Taar* gene choice display many unique features. The epigenetic signature of *Taar* genes in TAAR OSNs is different from that in OR OSNs. We further identify that two TAAR enhancers conserved across placental mammals are absolutely required for expression of the entire *Taar* gene repertoire. Deletion of either enhancer dramatically decreases the expression probabilities of different *Taar* genes, while deletion of both enhancers completely eliminates the TAAR OSN populations. In addition, both of the enhancers are sufficient to drive transgene expression in the partially overlapped TAAR OSNs. We also show that the TAAR enhancers operate in *cis* to regulate *Taar* gene expression. Our findings reveal a coordinated control of *Taar* gene choice in OSNs by two remote enhancers, and provide an excellent model to study molecular mechanisms underlying formation of an olfactory subsystem.

## Abstract (web summary)

In our nose, some neuron subpopulations express a family of trace amine associated receptors (TAARs, smelling e.g., rotten fish). Fei et al. identify two conserved enhancers across placental mammals named TAAR enhancer 1 and 2 that coordinately regulate expression of the entire Taar gene repertoire.

## Introduction

In the mammalian olfactory systems, the ability to detect and discriminate a multitude of odorants relies on the expression of a wide range of receptor genes in olfactory sensory neurons (OSNs)^1^. In the main olfactory epithelium (MOE), olfactory receptor genes are mainly composed of two families of seven-transmembrane G protein-coupled receptors (GPCRs): odorant receptors (ORs)^1^ and trace amine-associated receptors (TAARs)^2^. Some OSNs express other types of olfactory receptors that are not GPCRs: membrane-spanning 4-pass A receptors^3^ and guanylyl cyclase D^4,5^. OSNs expressing different olfactory receptor gene families constitute distinct olfactory subsystems that detect specific categories of odorants. In addition to odorant recognition, ORs also play an instructive role in targeting the axons of OSNs into specific locations in the olfactory bulb^6–8^. Thus, correct expression of olfactory receptor genes is critical for precise translation of external odor information into the brain.

In mice, the *OR* gene family consists of ~1100 functional genes and form the largest gene family in the genome. *OR* transcription is initiated by epigenetic switch from the repressive H3K9me3/H4K20me3 (histone H3 trimethyl lysine 9 and histone H4 trimethyl lysine 20) state to the active H3K4me3 (histone H3 trimethyl lysine 4) state on a stochastically chosen *OR* allele^9^. This process involves an enzymatic complex with histone demethylases, including LSD1 (lysine-specific demethylase 1)^10^. Once a functional OR protein is expressed, a feedback signal is triggered to prevent the de-silencing of other *OR* genes by inhibiting the histone demethylase complex, thereby stabilizing the *OR* gene choice throughout the lifetime of each OSN^11–14^. In addition, *OR* gene choice is facilitated by multiple intergenic OR enhancers (63 in total, also known as “Greek Islands”) that interact with each other to form an interchromosomal enhancer hub^15–18^. The OR enhancer hub is hypothesized to insulate a chosen active *OR* allele from the surrounding repressive heterochromatin compartment. Thus, deletion of a single OR enhancer typically affects 7–10 *OR* genes within the same *OR* clusters adjacent to the enhancer (within 200 kb). For instance, knockout of the H, P, or Lipsi enhancers decreases the expression of 7, 10, or 8 *OR* genes, respectively^15,19,20^. One exception is the J element (or called element A^21^) that exerts its function on 75 *OR* genes over ~3 megabase genomic distance^22^. Nevertheless, while the OR enhancers interact in *trans* to form the multi-enhancer hub, their restricted effects on proximal *OR* gene expression suggest that they operate in *cis*. This may be due to redundancy among the 63 enhancers in hub formation. As a result, deletion of a single or a few OR enhancers did not result in overall changes in *OR* gene expression^17^.

On the other side, TAARs form a distinct olfactory receptor subfamily and are evolutionarily conserved in jawed vertebrates, including humans^23^. TAARs are distantly related to biogenic amine receptors, such as dopamine and serotonin receptors, and not related to ORs. The TAAR family is much smaller than the OR family, with 15 functional members in mouse, 17 in rat, and 6 in human^24^. 

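In the GENCODE M21 annotation of the mouse genome (assembly GRCm38, also called mm10), the *Taar* genes lie on chromosome 10 from position 23920356, the start of *Taar1*, to position 24109534, the end of *Taar9*, a span of 189179 bases. The annotation lists 15 protein-coding *Taar* genes and 1 pseudogene, *Taar7c-ps*, which runs from 24013470 to 24014524. Of the protein-coding genes, 10 are on the plus strand and 5 (*Taar6*, *Taar7a*, *Taar8b*, *Taar8c*, and *Taar9*) are on the minus strand. *Taar2* has 2 exons and spans 3012 bases, while the other 14 genes have 1 exon. The *Taar7* and *Taar8* genes share long stretches of sequence. In the reference transcripts, between 29.5% (*Taar7d*) and 53.9% (*Taar7e*) of the 50-base windows of the 5 *Taar7* genes also occur in another *Taar* transcript. The corresponding percent of shared windows ranges from 50.9% (*Taar8a*) to 72.5% (*Taar8c*) for the 3 *Taar8* genes. *Taar6* shares 1 of its windows, and *Taar2*, *Taar3*, *Taar4*, *Taar5*, and *Taar9* share none.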

In mouse, *Taar* genes are arranged in a single cluster in chromosome 10 and are numbered based on their chromosomal order, from *Taar1* to *Taar9*, with five intact *Taar7* genes (*Taar7a*, *Taar7b*, *Taar7d*, *Taar7e*, and *Taar7f*; *Taar7c* is the only *Taar* pseudogene) and three intact *Taar8* genes (*Taar8a*, *Taar8b*, and *Taar8c*). *Taar1* is mainly expressed in the brain, while the other *Taar* genes are mainly expressed in the dorsal zone of MOE except that *Taar6* and two members of *Taar7* (*Taar7a* and *Taar7b*) are expressed more ventrally^2,25,26^. Several TAARs respond to volatile amines some of which are ethologically relevant odors that serve as predator signals or social cues and evoke innate behaviors^27–35^. *Taar* genes do not co-express with *OR* genes, suggesting that TAARs constitute a distinct olfactory subsystem^2^. Consistent with this notion, genetic evidences suggest distinct mechanisms of receptor choice for *Taar*s and *OR*s^25,26^. However, the nature of the regulatory mechanisms of *Taar* gene choice remains elusive.

Here, we found that the *Taar* gene cluster is decorated by different heterochromatic marks in TAAR and OR OSNs. We further searched for TAAR-specific enhancers by performing assay for transposase-accessible chromatin using sequencing (ATAC-seq) on purified TAAR OSNs. We identified two TAAR enhancers in the 200 kb *Taar* gene cluster, with TAAR enhancer 1 located between *Taar1* and *Taar2* and TAAR enhancer 2 between *Taar6* and *Taar7a*. Both enhancers are evolutionarily conserved in placental mammals, including humans. Deletion of either enhancer leads to specific abolishment or significant decrease of distinct TAAR OSN populations, suggesting that the two enhancers act in a non-redundant manner. Furthermore, the entire TAAR OSN populations are eliminated when both of the TAAR enhancers are deleted. In transgenic animals bearing the TAAR enhancers, each enhancer is capable of specifically driving reporter expression in subsets of TAAR OSNs. We next provide genetic evidence that the TAAR enhancer 1 acts in *cis*. Taken together, our study reveals two enhancers located within a single gene cluster that coordinately control the expression of an entire olfactory receptor gene subfamily.

## Results

### Enrichment of TAAR OSNs

In order to gain genetic access to TAAR-expressing OSNs, we generated *Taar5-ires-Cre* and *Taar6-ires-Cre* knockin mouse lines (Fig. 1a), in which Cre recombinase is co-transcribed with *Taar5* and *Taar6* gene, respectively. Following transcription, Cre is independently translated from an internal ribosome entry site (IRES) sequence^36^. Each Cre line was crossed with Cre-dependent reporter lines, including *lox-L10-GFP*^37^ and *lox-ZsGreen*^37^, to fluorescently label the specific population of TAAR OSNs. The green fluorescent protein (GFP)- or ZsGreen-positive cells were sorted by fluorescence-activated cell sorting (FACS; Supplementary Fig. 1a) and enrichment of TAAR OSNs was verified by RNA-seq. The GFP- or ZsGreen-negative cells were also sorted to serve as control cells, approximately 70–80% of which are composed of OR-expressing OSNs. This percentage was estimated from our previous observation^38^. We indeed observed a dramatic increase in *Taar* gene expression and decrease in *OR* gene expression in sorted positive cells compared to control cells (Fig. 1b).

**Fig. 1:**
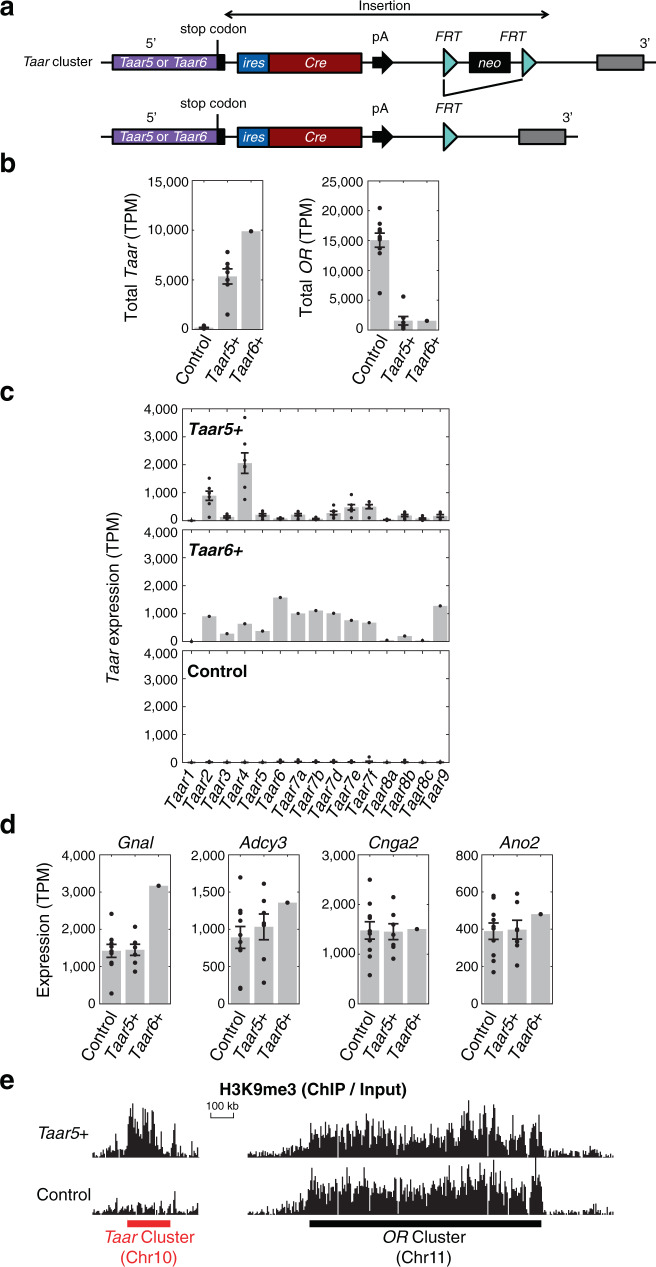
Enrichment of TAAR OSNs. **a** Schematic illustration of the design strategy for *ires-Cre* knockin mice. DNA sequences encoding the *ires-Cre* alleles were inserted after the endogenous stop codon of *Taar5* or *Taar6* genes, along with the gene encoding neomycin (neo) resistance. The neo cassette flanked by flippase recognition target (FRT) sites was further excised by crossing to mice that express germline Flp recombinase. *Taar5-ires-Cre* or *Taar6-ires-Cre* mice were then crossed with Cre-dependent reporter lines to allow for fluorescent labeling of TAAR OSNs. **b** FACS-sorted reporter-positive (*Taar5*+ or *Taar6*+) and reporter-negative (control) cells were collected for RNA-seq experiments. The values of transcripts per million (TPM) extracted for the total *Taar* and *OR* genes were plotted. **c** The TPM values of all the 15 *Taar* genes were plotted in reporter-positive (*Taar5*+ or *Taar6*+) and reporter-negative (control) cells, showing that reporter-positive cells were composed of mixed TAAR OSN populations. **d** The canonical olfactory signaling molecules were expressed at similar level in reporter-positive (*Taar5*+ or *Taar6*+) and reporter-negative (control) cells, including *Gnal*, *Adcy3*, *Cnga2*, and *Ano2*. **e** H3K9me3 ChIP-seq results showed that both the *Taar* cluster and the *OR* cluster were decorated by H3K9me3 in *Taar5*+ OSNs. In contrast, the *Taar* cluster was devoid of H3K9me3 decoration in control cells that are mainly OR OSNs. In **b**–**d**, *n* = 10 for control cells, *n* = 7 for *Taar5*+ reporter-positive cells, *n* = 1 for *Taar6*+ reporter-positive cells. Data are presented as mean values ± SEM.

Next, we examined the expression of individual *Taar* genes. There are 15 functional *Taar* genes and 1 pseudogene (*Taar7c*) clustered on mouse chromosome 10 forming the single *Taar* cluster without any other annotated genes. Consistent with the previous observation that *Taar1* is mainly expressed in the brain^39^, we did not detect *Taar1* expression in the sorted cells (Fig. 1c). Surprisingly, all of the other 14 functional *Taar* genes were detected at various expression levels in reporter-positive cells (Fig. 1c). We expected to obtain pure *Taar5* or *Taar6* expression as TAAR OSNs obey the “one-neuron-one-receptor” rule^2^. A parsimonious interpretation of this observation is that TAAR OSNs undergo receptor switching at much higher frequencies than OR OSNs^14^. Alternatively, transient coexpression of multiple *Taar* genes in immature TAAR OSNs revealed by two-color in situ hybridization in our previous study could also explain the phenomena^38^. Moreover, we found that *Taar4* was dominantly expressed in *Taar5*+ OSNs, and that both ventral and dorsal *Taar* genes were expressed in *Taar6*+ OSNs (Fig. 1c). This is consistent with a previous study analyzing coexpression of *lacZ* gene with *Taar* genes in *Taar5*^*lacZ*/+^ or *Taar6*^*lacZ*/+^ mice, where the *Taar5* or *Taar6* coding region was replaced by a *lacZ* gene in one allele^40^. Nevertheless, we have successfully enriched TAAR OSNs that express a mixture of different TAAR family members. In addition, we analyzed the canonical OSN signaling proteins and chaperones, including *Gnal*, *Adcy3*, *Cnga2*, *Ano2*, and *Rtp1*/*2*, in enriched TAAR OSNs. We observed comparable expression levels to control cells (Fig. 1d and Supplementary Fig. 1b), suggesting that TAAR OSNs use the same signaling pathways as OR OSNs.

### The *Taar* cluster is covered by heterochromatic marks in TAAR OSNs but not in OR OSNs

Previous studies have shown that, unlike the *OR* clusters, the *Taar* cluster is not decorated by heterochromatic silencing marks of H3K9me3, indicating a different regulatory mechanism on receptor gene choice^26^. However, the experiments were performed on the whole MOE tissue, which mostly consists of OR OSNs and contains <1% TAAR OSNs. Therefore, it is possible that H3K9me3 is excluded from the *Taar* cluster in OR OSNs and not in TAAR OSNs, but it is diluted below the level of detection in the whole MOE preparation. To test this possibility, we carried out H3K9me3 native chromatin immunoprecipitation–sequencing (ChIP-seq) analysis on purified TAAR OSNs from *Taar5-ires-Cre*; *lox-L10-GFP* mice and found that the *Taar* cluster, as well as the *OR* clusters, are actually marked with high levels of H3K9me3 modification (Fig. 1e). By contrast, in the sorted GFP-negative cells, the *Taar* cluster is devoid of H3K9me3 repressive marks, whereas H3K9me3 marks are enriched in the *OR* clusters (Fig. 1e), in agreement with the previous study^26^. Note that, limited by low cell numbers, our data does not have single-*Taar*-gene resolution. Furthermore, the *Taar* cluster are not marked by H3K9me3 in globose basal stem cells (GBCs), immediate neuronal precursors (INPs), immature OSNs (iOSNs), or mature OSNs prepared from the whole MOE according to the recent ChIP-seq data (personal communication with Stavros Lomvardas and Lisa Bashkirova; data from ref. ^41^), indicating that the H3K9me3 decoration on the *Taar* cluster is absent throughout the OR OSN lineage. However, since we do not have genetic mouse lines to enrich GBC, INP, and iOSN subpopulations of the TAAR OSN lineage, we can only postulate that the H3K9me3 decoration on the *Taar* cluster arises in TAAR OSN progenitors. Together, these results suggest that *Taar* gene expression undergoes epigenetic regulation in TAAR OSNs analogous to the regulation of *OR* genes in OR OSNs and that it may also require histone demethylases, including LSD1. However, the mechanisms of *Taar* gene silencing in OR OSNs might be different from *OR* gene silencing in TAAR OSNs.

### Identification of two putative TAAR enhancers

To further dissect the regulatory elements of *Taar* genes, we performed ATAC-seq to assay regions of open chromatin in TAAR OSNs sorted from *Taar5-ires-Cre*; *lox-L10-GFP*, *Taar5-ires-Cre*; *lox-ZsGreen*, or *Taar6-ires-Cre*; *lox-ZsGreen* mice^42^. As a control, all mature OSNs that are mainly composed of OR OSNs were sorted from *Omp-ires-GFP* mice (Fig. 2a). In total, we obtained six replicates of TAAR OSN samples and three replicates of olfactory marker protein (OMP)-positive mature OSN samples for ATAC-seq. We first examined a number of genes encoding olfactory signaling molecules, such as *Gnal*, *Adcy3*, *Cnga2*, *Ano2*, and *Rtp1*/*2*. Consistent with the high levels of these genes in RNA-seq data, we observed strong ATAC-seq peaks with comparable intensities in both TAAR and OMP-positive OSNs (Supplementary Fig. 2). The peaks are mostly located near the promoter regions, which also allows us to determine the primary isoforms expressed in the MOE (Supplementary Fig. 2).

**Fig. 2:**
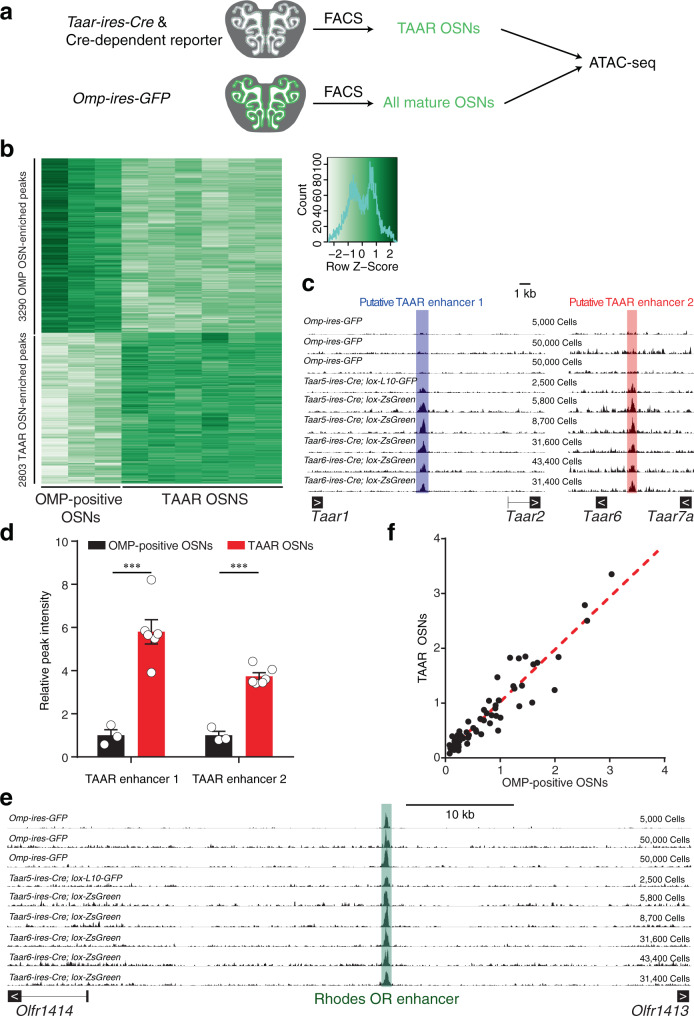
Identification of two putative TAAR enhancers. **a** Schematic illustration of the strategy to identify putative TAAR enhancers using ATAC-seq. **b** 6093 differential peaks with 3290 peaks enriched in OMP-positive OSNs and 2803 peaks enriched in TAAR OSNs were identified with criterion of *q* < 0.05. **c** ATAC-seq signals across the *Taar* cluster showed two putative TAAR enhancers that were enriched in TAAR OSNs. ATAC-seq signals were normalized to median peak values of each sample. Below the signal tracks, exons of the *Taar* genes were depicted. Arrows inside exons indicate direction of sense strand. Shaded regions indicate ATAC-seq peaks called by MACS2. **d** ATAC-seq peak intensities of two TAAR enhancers in OMP-positive OSNs and TAAR OSNs were normalized to median peak values and plotted. **e** ATAC-seq signals of Rhodes, an OR enhancer, showed similar chromatin accessibility in OMP-positive OSNs and TAAR OSNs. ATAC-seq signals were normalized to median peak values of each sample. Below the signal tracks, exons of two surrounding *OR* genes were depicted. Arrows inside exons indicate direction of sense strand. Shaded regions indicate ATAC-seq peaks called by MACS2. **f** Correlation between normalized ATAC-seq peak intensities of all 63 OR enhancers in TAAR OSNs (*Y*-axis) and those in OMP-positive OSNs (*X*-axis). Pearson correlation coefficient *r* = 0.89 (two-sided, no adjustments were made), *p* < 0.0001. In **d**, ***q < 0.001, by the Wald test (two-sided). In **d**, **f**, *n* = 3 for OMP-positive OSNs, *n* = 6 for TAAR OSNs. In **d**, data are presented as mean values ± SEM.

Next, we screened for the population-specific peaks using DiffBind package (version 2.8.0). By quantitatively comparing ATAC-seq peaks in TAAR and all mature OSNs, we were able to identify 6093 differential peaks with 3290 peaks enriched in OMP-positive OSNs and 2803 peaks enriched in TAAR OSNs (Fig. 2b). We then focused on two population-specific peaks in the genomic regions surrounding the *Taar* cluster. We found two peaks of about 900 bp that were highly enriched in TAAR OSNs, suggesting that they may function as putative TAAR enhancers to regulate *Taar* gene expression (Fig. 2c). We termed these sequences TAAR enhancer 1 and TAAR enhancer 2. TAAR enhancer 1 is positioned between *Taar1* and *Taar2*, while TAAR enhancer 2 is located between *Taar6* and *Taar7a*. Quantitative analysis of peak intensities after normalizing to the median values in each sample revealed a sixfold and fourfold increase for TAAR enhancer 1 and TAAR enhancer 2 in TAAR OSNs compared to OMP-positive OSNs, respectively (Fig. 2d). Thus far, 63 OR enhancers—known as “Greek islands”—have been identified and shown to contribute to *OR* gene choice in OR OSNs^15,16^. We therefore tested whether TAAR OSNs have limited chromatin accessibility at OR enhancers. Unexpectedly, we observed similar chromatin accessibility in TAAR OSNs to the whole mature OSN population (Fig. 2e). The normalized ATAC-seq peak intensities at all of the OR enhancers showed positive linear correlation with the Pearson correlation coefficient of 0.89 (*p* < 0.0001, Fig. 2f). The co-existence of putative TAAR enhancers and OR enhancers in TAAR OSNs suggests a possibility that they may form an enhancer hub to facilitate *Taar* gene choice. Consistent with this notion, we observed dramatic reduction of *Taar* gene expression after deletion of Lhx2 or Ldb1, which were shown to facilitate the formation of the OR enhancer hub^17^ (Supplementary Fig. 3a). Furthermore, we successfully identified conserved motifs, including 2 Lhx2-binding motifs, 1 Lhx2/Ebf co-bound composite motif in TAAR enhancer 1, and 2 Lhx2-binding motifs, 1 Ebf-binding motif, and 1 Lhx2/Ebf composite motif in TAAR enhancer 2, similar to those identified in OR enhancers^16,17^ (Supplementary Fig. 3b, c). Ldb1 could be further recruited to facilitate OR enhancer hub formation in an Lhx2-dependent manner^17^. This implies that the Lhx2/Ebf transcriptional activities as well as enhancer hub formation by Ldb1 could both contribute to functional activation of the two putative TAAR enhancers. However, the Hi-C analysis is still required to provide the direct evidence for the enhancer hub formation in TAAR OSNs in the future study.

### Evolutionary conservation of the two putative TAAR enhancers

The *Taar* gene family is hypothesized to emerge after the segregation of jawed from jawless fish^23^. To identify the evolutionary origin of the two putative TAAR enhancers, we compared the *Taar* cluster sequences from 8 Glires, 21 Euarchontoglires, 40 placental mammals, and 60 vertebrates (Supplementary Fig. 4a). The two putative TAAR enhancers are among the most conserved regions in addition to *Taar* genes (Fig. 3a). We then focused on the two TAAR enhancers and searched for the publicly available genome databases with the mouse sequences of the TAAR enhancers. We were able to retrieve homologous sequences from Eutheria or placental mammals but failed to find any homologous sequences from closely related Metatheria or marsupial mammals. We next selected one representative species for each Eutheria order, including human, chimpanzee, tarsier, rat, rabbit, hedgehog, pig, cow, sperm whale, horse, cat, big brown bat, elephant, and armadillo. We selected koala and opossum as representative species of Metatheria and platypus as a representative species of Prototheria (Fig. 3b). The nucleotide sequences of TAAR enhancers as well as neighboring *Taar* genes from the various species were extracted and aligned with homologous mouse sequences. The VISTA plot revealed highly conserved synteny of the *Taar* genes in all of the selected species (Fig. 3c). In contrast, the two TAAR enhancers are only conserved in placental mammals but not in marsupial mammals (Fig. 3c). Interestingly, TAAR enhancer 1 is present in all placental mammals except very few species, such as dolphin and gibbon (Supplementary Fig. 4b), while TAAR enhancer 2 is less conserved and more variable in different species of placental mammals. We observed loss of TAAR enhancer 2 in dog, sea lion, and seal of the Carnivora order and in whale and dolphin of the Cetartiodactyla order, and also in gibbon. In addition, we found duplications of TAAR enhancer 2 in cow and sheep of the Cetartiodactyla order and also in horse of the Perissodactyla order, which may be accompanied by genome duplications of *Taar6* and *Taar7* family members (Supplementary Fig. 4c). In conclusion, the sequences of the two TAAR enhancers are conserved in placental mammals, supporting the notion that they play an essential role in *Taar* gene regulation.

**Fig. 3:**
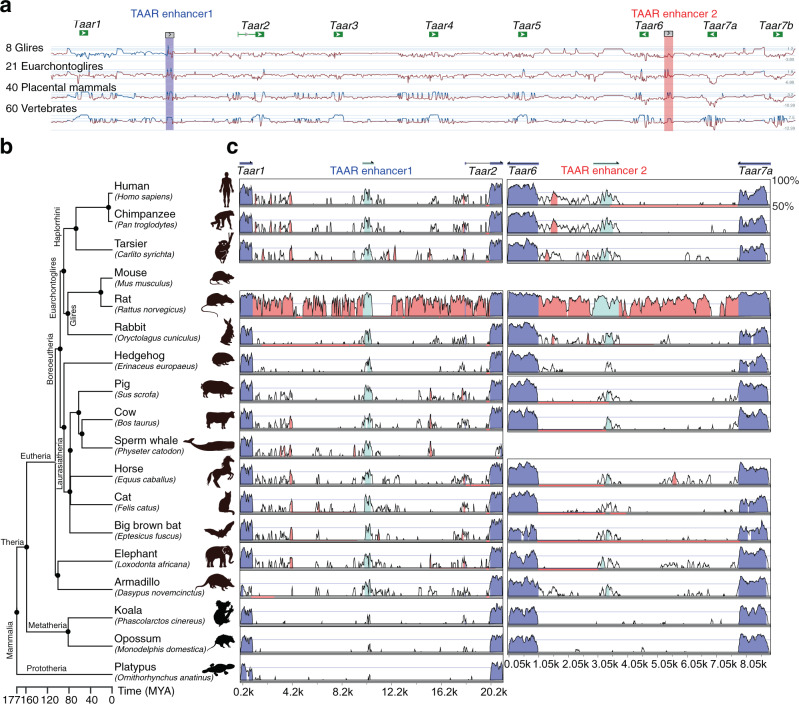
Evolutionary conservation of the two TAAR enhancers. **a** Conservation of the *Taar* cluster ranging from *Taar1* to *Taar7b* in mouse with that in 8 Glires, 21 Euarchontoglires, 40 placental mammals, and 60 vertebrates using phyloP methods. Sites predicted to be conserved were assigned positive scores and shown in blue. Peaks represent the conserved regions. **b** Phylogenetic tree of representative species selected from Eutheria, Metatheria, and Prototheria order. Each branch length was calculated from divergence times obtained from TimeTree. MYA million years ago. **c** Nucleotide percent identity plots of TAAR enhancer 1 (left) and TAAR enhancer 2 (right) sequences from different mammals compared to corresponding mouse sequences using VISTA. The arrows indicate the transcriptional orientations of *Taar* genes in mouse genome. Conservation between 50 and 100% are shown as peaks. Highly conserved regions (>100 bp width and >70% identity) in exons, intergenic regions, and TAAR enhancers are shown in blue, red, and cyan, respectively.

### Deletion of TAAR enhancer 1 results in specific reduction of TAAR OSNs

To examine the function of TAAR enhancer 1, we generated TAAR enhancer 1 knockout mice using CRISPR-Cas9 genome editing system (Fig. 4a, b). We then performed RNA-seq on the MOE dissected from homozygous, heterozygous, and wild-type littermates to obtain transcriptomic profiles for each genotype. We first compared the gene expression levels in TAAR enhancer 1 homozygous knockout mice and wild-type mice. Using the criteria of *q* < 0.05 (*q* value is false discovery rate-corrected *p* value) and fold change >1.5-fold, we detected 14 differentially expressed genes (DEGs), 9 of which were *Taar* genes (Supplementary Fig. 5a). We then carefully inspected the expression changes of all *Taar* genes and genes close to the *Taar* cluster (Fig. 4c and Supplementary Fig. 5b). Of the 14 functional olfactory *Taar* genes (*Taar1* is not expressed in the MOE and *Taar7c* is a pseudogene), the mRNA levels of 8 receptors (*Taar2, Taar3*, *Taar4*, *Taar5*, *Taar6*, *Taar7a*, *Taar7b*, and *Taar9*) were significantly decreased in homozygous TAAR enhancer 1 knockout mice (fold change <−1.5, *q* < 0.05), whereas the mRNA level of a single *Taar* gene, *Taar7e*, was significantly increased (fold change >1.5, *q* < 0.05). In addition, the mRNA levels of 3 *Taar* genes (*Taar8a*, *Taar8b*, and *Taar8c*) tended to decrease (fold change <−1.5, *q* > 0.05), and those of 2 *Taar* genes (*Taar7d* and *Taar7f*) were unaltered (−1.5 < fold change <1.5, *q* > 0.05). It is intriguing that deletion of TAAR enhancer 1 had dramatic effects on expression of *Taar* genes that are located in both proximal and distal positions within the *Taar* cluster but had minimal effects on the expression of *Taar* genes in the center of the cluster. This observation suggests that TAAR enhancer 1 might form a loop to affect *Taar* gene expression over around 180 kb genomic region. The effect of TAAR enhancer 1 knockout is specific to *Taar* genes, as the expression levels of other genes located next to the *Taar* cluster were not changed (Fig. 4c). We also checked the expression patterns of *OR* genes and found no significant changes for all of the *OR* genes (*q* > 0.05), further suggesting the specific effect of TAAR enhancer 1 on *Taar* genes (Fig. 4d, Supplementary Fig. 5c, and Supplementary Data 1).

**Fig. 4:**
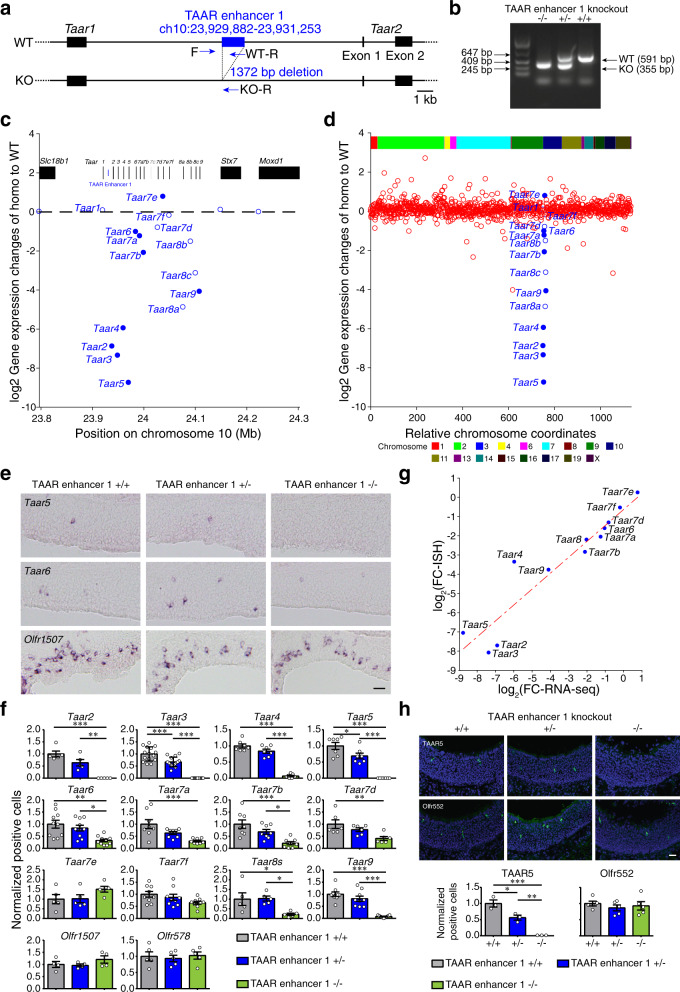
TAAR enhancer 1 deletion results in massive reduction of *Taar* gene expression. **a** Schematic illustration of TAAR enhancer 1 deletion using the CRISPR-Cas9 genome editing system. Arrows indicate primers used for genotype determination. WT wild type, KO knockout. **b** Representative PCR genotyping results to distinguish between wild type (+/+), heterozygous (+/−), and homozygous (−/−) TAAR enhancer 1 knockout mice using primers indicated in **a** (n ≥ 3). **c** RNA-seq analysis showed specific decreased expression of the *Taar* genes in homozygous TAAR enhancer 1 knockout mice. The log2-fold change values for the *Taar* genes and 3 surrounding genes were plotted in the *Taar* cluster region. Differentially expressed genes with criteria of *q* < 0.05 were represented by filled circles (*n* = 3 mice). **d** The log2-fold change values for the *Taar* genes and all of the functional *OR* genes were plotted according to their relative positions along the chromosome (*Taar* genes, blue; *OR* genes, red). Differentially expressed genes with criteria of *q* < 0.05 were represented by filled circles (*n* = 3 mice). **e** Representative images of *Taar5*, *Taar6*, and *Olfr1507* expression in wild type (+/+), heterozygous (+/−), and homozygous (−/−) TAAR enhancer 1 knockout mice using single color in situ hybridization. Scale bar = 25 μm. **f** The numbers of OSNs expressing *Taar* genes and 2 *OR* genes (*Olfr1507* and *Olfr578*) were quantified, and percentage of positive cell numbers in heterozygous (+/−) or homozygous (−/−) mice compared to wild type (+/+) was plotted. Data are presented as mean values ± SEM. The numbers of “*n*” are shown in Supplementary Table 2. **g** Correlation between log2-fold change values of positive cell numbers by in situ hybridization (*Y*-axis, *n* ≥ 4) and gene expression by RNA-seq (*X*-axis, *n* = 3) for the *Taar* genes. Pearson correlation coefficient *r* = 0.94 (two-sided, no adjustments were made), *p* = 4.9 × 10^−6^. **h** Top, representative confocal images of immunohistochemistry staining for TAAR5 and Olfr552 in wild type (+/+), heterozygous (+/−), and homozygous (−/−) TAAR enhancer 1 knockout mice. Blue fluorescence represented DAPI counterstaining. Scale bar = 25 μm. Bottom, percentage of positive cell numbers in heterozygous (+/−) or homozygous (−/−) mice compared to wild type (+/+) was plotted. Data are presented as mean values ± SEM (*n* = 3 for TAAR5 staining, *n* = 5 for Olfr552 staining). In **f**, **h**, *p < 0.05, **p < 0.01, ***p < 0.001, by one-way ANOVA and post hoc Tukey’s test.

### TAAR enhancer 1 regulates the probability of *Taar* gene choice

The observed changes in *Taar* mRNA expression may be due to altered probability of *Taar* gene choice or altered *Taar* transcript levels. To distinguish between these two possibilities, we performed in situ hybridization experiments and quantified cells with positive mRNA expression signals (Fig. 4e, f). Consistent with our RNA-seq results, cells expressing *Taar2*, *Taar3*, and *Taar5* were totally abolished in homozygous TAAR enhancer 1 knockout mice, while the numbers of cells expressing *Taar4*, *Taar6*, *Taar7a*, *Taar7b*, *Taar7d*, *Taar8s*, and *Taar9* were significantly decreased. And the numbers of cells expressing *Taar7e* and *Taar7f* were not significantly changed (Fig. 4f and Supplementary Table 2). Furthermore, we found that the changes in the numbers of TAAR OSNs were in positive linear correlation with changes in mRNA expression from the RNA-seq data (Pearson correlation coefficient r = 0.94, *p* = 4.9 × 10^−6^, Fig. 4g and Supplementary Table 3). Thus, like the H, P, and J elements, TAAR enhancer 1 regulates the probability of receptor gene choice rather than the transcript levels per cell^19,22^. In agreement with the RNA-seq data, we did not detect any significant differences in the number of cells expressing two *OR* genes (dorsally expressed class I *Olfr578* and ventrally expressed class II *Olfr1507*) between homozygous and wild-type TAAR enhancer 1 knockout mice (Fig. 4e, f).

To further validate these findings, we performed immunohistochemistry analysis on the MOE using specific antibodies against TAAR5 and TAAR6 proteins. Again, we observed complete abolishment of TAAR5-positive OSNs (Fig. 4h) and decreased number of TAAR6-positive OSNs in homozygous TAAR enhancer 1 knockout mice (Supplementary Fig. 5d), whereas the numbers of OSNs expressing Olfr552 (class I OR) and Olfr1507 were not significantly changed (Fig. 4h and Supplementary Fig. 5d).

The dramatic reduction of TAAR OSNs in TAAR enhancer 1 knockout mice may be due to neuronal cell death as a result of the inability to express functional TAARs. Therefore, we counted the number of apoptotic cells in the MOE by caspase-3 staining. We did not find significant difference between homozygous and wild-type TAAR enhancer 1 knockout mice (Supplementary Fig. 5e), suggesting that deletion of TAAR enhancer 1 does not induce cell death. It is possible that OSNs originally choosing *Taar*s arrest neuronal differentiation after TAAR enhancer 1 deletion.

### Deletion of TAAR enhancer 2 causes decrease of TAAR OSNs in a pattern that is slightly different from deletion of TAAR enhancer 1

Next, to examine the function of TAAR enhancer 2, we generated TAAR enhancer 2 knockout mice by CRISPR-Cas9 genome editing (Fig. 5a, b). RNA-seq on the MOE dissected from homozygous, heterozygous, and wild-type littermates were performed to obtain transcriptomic profiles for each genotype. Using the criteria of *q* < 0.05 and fold change >1.5-fold, we detected 6 DEGs, 5 of which were *Taar* genes (Supplementary Fig. 6a). Of the 14 functional *Taar* genes, the mRNA levels of 5 receptors (*Taar3*, *Taar5*, *Taar6*, *Taar7a*, and *Taar9*) were significantly decreased in homozygous TAAR enhancer 2 knockout mice compared to their wild-type littermates (fold change <−1.5, *q* < 0.05). In addition, the mRNA levels of 5 *Taar* genes (*Taar4*, *Taar7f*, *Taar8a*, *Taar8b*, and *Taar8c*) tended to decrease (fold change <−1.5, *q* > 0.05) and those of 4 *Taar* genes (*Taar2*, *Taar7b*, *Taar7d*, and *Taar7e*) were unaltered (−1.5 <fold change <1.5, *q* > 0.05) (Fig. 5c and Supplementary Fig. 6a, b). Similar to TAAR enhancer 1, deletion of TAAR enhancer 2 did not change the expression levels of neighbor genes in the *Taar* gene cluster or any of the *OR* genes (Fig. 5c, d, Supplementary Fig. 6c, and Supplementary Data 1). We then performed in situ hybridization experiments to quantify positive cells expressing olfactory receptor mRNAs. In accordance with our RNA-seq results, the numbers of TAAR OSNs expressing *Taar3* and *Taar5* were abolished and those expressing *Taar4*, *Taar6*, *Taar7a*, *Taar7f*, *Taar8s*, and *Taar9* were significantly decreased in homozygous TAAR enhancer 2 knockout mice (Fig. 5e, f and Supplementary Table 4). The changes in the numbers of TAAR OSNs are in positive linear correlation with changes in mRNA expression from RNA-seq data (Pearson correlation coefficient *r* = 0.88, *p* = 0.0001), suggesting that TAAR enhancer 2 also regulates the probability of receptor gene choice (Supplementary Fig. 6d and Supplementary Table 5). As a control, we did not detect significant changes of cells expressing *Olfr578* and *Olfr1507* between homozygous and wild-type TAAR enhancer 2 knockout mice (Fig. 5e, f). Comparison between the phenotypes of TAAR enhancer 1 and TAAR enhancer 2 knockout mice showed that cells expressing *Taar3* and *Taar5* were abolished in both knockout mice. However, we also observed subpopulations of TAAR OSNs in which the effects in TAAR enhancer 2 knockout mice were different from those in TAAR enhancer 1 knockout mice. For instance, the cells expressing *Taar2* were abolished in TAAR enhancer 1 knockout mice (Fig. 4e, f), but their numbers were unaltered in TAAR enhancer 2 knockout mice (Fig. 5e, f). And the numbers of cells expressing *Taar7b* and *Taar7d* were significantly decreased in TAAR enhancer 1 knockout mice (Fig. 4e, f) but were unaltered in TAAR enhancer 2 knockout mice (Fig. 5e, f). On the contrary, the numbers of cells expressing *Taar7f* were significantly decreased in TAAR enhancer 2 knockout mice (Fig. 5e, f) but were unaltered in TAAR enhancer 1 knockout mice (Fig. 4e, f). These results suggest that TAAR enhancers 1 and 2 may function jointly, redundantly, or separately to regulate the expression of different *Taar* genes.

**Fig. 5:**
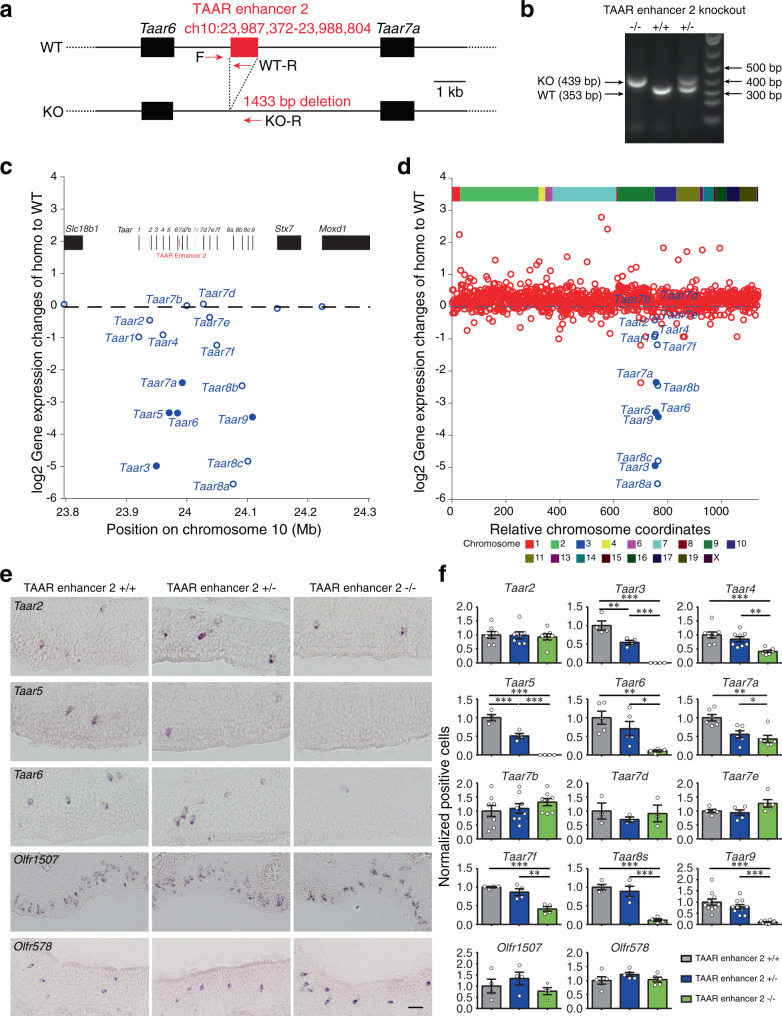
TAAR enhancer 2 deletion also results in dramatic reduction of *Taar* gene expression. **a** Schematic illustration of TAAR enhancer 2 deletion using the CRISPR-Cas9 genome editing system. Arrows indicate primers used for genotype determination. WT wild type, KO knockout. **b** Representative PCR genotyping results to distinguish between wild type (+/+), heterozygous (+/−), and homozygous (−/−) TAAR enhancer 2 knockout mice using primers indicated in **a** (*n* ≥ 3). **c** RNA-seq data showed specific decreased *Taar* gene expression in homozygous TAAR enhancer 2 knockout mice. The log2-fold change values for the *Taar* genes and 3 surrounding genes were plotted in the *Taar* cluster region. Differentially expressed genes with criteria of *q* < 0.05 are represented by filled circles (*n* = 3 mice). **d** The log2-fold change values for the *Taar* genes and all of the functional *OR* genes were plotted according to their relative positions along the chromosome (*Taar* genes, blue; *OR* genes, red). Differentially expressed genes with criteria of *q* < 0.05 are represented by filled circles (*n* = 3 mice). **e** Representative images of *Taar2*, *Taar5*, *Taar6*, *Olfr1507*, and *Olfr578* expression in wild type (+/+), heterozygous (+/−), and homozygous (−/−) TAAR enhancer 2 knockout mice using single color in situ hybridization. Scale bar = 25 μm. **f** The numbers of OSNs expressing *Taar* genes and 2 *OR* genes (*Olfr1507* and *Olfr578*) were quantified and the percentage of positive cell numbers in heterozygous (+/−) or homozygous (−/−) mice compared to wild type (+/+) was plotted. Data are presented as mean values ± SEM. The numbers of “*n*” are shown in Supplementary Table 4. In **f**, *p < 0.05, **p < 0.01, ***p < 0.001, by one-way ANOVA and post hoc Tukey’s test.

We next verified the above observation by immunohistochemistry using TAAR5 or Olfr552 antibodies. We observed complete abolishment of TAAR5-positive OSNs, whereas OSNs expressing Olfr552 were not significantly changed (Supplementary Fig. 6e). We also counted the numbers of apoptotic cells in the MOE by caspase-3 staining and did not find significant difference between homozygous and wild-type TAAR enhancer 2 knockout mice (Supplementary Fig. 6f). This suggests that deletion of TAAR enhancer 2 may lead to neuronal differentiation arrest instead of neuronal apoptosis, analogous to the effects of TAAR enhancer 1 deletion.

### Deletion of the two TAAR enhancers results in complete elimination of TAAR OSNs

Our results show that deletion of either one of the two enhancers decreases the expression levels of different subgroups of *Taar* genes, suggesting that they may function coordinately to regulate *Taar* gene expression. To investigate whether the whole *Taar* gene repertoire is fully controlled by the two TAAR enhancers, we generated the TAAR enhancer 1 & 2 double knockout mouse line with both enhancers deleted (Fig. 6a, b).

**Fig. 6:**
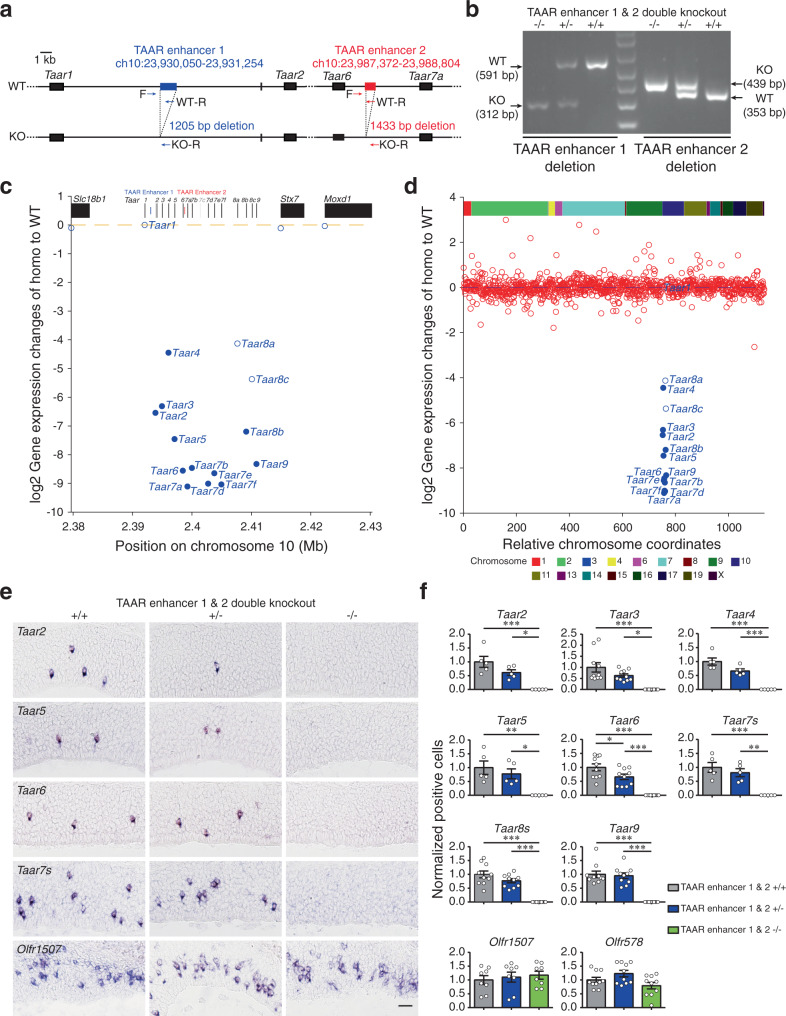
Deletion of the two TAAR enhancers causes complete elimination of TAAR OSNs. **a** Schematic illustration of TAAR enhancer 1 & 2 double knockout strategy using the CRISPR-Cas9 genome editing system. Arrows indicate primers used for genotype determination. WT wild type, KO knockout. **b** Representative PCR genotyping results to distinguish between wild type (+/+), heterozygous (+/−), and homozygous (−/−) TAAR enhancer 1 & 2 double knockout mice using primers indicated in **a** (*n* ≥ 3). **c** RNA-seq data showed specific decreased *Taar* gene expression in homozygous TAAR enhancer 1 & 2 double knockout mice. The log2-fold change values for the *Taar* genes and 3 surrounding genes were plotted in the *Taar* cluster region. Differentially expressed genes with criteria of *q* < 0.05 are represented by filled circles (*n* = 3 for wild-type and heterozygous littermates, *n* = 4 for homozygous littermates). **d** The log2-fold change values for the *Taar* genes and all of the functional *OR* genes were plotted according to their relative positions along the chromosome (*Taar* genes, blue; *OR* genes, red). Differentially expressed genes with criteria of *q* < 0.05 are represented by filled circles (*n* = 3 for wild-type and heterozygous littermates, *n* = 4 for homozygous littermates). **e** Representative images of *Taar2*, *Taar5*, *Taar6*, *Taar7s*, and *Olfr1507* expres*s*ion in wild type (+/+), heterozygous (+/−), and homozygous (−/−) TAAR enhancer 1 & 2 double knockout mice using single color in situ hybridization. Scale bar = 25 μm. **f** The numbers of OSNs expressing *Taar* genes and 2 *OR* genes (*Olfr1507* and *Olfr578*) were quantified and the percentage of positive cell numbers in heterozygous (+/−) or homozygous (−/−) mice compared to wild type (+/+) was plotted. Data are presented as mean values ± SEM. The numbers of “*n*” are shown in Supplementary Table 6. In **f**, *p < 0.05, **p < 0.01, ***p < 0.001, by one-way ANOVA and post hoc Tukey’s test.

RNA-seq on the MOE dissected from homozygous, heterozygous, and wild-type TAAR enhancer 1 & 2 double knockout mice were performed to investigate transcriptomic profiles. Using the criteria of *q* < 0.05 and fold change >1.5-fold, we detected 13 DEGs, 12 of which were *Taar* genes (Supplementary Fig. 7a). Of the 14 functional *Taar* genes, the mRNA levels of 12 receptors (*Taar2*, *Taar3*, *Taar4*, *Taar5*, *Taar6*, *Taar7a*, *Taar7b*, *Taar7d*, *Taar7e*, *Taar7f*, *Taar8b*, and *Taar9*) were significantly decreased in homozygous TAAR enhancer 1 & 2 double knockout mice compared to their wild-type littermates (fold change <−1.5, *q* < 0.05). The mRNA levels of 2 *Taar* genes (*Taar8a* and *Taar8c*) tended to decrease (fold change <−1.5, *q* > 0.05; Fig. 6c and Supplementary Fig. 7a, b). Actually very few reads were detected for *Taar* genes in RNA-seq data of homozygous TAAR enhancer 1 & 2 double knockout mice, and most of the *Taar* genes showed no counts at all (Supplementary Data 1). In contrast, deletion of both TAAR enhancers did not change the expression levels of neighbor genes in the *Taar* gene cluster or any of the *OR* genes (Fig. 6c, d, Supplementary Fig. 7c, and Supplementary Data 1). We then counted the numbers of TAAR OSNs in homozygous TAAR enhancer 1 & 2 double knockout mice and their littermate controls. Consistent with the RNA-seq data, all of the TAAR OSNs were completely eliminated after both of the enhancers were deleted (Fig. 6e, f and Supplementary Tables 6 and 7). Again we did not detect significant changes of cells expressing *Olfr578* and *Olfr1507* between homozygous and wild-type TAAR enhancer 1 & 2 double knockout mice (Fig. 6e, f).

We then counted the numbers of apoptotic cells in the MOE by caspase-3 staining and did not find significant difference between homozygous, heterozygous, and wild-type TAAR enhancer 1 & 2 double knockout mice (Supplementary Fig. 7d). This again suggests that deletion of the two TAAR enhancers leads to neuronal differentiation arrest instead of neuronal apoptosis.

Taken together, the above loss-of-function experiments suggest that the two TAAR enhancers we identified are specifically and absolutely required for expression of the entire *Taar* gene family members.

### TAAR enhancers are sufficient to drive reporter expression in the TAAR OSNs

To provide further evidence for the function of the two TAAR enhancers, we then tested whether they are sufficient to drive the expression of adjacent genes in OSNs. We first detected activities of the two TAAR enhancers in zebrafish as the majority of the OR enhancers can drive reporter expression in zebrafish OSNs^15^. Indeed, the two TAAR enhancers induced GFP reporter expression in the MOE of zebrafish, similar to the OR enhancers (Supplementary Fig. 8a–c).

To further examine their functional roles, we constructed PiggyBac transgenic plasmids with one of the two TAAR enhancers placed upstream of the minimal promoter sequence from mouse Hsp68 (heat shock protein 68 kDa) and followed by the *GFP* or *tdTomato* reporter genes (Fig. 7a). We then generated transgenic mice by injecting PiggyBac plasmids into the pronucleus of fertilized eggs. For TAAR enhancer 1-GFP transgenic mice, we obtained 12 founder lines, 9 of which exhibited robust GFP expression in OSNs (Fig. 7a). We kept one TAAR enhancer 1-GFP transgenic line for breeding and further analyses. The GFP-positive OSNs were located in both dorsal and ventral domain of the MOE (Supplementary Fig. 8d), where *Taar* genes are normally expressed^2,25,26^. To examine whether TAAR enhancer 1 is indeed specific for TAAR OSNs, we performed RNA-seq analysis of GFP-positive and GFP-negative cells obtained by FACS sorting. 

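RNA-seq libraries were made from GFP-positive and GFP-negative cells of the TAAR enhancer 1-GFP line, with 1 library for each group. GFP here reports the activity of TAAR enhancer 1 on the Hsp68 minimal promoter. The Reporting Summary gives the age of these mice as 14 days postnatal, while the sample labels describe them as adult. The methods give the Smart-seq2 procedure for sorted cells, while the labels name other kits for RNA extraction and library preparation. The authors mapped the reads to mm10 with Hisat2 2.1.0, quantified them with Cufflinks 2.2.1, and deposited TPM values for each gene. TPM scales every library to a total of 1000000, so the number of reads behind a value is unknown, and a gene that takes a large share of one library lowers the TPM values of all others in it. The 10 genes with the highest TPM values held 31.5% of the total in GFP-positive cells and 5.72% in GFP-negative cells. GFP-positive cells had 16840 genes above 0 TPM and GFP-negative cells had 16386. The TPM values were used as deposited, without a filter on low values except where a minimum is stated. Fold changes of single genes were calculated on the log2(TPM + 1) scale, which understates the change of genes with low TPM values, and changes of summed TPM as the log2 ratio of the sums. With 1 library per group the differences have no replicate check, and no p-values were calculated.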

We indeed observed a dramatic increase in *Taar* gene expression and decrease in *OR* gene expression in sorted GFP-positive cells compared to GFP-negative cells (Supplementary Fig. 9a). 

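The summed TPM of the 15 *Taar* genes was 86.1 in GFP-negative cells and 804.1 in GFP-positive cells, a 9.34-fold increase (log2 ratio 3.22). The *OR* genes were taken from the list in the Source Data of Fig. 1, of which 1095 are in the deposited values. Their summed TPM was 18161 in GFP-negative cells and 1548 in GFP-positive cells, and the log2 ratio was -3.55. Of the 902 *OR* genes above 0 TPM in either library, 828 had lower TPM values in GFP-positive cells and 74 had higher values, and the median log2 fold change was -2.95. Genes of mature OSNs were lower in GFP-positive cells as well. All 12 marker genes of mature OSNs decreased, with log2 fold changes from -3.53 (*Stoml3*) to -2.73 (*Rtp1*) and a median of -3.02. *Omp* was 9584 TPM in GFP-negative cells and 1108 TPM in GFP-positive cells. The median log2 ratio of the 13057 genes with at least 1 TPM in both libraries was -0.89. The alternative that moved the totals most was chosen after seeing the data and rescaled each library to the same mean log2(TPM) of the 12 mature OSN marker genes. Under it, the log2 ratio was 6.28 for total *Taar* TPM and -0.49 for total *OR* TPM.

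**Figure D1:**
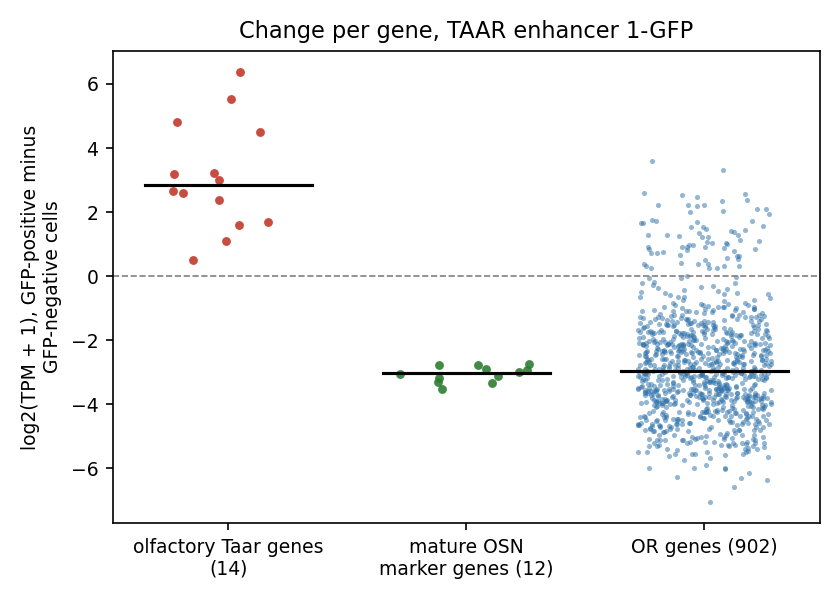
Log2 fold change of each gene between GFP-positive and GFP-negative cells of the TAAR enhancer 1-GFP line, on the log2(TPM + 1) scale (y axis), for the 14 olfactory *Taar* genes, 12 marker genes of mature OSNs, and 902 *OR* genes. Each point is a gene and black lines are medians, which are 2.83, -3.02, and -2.95 from left to right.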

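Each of the 14 olfactory *Taar* genes had a higher TPM value in GFP-positive cells. *Taar8a*, *Taar8b*, *Taar8c*, and *Taar9* were listed at 0 in GFP-negative cells and reached 8.34, 45.4, 6.98, and 81.5 TPM, respectively, in GFP-positive cells. In the paper's in situ counts, most TAAR OSNs did not express GFP, so a value of 0 does not show absence from GFP-negative cells. Among the genes above 0 in both libraries, *Taar7f* increased most, from 3.91 to 136.2 TPM (log2 fold change 4.80), followed by *Taar7e*, from 4.67 to 126.7 TPM (log2 fold change 4.49). The values of these *Taar7* and *Taar8* genes depend on how reads from shared sequence were assigned. *Taar3* increased least, from 7.03 to 10.4 TPM (log2 fold change 0.51), and was the 1 olfactory *Taar* gene with less than a 2-fold difference. *Taar2* increased from 14.1 to 95.2 TPM, *Taar4* from 8.65 to 30.1 TPM, *Taar5* from 4.26 to 14.8 TPM, and *Taar6* from 4.71 to 51.6 TPM. The other *Taar7* genes, *Taar7a*, *Taar7b*, and *Taar7d*, were at 83.4, 20.9, and 92.5 TPM in GFP-positive cells, compared with 15.3, 9.17, and 14.3 TPM in GFP-negative cells. *Taar1*, which is not an olfactory *Taar* gene, was listed at 0 in both libraries.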

Further examination showed that all of the 14 olfactory *Taar* genes were detected at higher expression levels in GFP-positive cells than in GFP-negative cells (Supplementary Fig. 9b). Next, we analyzed whether GFP-positive OSNs overlapped with TAAR or OR OSNs using mixed *Taar* or *OR* probes (Supplementary Table 8). About 84.3% of GFP-positive OSNs were co-labeled with *Taar* genes, and the coexpression rate dropped to 4.1% for *OR* genes when the same number of mixed receptor probes were used. The mixed *OR* probes were composed of probes recognizing 2 class I *OR* and 6 class II *OR* genes. They may also cross-hybridize with 6 other *OR* genes (Supplementary Table 8). In addition, we prepared the mixed class I *OR* probes containing 8 class I *OR* probes (Supplementary Table 8). The coexpression rate dropped to 0.4% for mixed class I *OR* probes. We also observed a decreased coexpression rate of 0.3% for *OR* degenerate probe (Fig. 7b, c). By contrast, around 14.4% of TAAR OSNs expressed GFP reporter, and the coexpression rate dropped to 1.9% for mixed *OR* probes, 0.2% for mixed class I *OR* probes, and 0.5% for *OR* degenerate probe (Fig. 7b, c). To further reveal the identity of GFP-positive cells, we examined the coexpression rates of GFP with TAAR OSNs using individual *Taar* probes. The coexpression rates varied from 1.6 to 12.2% for different *Taar* genes, and the summed coexpression rate was 88.7% that is close to that obtained with mixed *Taar* probes (Supplementary Fig. 9c).

**Fig. 7:**
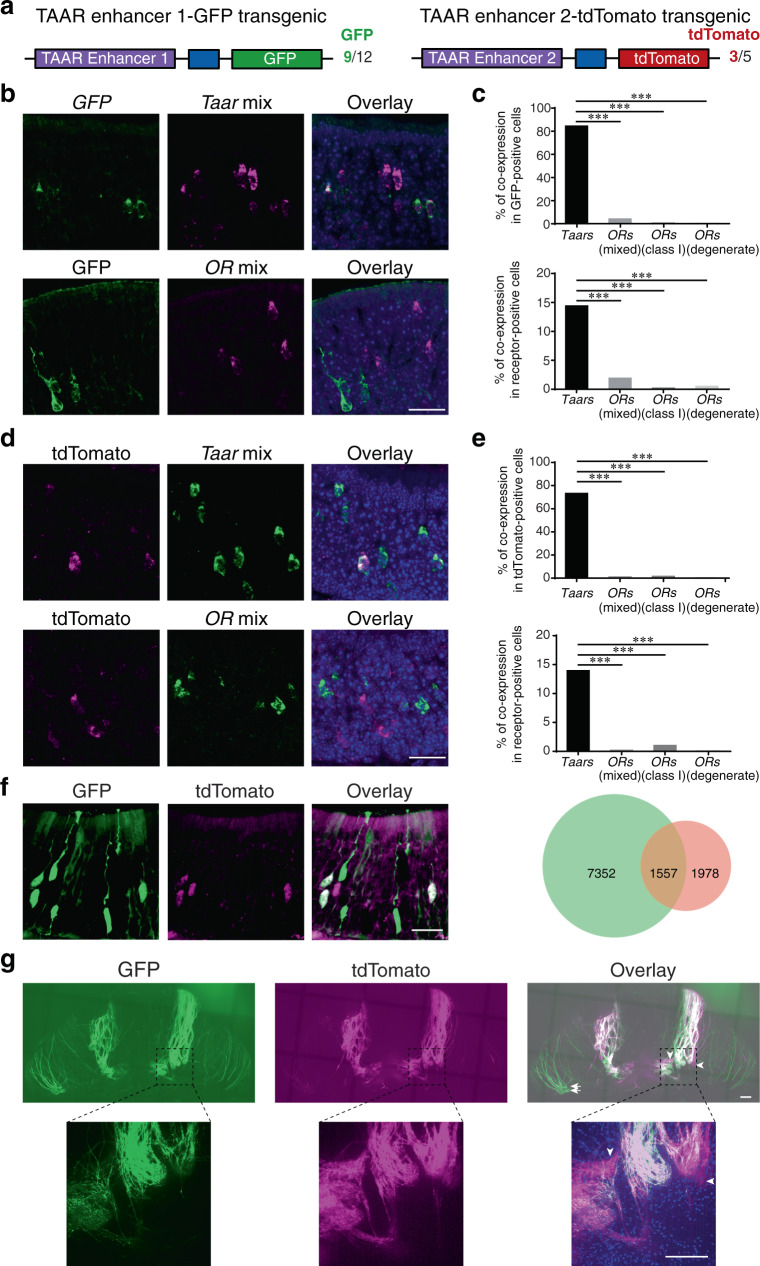
TAAR enhancer 1 and enhancer 2 possess TAAR OSN-specific enhancer activity. **a** Schematic illustration of the design strategy for TAAR enhancer 1-GFP (left) and TAAR enhancer 2-tdTomato (right) transgene constructs. The boxes in dark blue represent Hsp68 minimal promoter. The numbers of founders having GFP-positive and tdTomato-positive cells in the MOE were also indicated. We kept one founder for each enhancer transgenic line and used them for further experiments. **b** Top, confocal images of two-color in situ hybridization using probes for *GFP* (green) and all of the *Taar* genes (magenta) in a TAAR enhancer 1-GFP transgenic mouse. Bottom, confocal images of in situ hybridization of mixed probes of *OR* genes (magenta) and the following immunohistochemistry by the GFP antibody (green) in a TAAR enhancer 1-GFP transgenic mouse. Scale bar = 25 μm (*n* ≥ 3). **c** Top, bar plots showing the percentages of GFP-positive cells that were co-labeled with mixed *Taar* probes, mixed *OR* probes, mixed class I *OR* probes, or *OR* degenerate probe (1083 out of 1284 cells for mixed *Taar* probes, 25 out of 616 cells for mixed *OR* probes, 2 out of 471 cells for mixed class I *OR* probes, 1 out of 351 cells for *OR* degenerate probe). Bottom, bar plots showing the percentages of TAAR or OR OSNs that co-expressed GFP using mixed *Taar* probes, mixed *OR* probes, mixed class I *OR* probes, or *OR* degenerate probe (564 out of 3920 cells for mixed *Taar* probes, 17 out of 898 cells for mixed *OR* probes, 2 out of 1153 cells for mixed class I *OR* probes, 1 out of 203 cells for *OR* degenerate probe). **d** Confocal images of in situ hybridization of mixed probes of *Taar* genes or *OR* genes (green) and the following immunohistochemistry by the tdTomato antibody (magenta) in a TAAR enhancer 2-tdTomato transgenic mouse. Scale bar = 25 μm (*n* ≥ 3). **e** Top, bar plots showing the percentages of tdTomato-positive cells that were co-labeled with mixed *Taar* probes, mixed *OR* probes, mixed class I *OR* probes, or *OR* degenerate probe (817 out of 1116 cells for mixed *Taar* probes, 9 out of 896 cells for mixed *OR* probes, 5 out of 349 cells for mixed class I *OR* probes, 2 out of 657 cells for *OR* degenerate probe). Bottom, bar plots showing the percentages of TAAR or OR OSNs that co-expressed tdTomato using mixed *Taar* probes, mixed *OR* probes, mixed class I *OR* probes, or *OR* degenerate probe (817 out of 5863 cells for mixed *Taar* probes, 9 out of 4726 cells for mixed *OR* probes, 5 out of 748 cells for mixed class I *OR* probes, 2 out of 2713 cells for *OR* degenerate probe). **f** Representative confocal images showing cells with GFP and tdTomato signals in TAAR enhancer 1-GFP; TAAR enhancer 2-tdTomato transgenic mice. Right, the numbers of cells expressing each reporter alone (GFP, tdTomato) or together were counted. Scale bar = 25 μm (*n* ≥ 3). **g** Whole-mount fluorescent images of the dorsal view of olfactory bulb in TAAR enhancer 1-GFP; TAAR enhancer 2-tdTomato transgenic mice. The area in the black dashed box is enlarged on the bottom. The white arrows indicate GFP-specific glomeruli, while the white arrow heads indicate tdTomato-specific glomeruli. Scale bar = 200 μm (*n* ≥ 3). In **c**, **e**, ***p < 0.001 by Fisher’s exact test (two-sided).

For TAAR enhancer 2-tdTomato transgenic mice, we obtained five founder lines, three of which exhibited robust tdTomato expression in OSNs (Fig. 7a). 

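For the TAAR enhancer 2-tdTomato line, 1 RNA-seq library of tdTomato-positive cells and 1 of tdTomato-negative cells were available, and their TPM values were handled as for the TAAR enhancer 1-GFP line. The tdTomato reporter is a red fluorescent protein placed behind TAAR enhancer 2 and the same minimal promoter. The Reporting Summary gives an age of 14 to 21 days postnatal, while the sample labels describe adult mice. The 10 genes with the highest TPM values held 9.44% of the total in tdTomato-positive cells and 5.90% in tdTomato-negative cells. There were 15096 genes above 0 TPM in tdTomato-positive cells and 15665 in tdTomato-negative cells.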

We kept one TAAR enhancer 2 transgenic line and examined whether TAAR enhancer 2 is indeed specific for TAAR OSNs. 

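In the TAAR enhancer 2-tdTomato line, total *Taar* TPM increased from 60.8 in tdTomato-negative cells to 3476 in tdTomato-positive cells, a log2 ratio of 5.84. Total *OR* TPM was 20073 in tdTomato-negative cells and 5199 in tdTomato-positive cells, a log2 ratio of -1.95. Among the 727 *OR* genes above 0 TPM in either library, 618 were lower and 109 were higher in tdTomato-positive cells, with a median log2 fold change of -3.16. The 12 marker genes of mature OSNs decreased less than in the TAAR enhancer 1-GFP line, with log2 fold changes from -1.46 to -0.76 and a median of -1.02. *Omp* was 10108 TPM in tdTomato-negative cells and 4427 TPM in tdTomato-positive cells.

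**Figure D2:**
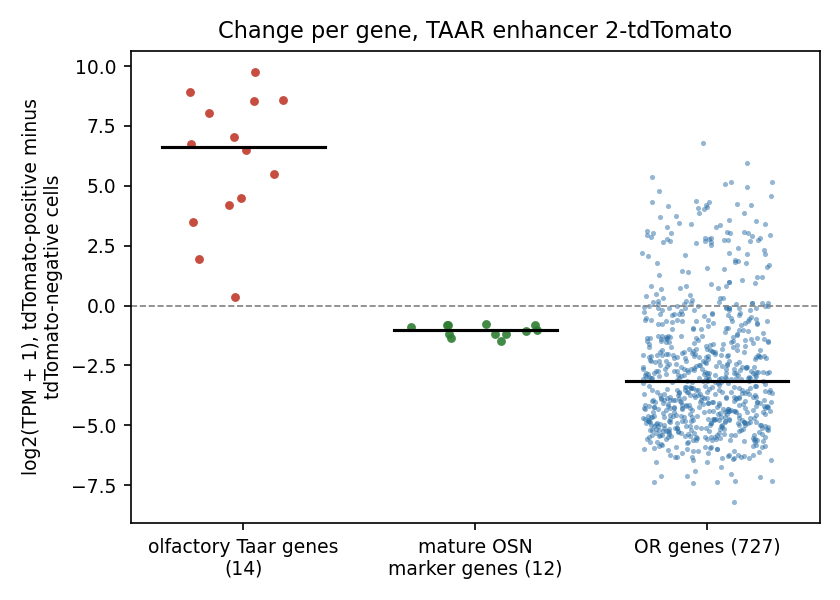
Log2 fold change of each gene between tdTomato-positive and tdTomato-negative cells of the TAAR enhancer 2-tdTomato line, on the log2(TPM + 1) scale (y axis), for the 14 olfactory *Taar* genes, 12 marker genes of mature OSNs, and 727 *OR* genes. Each point is a gene and black lines are medians, which are 6.61, -1.02, and -3.16 from left to right.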

We performed RNA-seq analysis of tdTomato-positive and tdTomato-negative cells and also observed a dramatic increase in *Taar* gene expression and decrease in *OR* gene expression in sorted tdTomato-positive cells compared to tdTomato-negative cells (Supplementary Fig. 9a). 

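In tdTomato-negative cells, 8 of the 14 olfactory *Taar* genes were listed at 0, and *Taar6* and *Taar9* were at 0.0659 and 0.196 TPM. Only *Taar7a*, *Taar7d*, *Taar7e*, and *Taar7f* were above 1 TPM there, at 25.8, 15.4, 6.55, and 12.8 TPM. In the paper's in situ counts, most TAAR OSNs did not express tdTomato. Values of 0 therefore do not show that tdTomato-negative cells lacked OSNs expressing these genes. All 14 genes had higher TPM values in tdTomato-positive cells. *Taar9* was highest at 1023 TPM, followed by *Taar2* at 483.5 TPM, *Taar4* at 377.1 TPM, *Taar5* at 372.6 TPM, *Taar7e* at 338 TPM, and *Taar3* at 260.7 TPM. *Taar7f*, *Taar8c*, *Taar6*, *Taar8b*, and *Taar7d* were at 155.9, 128.7, 112, 89.1, and 61.7 TPM, and *Taar7b* and *Taar8a* at 21.7 and 17.5 TPM. *Taar7a* increased least, to 33.5 TPM, a log2 fold change of 0.37, and was the 1 gene with less than a 2-fold difference.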

All of the 14 olfactory *Taar* genes were detected at much higher expression levels in tdTomato-positive cells than in tdTomato-negative cells (Supplementary Fig. 9b). Coexpression analyses showed that about 73.2% of tdTomato-positive OSNs were co-labeled with *Taar* genes, and the coexpression rates dropped to 1% for mixed *OR* probes, 1.4% for mixed class I *OR* probes, and 0.3% for *OR* degenerate probe (Fig. 7d, e). On the other hand, around 13.9% of TAAR OSNs expressed tdTomato reporter, and the coexpression rates dropped to 0.2% for mixed *OR* probes, 0.7% for mixed class I *OR* probes, and 0.1% for *OR* degenerate probe (Fig. 7d, e). Further analyses using individual *Taar* probes revealed that the coexpression rates varied from 1 to 14.3% for different *Taar* genes except *Taar7a*, and the summed coexpression rate was 71.3% that is close to that obtained with mixed *Taar* probes (Supplementary Fig. 9c). Together, these results validate the specific activity of the two TAAR enhancers in TAAR OSNs.

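*Taar* transcripts made up 34.2% of the summed TPM of *Taar* and *OR* genes in GFP-positive cells and 0.472% in GFP-negative cells. The share was 40.1% in tdTomato-positive cells and 0.302% in tdTomato-negative cells. To describe how far the gene families stood apart from other genes of similar expression, the median log2 fold change of each family was set against 10000 random gene lists of the same size, matched on mean TPM. The median of the 14 olfactory *Taar* genes was above that of every random list in both lines, and the median of the *OR* genes was below that of every random list. The mature OSN marker genes were at percentiles 0 and 0.03 of such lists in the GFP and tdTomato lines, respectively. The percentile of the *OR* genes therefore does not set them apart from other OSN genes. These percentiles describe the 4 libraries and are not tests between conditions. The *Taar* genes contributed differently to the *Taar* transcripts of the reporter-positive cells in the 2 lines. *Taar9* made up 29.4% of olfactory *Taar* TPM in tdTomato-positive cells and 10.1% in GFP-positive cells. The 5 *Taar7* genes together made up 57.2% in GFP-positive cells and 17.6% in tdTomato-positive cells. Across the 14 genes, the Spearman rho between the shares in the 2 lines was 0.24, although genes are not independent replicates. From the higher *Taar* and lower *OR* expression in reporter-positive cells, together with the coexpression counts by in situ hybridization, the paper concludes that both TAAR enhancers are specifically active in TAAR OSNs.

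**Figure D3:**
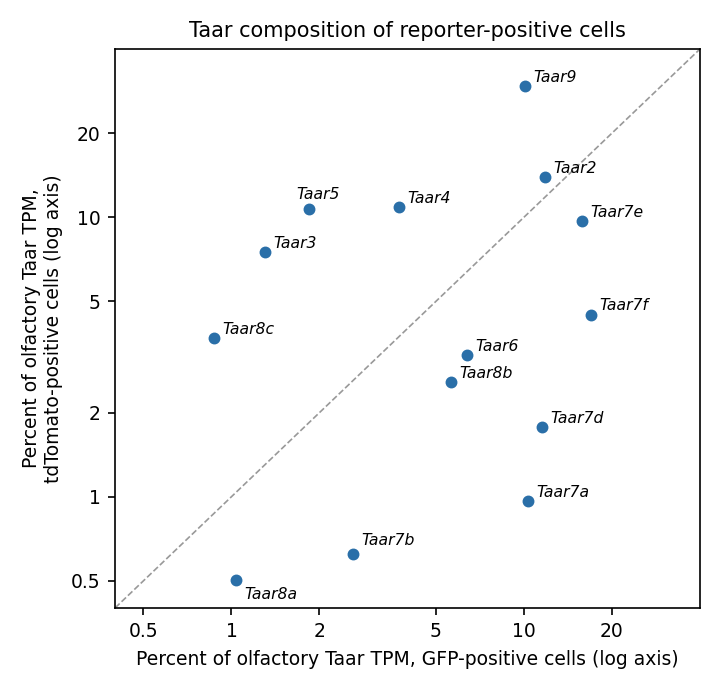
Percent of the summed TPM of the 14 olfactory *Taar* genes that each gene held in GFP-positive cells (x axis) and tdTomato-positive cells (y axis), both on log axes. Each point is a gene and the dashed line marks equal shares, with *Taar7a* (10.4% and 0.965%) farthest below it and *Taar5* (1.84% and 10.7%) farthest above it.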

Next, we crossed the TAAR enhancer 1-GFP transgenic mice with the TAAR enhancer 2-tdTomato transgenic mice and visualized the overlap between GFP- and tdTomato-positive cells. About 14.3% of OSNs co-expressed GFP and tdTomato driven by TAAR enhancer 1 and TAAR enhancer 2, respectively. On the other hand, 67.5 and 18.2% of OSNs expressed each reporter alone (Fig. 7f). We further analyzed the projection pattern of OSNs into the olfactory bulb. The GFP-positive and tdTomato-positive glomeruli were largely overlapped in the dorsal region of olfactory bulb, where TAAR glomeruli cluster (called DIII domain^25^; Fig. 7g and Supplementary Fig. 8e). We also observed a few glomeruli that were positive for GFP or tdTomato alone. These data indicate that the two TAAR enhancers in transgenes are both active in some TAAR OSNs, and are separately active in other TAAR OSNs. This is similar to the function of the two endogenous TAAR enhancers that coordinately regulate *Taar* gene expression.

### TAAR enhancer 1 functions in *cis*

Each OSN in the MOE expresses an olfactory receptor gene in a monogenic and monoallelic fashion. However, we observed similar expression levels of *Taar* genes in heterozygous TAAR enhancer 1, TAAR enhancer 2, or TAAR enhancer 1 & 2 double knockout mice compared to their wild-type littermates (Figs. 4e, f, 5e, f, and 6e, f and Supplementary Figs. 5b, 6b, and 7b), seemingly violating the monoallelic expression rule. A possible explanation for this observation is that the intact enhancers in heterozygous mice could act both in *cis* and in *trans* to regulate *Taar* gene expression in both alleles. Another explanation is that TAAR OSNs are genetically programmed to express *Taar* genes. As a result, although TAAR enhancers may just operate in *cis* like OR enhancers, TAAR OSNs can only express *Taar* genes from the allele with the functional enhancers, thereby maintaining the number of TAAR OSNs. To differentiate between these two possibilities, we crossed TAAR enhancer 1 knockout mice with *Taar2-9* cluster knockout mice, in which all of the olfactory *Taar* genes from *Taar2* to *Taar9* are deleted^43^. The successful deletion of the olfactory *Taar* genes was verified by the absence of the mRNA and protein expression of TAARs in the MOE by RNA-seq, RNA in situ hybridization, and immunohistochemistry experiments (Supplementary Fig. 10a–c). Although TAAR enhancer 2 is deleted in the *Taar2-9* cluster knockout mouse line, TAAR enhancer 1 is preserved. By crossing heterozygous TAAR enhancer 1 knockout mice (designated as ΔTAAR-enhancer1/TAAR-enhancer1 here for clarity) with heterozygous *Taar2-9* cluster knockout mice (Δ*Taar2-9*/*Taar2-9*), we acquired four genotypes of mice for further analysis: (1) genotype 1: wild-type littermates with both alleles intact, (2) genotype 2: one allele lacking TAAR enhancer 1 and the other allele intact (same genotype as heterozygous TAAR enhancer 1 knockout), (3) genotype 3: one allele lacking *Taar2-9* cluster and the other allele intact (same genotype as heterozygous *Taar2-9* cluster knockout), and (4) genotype 4: one allele lacking TAAR enhancer 1 and the other allele lacking *Taar2-9* cluster (Fig. 8a). Next, we performed RNA in situ hybridization experiments to examine the expression of *Taar* genes that were entirely eliminated (*Taar2*, *Taar3*, and *Taar5*) or significantly reduced (*Taar6*) in homozygous TAAR enhancer 1 knockout mice (Fig. 4e, f, h). In genotype 2 and 3 mice, cells expressing these *Taar* genes showed similar pattern to that in heterozygous TAAR enhancer 1 knockout and *Taar2-9* cluster knockout mice (Figs. 4e, f and 8b, c and Supplementary Fig. 10a, b), whereas cells expressing these *Taar* genes in genotype 4 mice showed similar reduction pattern to that in homozygous TAAR enhancer 1 knockout mice (Figs. 4e, f and 8b, c). These results suggest that TAAR enhancer 1 operates in *cis* to regulate *Taar* gene choice (Fig. 8a), in analogy to the OR enhancers^19–22^.

**Fig. 8:**
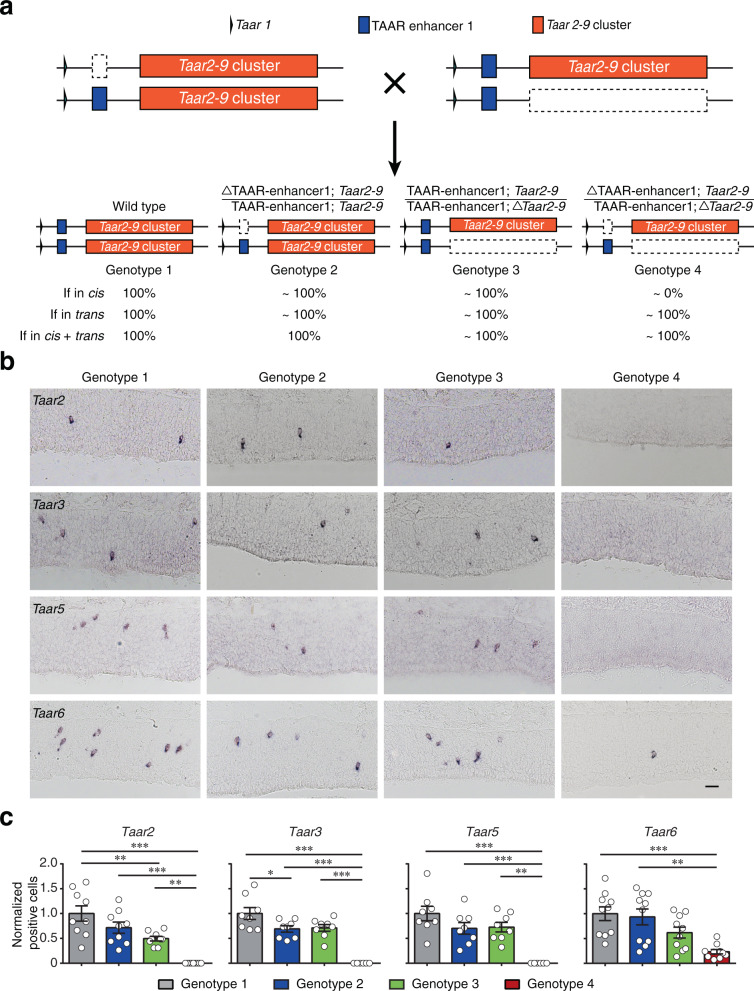
TAAR enhancer 1 operates in *cis*. **a** Schematic illustration of four different mouse genotypes by crossing heterozygous TAAR enhancer 1 knockout mice with heterozygous *Taar2-9* cluster knockout mice. According to the assumption that TAAR enhancer 1 functions in *cis*, in *trans*, or in *cis* plus *trans*, the hypothetical percentage of positive cell numbers in different genotypes were indicated by normalizing to wild-type (genotype 1) mice (set as 100%). **b** Representative images of *Taar2*, *Taar3*, *Taar5*, and *Taar6* expression in four different genotypes is indicated by using a single-color in situ hybridization. Scale bar = 25 μm. **c** The numbers of OSNs expressing *Taar2*, *Taar3*, *Taar5*, and *Taar6* were quantified and the percentage of positive cell numbers normalized to wild type was plotted. Data are presented as mean values ± SEM (*n* = 9 for *Taar2* detection, *n* = 8 for *Taar3* detection, *n* = 8 for *Taar5* detection, *n* = 10 for *Taar6* detection). In **c**, *p < 0.05, **p < 0.01, ***p < 0.001, by one-way ANOVA and post hoc Tukey’s test.

## Discussion

In the present study, we identified two TAAR enhancers that specifically regulate probability of *Taar* gene choice in the TAAR olfactory subsystem. Deletion of TAAR enhancer 1 in both alleles resulted in abolishment of 3 *Taar* genes (*Taar2*, *Taar3*, and *Taar5*), decrease of 8 *Taar* genes (*Taar4*, *Taar6*, *Taar7a*, *Taar7b*, *Taar8a*, *Taar8b*, *Taar8c*, and *Taar9*), increase of 1 *Taar* gene (*Taar7e*), and no significant changes of 2 *Taar* genes (*Taar7d* and *Taar7f*), while homozygous knockout of TAAR enhancer 2 resulted in abolishment of 2 *Taar* genes (*Taar3* and *Taar5*), decrease of 8 *Taar* genes (*Taar4*, *Taar6*, *Taar7a*, *Taar7f*, *Taar8a*, *Taar8b*, *Taar8c*, and *Taar9*), and no significant changes of 4 *Taar* genes (*Taar2*, *Taar7b*, *Taar7d*, and *Taar7e*). It seems that various *Taar* genes are differentially regulated by the two TAAR enhancers. For example, expression of some *Taar* genes (*Taar3* and *Taar5*) requires the presence of both enhancers and deletion of either one completely abolishes their expression. And expression of some *Taar* genes (*Taar2*) is solely dependent on TAAR enhancer 1, while expression of the majority of *Taar* genes requires either TAAR enhancer, meaning that the two enhancers have partially overlapped function. Thus, the two TAAR enhancers work coordinately to achieve expression of the whole *Taar* gene repertoire. This conclusion is further supported by analyses of the double knockout animals lacking both of the TAAR enhancers. In the double knockout mice, all of the *Taar* genes were completely abolished, suggesting that the two enhancers are fully responsible for *Taar* gene expression and hence TAAR OSN development. The findings reported by the Bozza group (in this issue of *Nature Communications*) also show that the same two enhancers (named T elements) cooperate to regulate expression of the entire olfactory *Taars*^44^. This organization resembles the regulation of protocadherin-α family genes by the combined activity of two enhancers^45^ and thus provides another great model to study gene regulation by cooperative enhancers.

Our data revealed that TAAR enhancer 1, and possibly TAAR enhancer 2, operate in *cis*, which is similar to previously identified OR enhancers, including the H, P, and J elements^19–22^. However, the phenotypes of heterozygous enhancer knockout mice are very different. In mutant mice lacking the H or P elements in one allele, the number of cells expressing the specific class II OR genes regulated by those two elements is decreased to half of that in wild-type mice^19^. In contrast, when the J element or the two TAAR enhancers are deleted in one allele, the number of cells expressing class I OR genes or *Taar* genes is nearly the same as that in wild-type mice. This is consistent with the hypothesis that OSNs have dedicated cell fates to express the various olfactory receptor gene families (class I *OR* genes, class II *OR* genes, and *Taar* genes) prior to the first receptor choice^22,25,26^. When the OR enhancers that regulate expression of class II *OR* genes (e.g., the H and P elements) are deleted in one allele, OSNs can express class II *OR* genes from the remaining intact enhancer in the other allele and >60 functional OR enhancers in both alleles. As a result, the expression probability of distinct class II *OR* genes regulated by the intact enhancer is largely diluted, leading to the decrease of OSNs expressing those class II *OR* genes by half. By contrast, when the J element or either one or both of the two TAAR enhancers are deleted in one allele, receptor selection is restricted to the intact enhancer from the other allele. Thus, the remaining intact enhancer still plays a major role in receptor selection and fill in the OSN population. As a result, the numbers of OSNs expressing class I *OR* genes or *Taar* genes are similar in heterozygous and wild-type animals. However, the two TAAR enhancers could also mediate *trans* genomic interactions to form a TAAR enhancer hub to facilitate *Taar* gene transcription, in analogous to OR enhancers^15,17^ (see further discussion below).

The next intriguing question is how the cell fate of OSNs is determined prior to the first receptor choice. OSNs in the MOE are continuously renewed from GBCs. It is conceivable that certain cell-specific transcription factors, nucleosome remodeling complexes, and epigenetic regulators predefine the cell fate of OSNs during stem cell differentiation. Identification of such factors will greatly advance our understanding of the development of the distinct olfactory subsystems. Besides, TAAR enhancers emerge after the separation of placental mammals from marsupial mammals and are not found in zebrafish. However, our transient reporter assay showed that the two mouse TAAR enhancers are capable of driving reporter expression in the nose of zebrafish larvae (Supplementary Fig. 8a–c). This result has two implications: (1) the teleost species may utilize other uncharacterized teleost-specific enhancers to regulate expression of the largely expanded *Taar* genes (e.g., 112 members in zebrafish); (2) although TAAR enhancers are not conserved in zebrafish, the regulatory factors proposed above might be conserved to fulfill the TAAR enhancer activities.

The *Taar* gene cluster and *OR* gene clusters are sequestered in different nuclear compartments. In OR OSNs, silent *OR* gene clusters aggregate to form ~5 heterochromatic foci in the center of cell nuclei, while the *Taar* gene cluster is localized to the thin rim at the nuclear periphery^18,40,46^. However, the nuclear locations of the *Taar* gene cluster and the *OR* gene clusters in TAAR OSNs have not been carefully examined. Here we found that the heterochromatic histone modifications of the *Taar* gene cluster differ between the two olfactory subsystems. Although *OR* gene clusters are covered by H3K9me3 heterochromatin modifications in both TAAR and OR OSNs, the same heterochromatin marks of *Taar* gene cluster are only present in TAAR OSNs. This observation indicates that the conformation of the *Taar* gene cluster might be different in the nucleus of TAAR and OR OSNs. On the other hand, activation of receptor genes is often accompanied by a shift in their nuclear localization. In OR OSNs, the active *OR* allele escapes from the central heterochromatin foci into euchromatic territory with the help of OR enhancer hub^17,46^. In TAAR OSNs, the active *Taar* allele is thought to transition from the peripheral nuclear lamina to a more permissive interior euchromatin center^40^. It is very likely that the heterochromatin formation on the *Taar* cluster contributes to the relocation of *Taar* genes from the nuclear lamina in TAAR OSNs, which is consistent with the recent finding that the levels of heterochromatin are strongly correlated with the frequency of Hi-C contacts among the *OR* clusters^41^. In addition, the movement of the *Taar* gene cluster away from the repressive heterochromatin environment may need assistance of the two TAAR enhancers. The two TAAR enhancers could act in *trans* to form a TAAR enhancer hub with OR enhancers based on the finding that OR enhancers are also open in TAAR OSNs. This together with the distinct heterochromatin decoration on the *Taar* cluster raise an interesting possibility that the TAAR olfactory subsystem is hijacking the pre-existed apparatus for singular *OR* gene choice by simply developing the two TAAR enhancers. Moreover, the recent development and application of single-cell chromatin conformation capture method^18,47^ could help to reveal the three-dimensional structure of the TAAR enhancer hub in TAAR OSNs and the potential interaction between the two TAAR enhancers with distinct *Taar* genes at higher resolution. This may explain the differential regulation of *Taar* genes by the two TAAR enhancers. Therefore, revealing the spatial organization of the *Taar* gene cluster and the two TAAR enhancers in TAAR vs. OR OSNs would further advance our understanding of how the entire *Taar* gene repertoire is regulated.

## Methods

### Mice

All mouse experiments were approved by the Animal Ethics Committee of Shanghai Jiao Tong University School of Medicine and the Institutional Animal Care and Use Committee (Department of Laboratory Animal Science, Shanghai Jiao Tong University School of Medicine, animal protocol number A-2016-049). Mice were housed in standard conditions with temperatures of 65–75 °F (18–23 °C), 40–60% humidity, and a 12-h light/12-h dark cycle. They have access to rodent chow and water ad libitum. Both male and female mice were used for experiments. Generation of genetically manipulated mouse lines including *Omp-ires-GFP* and *Taar2-9* cluster knockout mice have been described previously^14,43^. The genotyping primers are included in Supplementary Table 9.

We used gene targeting in embryonic stem (ES) cells to generate two strains of mice, *Taar5-ires-Cre* and *Taar6-ires-Cre*, that express Cre recombinase in TAAR5- and TAAR6-expressing OSNs. To generate the *Taar5-ires-Cre* allele, the DNA sequence encoding Cre was introduced into the 3’ untranslated sequence in the *Taar5* gene immediately following the stop codon with an IRES sequence preceding the Cre sequence to allow bicistronic expression of TAAR5 and Cre^48^. To select positive ES clones, the target construct included a cassette of the neomycin gene flanked by FRT sites. The neomycin gene was removed by crossing the mice to a germline Flp recombinase line. The same strategy was used to generate the *Taar6-ires-Cre* allele.

TAAR enhancer 1 or TAAR enhancer 2 was deleted using the CRISPR-Cas9 genome editing technique with co-injection of spCas9 mRNA and single guide RNAs (sgRNAs). The plasmids used for making spCas9 mRNA and sgRNAs are summarized in Supplementary Table 10. Two groups of sgRNAs were designed at upstream and downstream of the target sequences. The targeted sequences for TAAR enhancer 1 were 5’-TGGTTGTGAGTTGCTTGTGG-3’ (sgRNA1 sense), 5’-TCAGCCTGTTAATTACCTGA-3’ (sgRNA1 antisense), 5’-AGAACTTTCAGAGAGTTCCC-3’ (sgRNA2 sense), 5’-GAACCCAGAACTGACTTTTG-3’ (sgRNA2 antisense), 5’-TATTCTAGAAATACAGATGT-3’ (sgRNA3 sense), and 5’-AGCATCCTGGAGGTGAAATG-3’ (sgRNA3 antisense). The targeted sequences for TAAR enhancer 2 were 5’-GTAAATAAAAACTTTCCCTC-3’ (sgRNA1 sense), 5’-CTCCATCGTCACAAAGCCTG-3’ (sgRNA1 antisense), 5’-CCCTCAAAAAGTTTGTTTTT-3’ (sgRNA2 sense), and 5’-CAGGTCTTTTTTAGTGGACT-3’ (sgRNA2 antisense). The RNA mixtures (50 ng spCas9 mRNA per μl and 100 ng sgRNA mixture per μl) were injected into zygotes of C57BL/6J mice. The two-cell stage embryos were then transferred into surrogate mothers. We obtained 11 candidate founders for TAAR enhancer 1 knockout mice and 8 candidate founders for TAAR enhancer 2 knockout mice. We eventually established one TAAR enhancer 1 knockout line with a 1372-bp deletion (mm10, chr10: 23,929,882–23,931,253) and one TAAR enhancer 2 knockout line with a 1433-bp deletion (mm10, chr10: 23,987,372–23,988,804) that were used for RNA-seq, in situ hybridization, and immunohistochemistry experiments.

TAAR enhancer 1 & 2 double knockout mice were generated by injecting spCas9 mRNA and the above sgRNAs targeting TAAR enhancer 1 into zygotes of TAAR enhancer 2 homozygous or heterozygous mice. We obtained 3 candidate founders and eventually established one double knockout line with a 1205-bp deletion (mm10, chr10: 23,930,050–23,931,254) for TAAR enhancer 1 and a 1433-bp deletion (mm10, chr10: 23,987,372–23,988,804) for TAAR enhancer 2.

The TAAR enhancer 1 or TAAR enhancer 2 transgenic mice were generated using the PiggyBac Transposon system. 

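On chromosome 10 of GRCm38, the cloned fragment of TAAR enhancer 1 runs from 23930200 to 23931190, which is 991 bases with both end positions counted. It overlaps no gene of the GENCODE M21 annotation and lies between *Taar1*, which ends 8730 bases before it, and *Taar2*, which starts 7381 bases after it. The cloned fragment of TAAR enhancer 2 runs from 23987501 to 23988362, which is 862 bases. It also overlaps no annotated gene, and lies 1854 bases from *Taar6* and 4042 bases from *Taar7a*. The fragments are 56310 bases apart. *Taar9*, the farthest *Taar* gene from both, is on the minus strand, so its transcript starts at 24109534, which is 178344 positions after the last base of the TAAR enhancer 1 fragment and 121172 positions after that of TAAR enhancer 2.

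**Figure D4:**
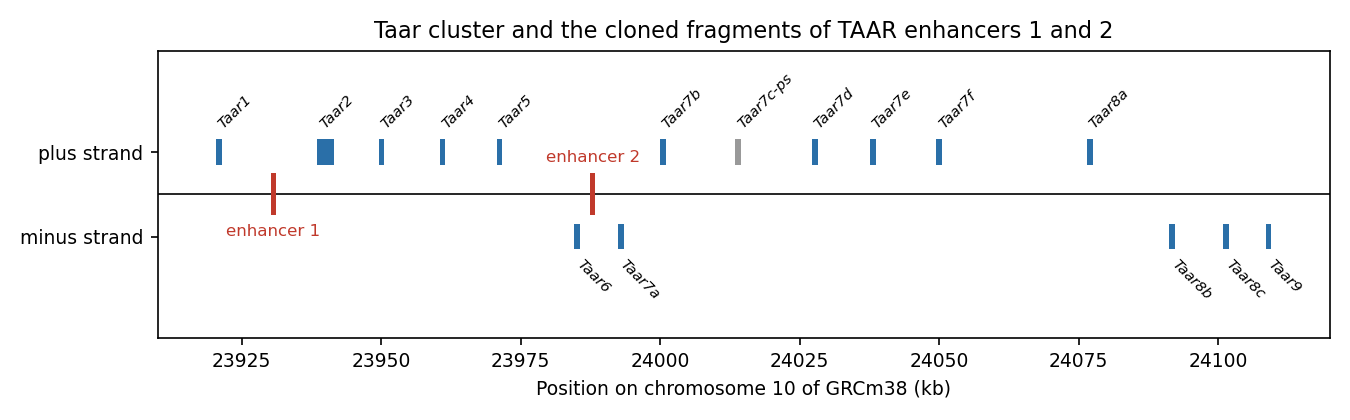
Map of the *Taar* cluster on chromosome 10 of GRCm38 (x axis, in kb), drawn to scale, with genes of the plus strand above the line and genes of the minus strand below it. Blue boxes are protein-coding genes, the gray box is *Taar7c-ps*, and red boxes are the cloned enhancer fragments, between *Taar1* and *Taar2* and between *Taar6* and *Taar7a*.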

Briefly, TAAR enhancer 1 (mm10, chr10: 23,930,200–23,931,190, 990 bp) or TAAR enhancer 2 (mm10, chr10: 23,987,501–23,988,362, 862 bp) was cloned into the modified PiggyBac transposon vector, in which enhancers were followed by Hsp68 minimal promoter and GFP (for TAAR enhancer 1) or tdTomato (for TAAR enhancer 2) sequences. The plasmid information is included in Supplementary Table 10. The validated plasmid (100 ng per μl) as well as PiggyBac transposase mRNA (25 ng per μl) were co-injected into fertilized eggs of C57BL/6J mice. The two-cell stage embryos were then transferred into surrogate mothers.

### Fluorescence-activated cell sorting

Mice were sacrificed with CO_2_ followed by cervical dislocation. The MOE tissue was dissected and cells were dissociated using Papain Dissociation System (Worthington Biochemical) following the manufacturer’s instructions with minor modifications. Briefly, dissociation reaction was incubated at 37 °C for 15 min. The tissue was triturated for 10–15 times with a cut P1000 pipette tip. Cells were then filtered by 40-μm strainer (Falcon) and centrifuged at 400 × *g* for 2 min. Cell pellets were resuspended in Dulbecco’s modified Eagle’s medium (Gibco) and kept on ice for sorting. OSNs were sorted on a FACSJazz Cell Sorter (BD) or MoFlo Astrios EQ (Beckman Coulter) with a 488- or 561-nm laser. A representative set of density plots (with gates) is shown in Supplementary Fig. 1. Sorted cells were subsequently proceeded to ChIP-seq, ATAC-seq, and RNA-seq experiments.

### Ultra-low-input native ChIP-seq (ULI-ChIP-seq)

ULI-ChIP-seq of H3K9me3 was performed as previously described^49^ except for the library preparation portion. For each reaction, 1000–10,000 cells and 0.25 μg of H3K9me3 antibody (ABclonal, A2360) were used. Libraries were prepared with an NEBNext Ultra Kit (NEB) and 12–15 PCR cycles. Reads were mapped to the mouse reference genome (mm10) with Bowtie 2 (version 2.2.9) using the default parameters.

### ATAC-seq

ATAC-seq was performed as previously described with minor modifications^50^. During quantitative PCR-based library quantification, a length of 300 bp was used in concentration calculation. Reads were mapped to the mouse reference genome (mm10) using Bowtie 2 (version 2.2.9) with the following parameters: --local –X 2000. Significant ATAC-seq peaks were identified using MACS2 (version 2.1.1.20160309) with the “--nomodel --shift −100 --extsize 200 --keep-dup all” parameters and the default threshold of *q* value (adjusted *p* value) at 0.05. Differential peak analysis between TAAR OSNs and OMP-positive mature OSNs was performed using DiffBind (version 2.8.0) in R (version 3.5.1) with standard parameters.

### RNA-seq

Total RNAs of FACS enriched cells or the whole MOE tissues were extracted with a RNeasy Mini Kit (Qiagen) with DNase treatment. Libraries of FACS-enriched cells were prepared with the Smart-seq2 procedure^51^, similar to our previous work^38^. Libraries of the whole MOE tissues were prepared with an NEBNext Ultra Directional RNA Kit (NEB) with polyA bead selection. Reads were mapped to the mouse reference genome (mm10) with Hisat2 (version 2.1.0) and quantified with Cufflinks (version 2.2.1). Raw read counts mapped to genes were calculated using featureCounts from Subread package (version 1.6.2). DEG analysis was performed using DESeq2 1.20.0 package with the default settings. Significantly changed genes were identified with *q* value cutoff of 0.05.

### Whole-mount imaging

Unfixed whole-mount olfactory bulbs from mice at P14–P21 were exposed and fluorescent reporters were directly visualized and imaged by a Nikon Ti2-E&CSU-W1 confocal microscope.

### In situ hybridization

In situ hybridization was performed as previously described^2^. Full-length, anti-sense cRNA riboprobes labeled with digoxigenin were prepared to detect mRNA expression of *Taars*, *Olfr1507*, and *Olfr578* in single-color in situ hybridization experiments. The probe information and primers used to generate probes are summarized in Supplementary Tables 8 and 9, respectively.

For two-color in situ hybridization experiments, mixed riboprobes labeled with digoxigenin against all of the *Taar* genes (*Taar2*, *Taar3*, *Taar4*, *Taar5*, *Taar6*, *Taar7s*, *Taar8s*, and *Taar9*) or 8 *OR* genes (*Olfr644*, *Olfr578*, *Olfr1019*, *Olfr1034*, *Olfr145*, *Olfr1395*, *Olfr2*, *Olfr1507*) or 8 class I *OR* genes (*Olfr543*, *Olfr547*, *Olfr552*, *Olfr639*, *Olfr653*, *Olfr672*, *Olfr692*, *Olfr690*) and riboprobes labeled with fluorescein against GFP were used. Degenerate probes labeled with digoxigenin used to detect *OR* expression were generated as previously described^26^. The probe information and primers used to generate probes are summarized in Supplementary Tables 8 and 9, respectively. Images were taken using a Leica TCS SP8 confocal microscope. To quantify the number of cells expressing *Taar*s or *OR*s, every 25th coronal section (14 μm thickness) throughout the MOE of mice at P14 was collected. At least five sections at similar anatomical positions in the MOE from mice with different genotypes were used to count positive cell numbers.

### Immunohistochemistry

Coronal MOE sections (14 μm thickness) from P14 mice were fixed with 4% paraformaldehyde in phosphate-buffered saline (PBS) for 10 min at room temperature. The sections were washed with PBS three times (5 min each) and incubated with permeable buffer (0.3% Triton X-100 in PBS) containing 5% donkey serum for 30 min. Primary antibodies against TAAR4, TAAR5, TAAR6 (homemade), caspase-3 (Cell Signaling, 9661), GFP (Abcam, ab13970), and tdTomato (Takara, 632496) were used at 1:5000, 1:5000, 1:1000, 1:500, 1:1000, and 1:500 dilution, respectively, in incubation buffer (1% bovine serum albumin, 0.01% sodium azide, 0.3% Triton X-100 in PBS). Primary antibody incubations were performed at 4 °C for two overnights. The sections were then rinsed three times (5 min each) in PBS and incubated at 37 °C for 30 min with different fluorophore-conjugated secondary antibodies (diluted at 1:1000), including Donkey Anti-Chicken IgY conjugated to Alexa Fluo 488 (Jackson ImmunoResearch, 703-545-155), Donkey Anti-Rabbit IgG conjugated to Alexa Fluo 488 (Jackson ImmunoResearch, 711-545-152), and Donkey Anti-Guinea Pig IgG conjugated to Cy3 (Jackson ImmunoResearch, 706-165-148). Slides were rinsed three times (5 min each) and coverslipped using mounting medium containing DAPI (SouthernBiotech). Images were taken using a Leica TCS SP8 confocal microscope.

### Phylogenetic tree building

The selected species for phylogenetic tree building are mammals that have the predicted *Taar* gene sequences and at least one of the two potential TAAR enhancers. The phylogenetic tree was built using TimeTree (http://www.timetree.org/)^52^.

### Nucleotide percent identity plot

Using NCBI Genome Data Viewer (https://www.ncbi.nlm.nih.gov/genome/gdv/), we compared mouse genome sequence ranging from *Taar1* to *Taar7b* with that in 8 Glires, 21 EuarchontoGlires, 40 Placental mammals, and 60 Vertebrates by phyloP. The display style was chosen as line graph with smooth curve. The selected species and phylogenetic relationships are shown in Supplementary Fig. 3a. Next, the 991 bp TAAR enhancer 1 (mm10, chr10: 23,930,200-23,931,190) and 862 bp TAAR enhancer 2 (mm10, chr10: 23,987,501–23,988,362) sequences were separately blasted against the latest genome assembly of each species from NCBI, with the BLAST algorithm optimized for somewhat similar sequences (blastn) for more hits. The aligned sequences with the adjacent *Taar* gene sequences were downloaded for further analysis. The sequences for global alignment were extracted from the entire region of the *Taar* cluster. This approximately 295 kb mouse genomic region was compared with the same region in other species by using the web-based VISTA program (http://genome.lbl.gov/vista/mvista/submit.shtml)^53^. The local alignment of TAAR enhancer 1 and TAAR enhancer 2 sequences from different species were performed using the same program with the default settings of Shuffle-LAGAN alignment program and VISTA parameters. The setting of conservation identity was changed to 70% and that of calculation window and minimal conserved width was changed to 100 bp. The information of compared regions and selected genome databases is listed in Supplementary Table 1.

### Motif analysis

Motif analysis of Lhx2, Ebf, and Lhx2/Ebf co-bound composite sites on the two TAAR enhancers was performed with HOMER (version 4.9). The motif position weight matrices were obtained from Lhx2 and Ebf ChIP-seq data on mature OSNs^16,17^. The Lhx2/Ebf co-bound composite sites with score >5 were retained.

### Reporter transgenic zebrafish

Sequences of the two TAAR enhancers and the Sifnos OR enhancer were amplified from mouse genomic DNA using the following primers containing the restriction enzyme sites: 5’-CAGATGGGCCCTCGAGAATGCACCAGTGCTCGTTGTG-3’ (TAAR enhancer 1 forward), 5’-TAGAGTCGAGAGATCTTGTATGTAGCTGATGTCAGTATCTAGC-3’ (TAAR enhancer 1 reverse), 5’-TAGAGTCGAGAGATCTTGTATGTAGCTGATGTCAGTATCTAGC-3’ (TAAR enhancer 2 forward), 5’-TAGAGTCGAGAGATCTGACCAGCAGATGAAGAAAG-3’ (TAAR enhancer 2 reverse), 5’-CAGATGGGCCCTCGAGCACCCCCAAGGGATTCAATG-3’ (Sifnos enhancer forward), and 5’-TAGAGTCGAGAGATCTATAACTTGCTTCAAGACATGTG-3’ (Sifnos enhancer reverse). PCR products were cloned into the E1B-GFP-tol2 vector via XhoI and BglII restriction sites^54^. The cloned plasmids were purified by Qiagen purification kit and were then injected into one-cell-stage zebrafish oocytes at 40 ng/μl together with 30 ng/μl *Tol2* transposase mRNA. GFP expression was inspected at 24–48 high-power fields. Only embryos having at least one GFP-positive OSN were counted as positive embryos.

### Statistics

Statistical analysis was performed using R (version 3.5.1) and GraphPad Prism (version 7.0a and 8.4.0). We calculated *p* values by Wald test (two-sided) in DiffBind package for differential peak analysis in ATAC-seq data (Fig. 2b, d), by one-way analysis of variance and post hoc Tukey’s test for multiple group comparison (Figs. 4f, h, 5f, 6f, and 8c and Supplementary Figs. 5d, e, 6e, f, and 7d), by the likelihood ratio test and Wald test (two-sided) in DESeq2 package for DEG analysis in RNA-seq data (Figs. 4c, d, 5c, d, and 6c, d and Supplementary Figs. 3a, 5a, b, 6a, b, and 7a, b), and by two-sided Fisher’s exact test (Fig. 7c, e). In all the figures, *p* values or *q* values are denoted as *<0.05, **<0.01, ***<0.001.

### Accession codes

The raw and processed sequencing data were deposited in the Gene Expression Omnibus with the accession number GSE163778.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The data supporting the findings of this study are included within the article and its Supplemental files. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Coordination of two enhancers drives expression of olfactory trace amine-associated receptors
**Source:** Nat Commun. 2021 Jun 18;12:3798. doi: 10.1038/s41467-021-23823-4
**Supplement:** Supplementary file 1 — Supplementary Information

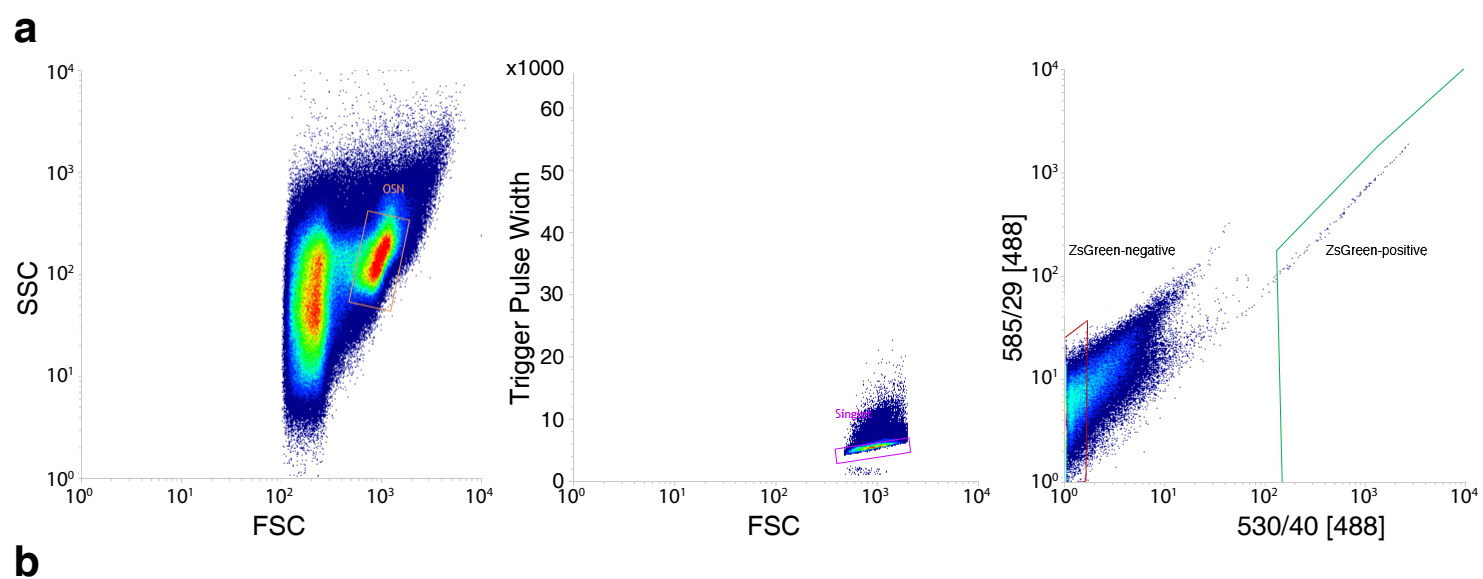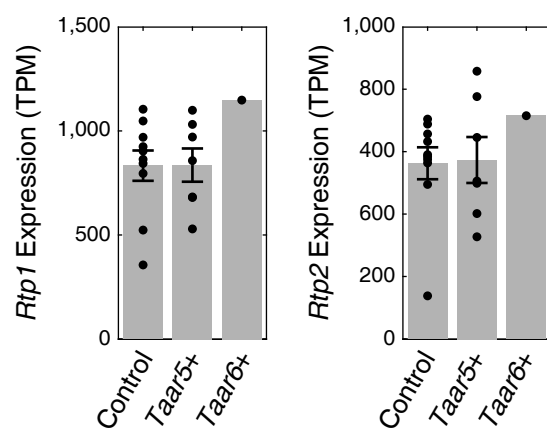

Supplementary figure 1

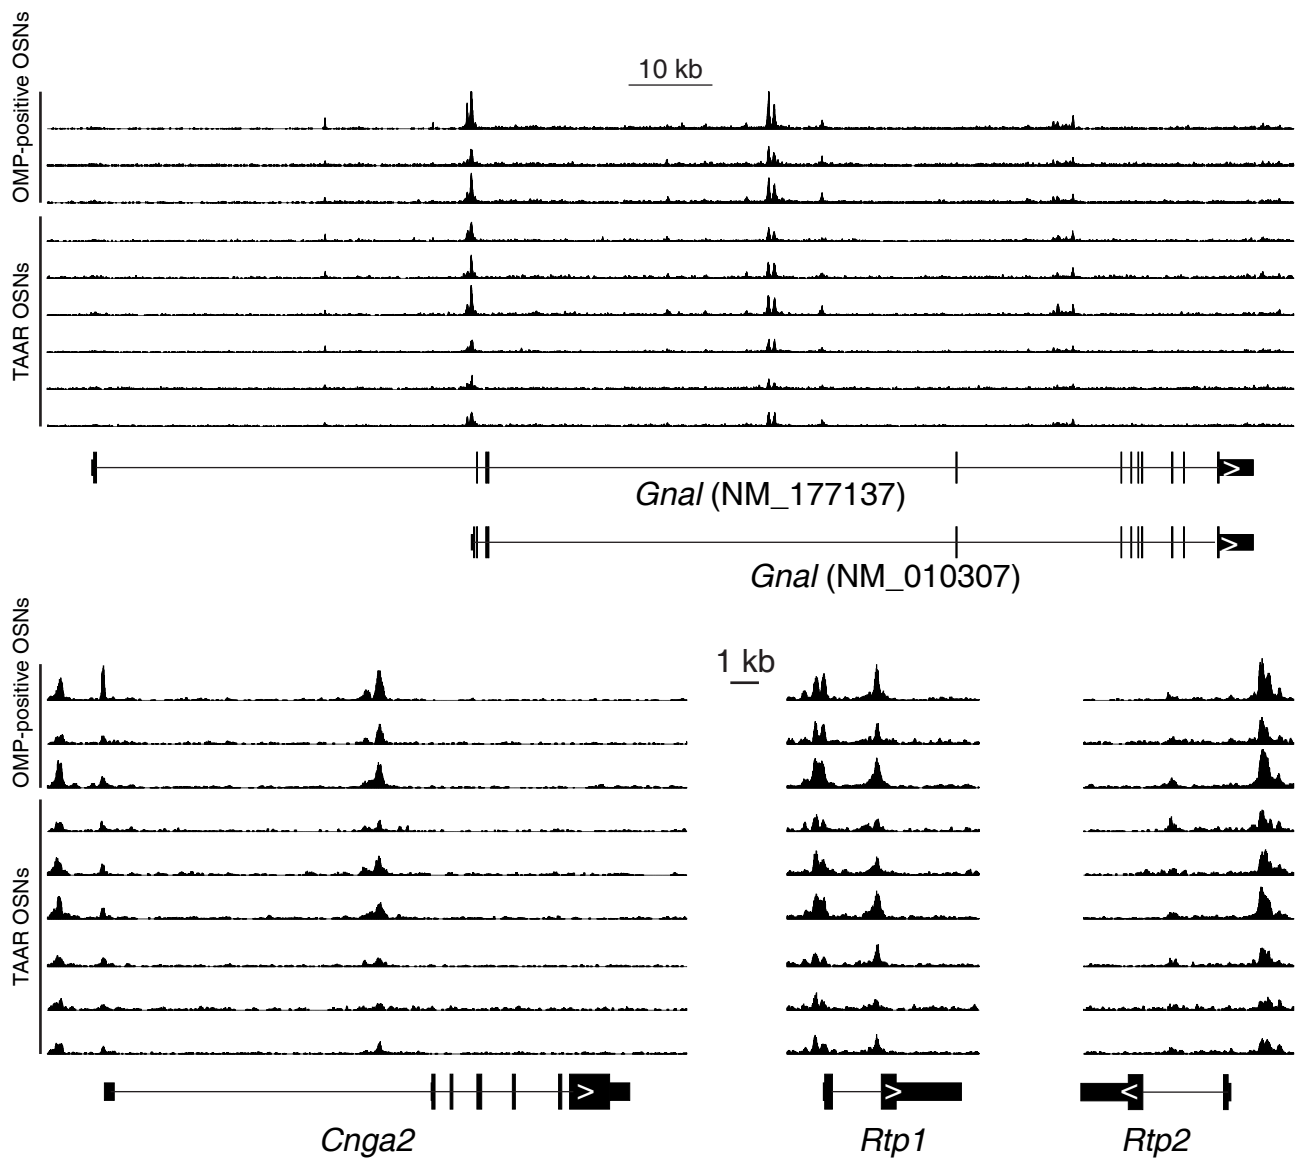

Supplementary figure 2

**a**

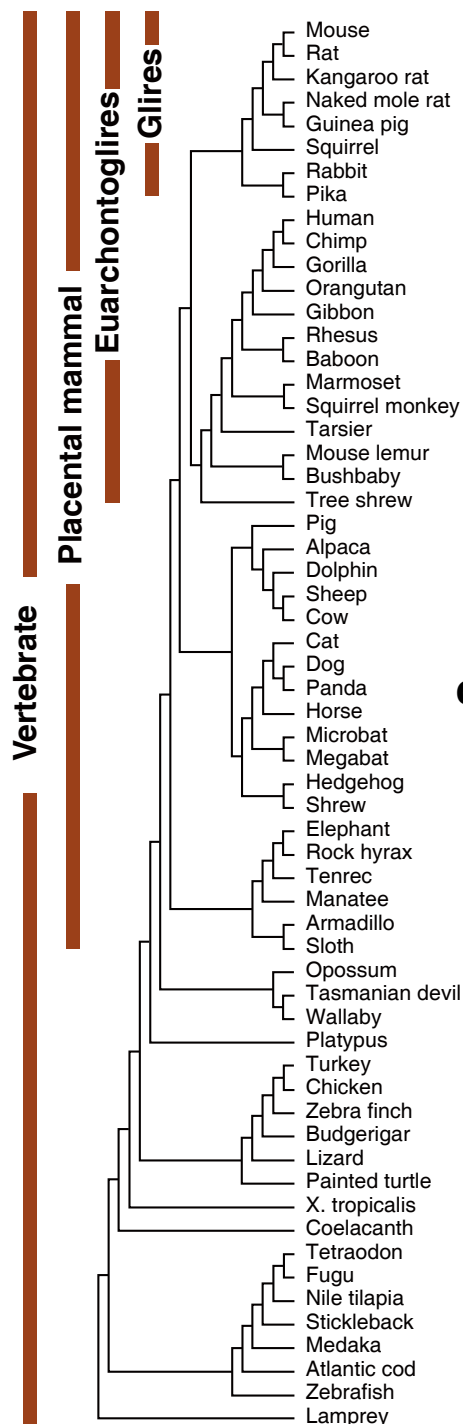

**b**

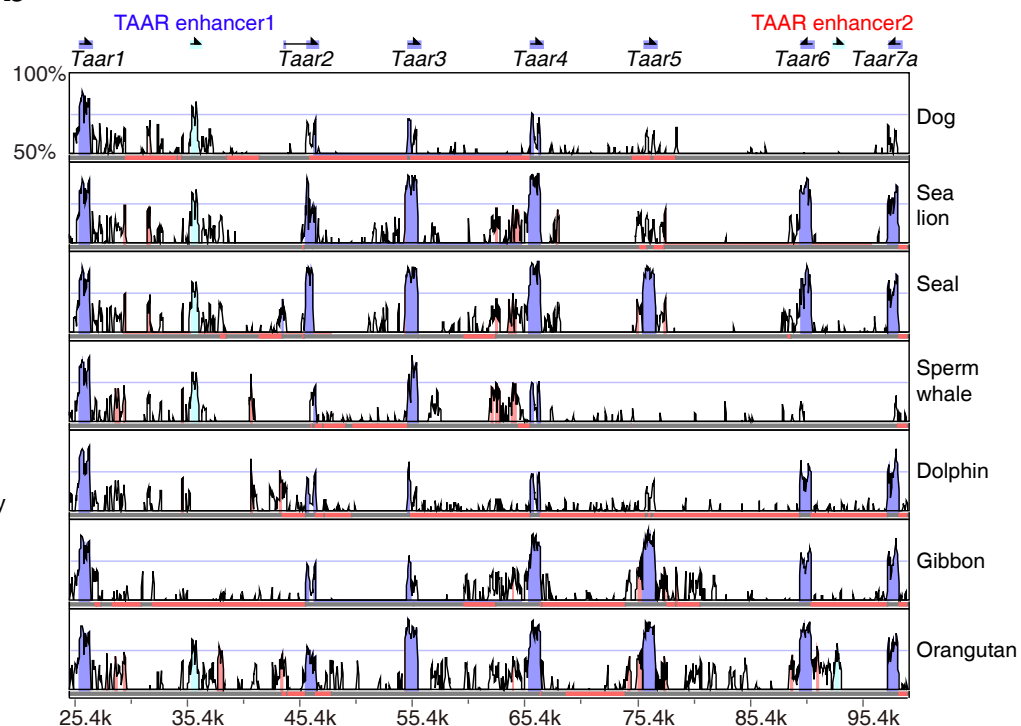

**c**

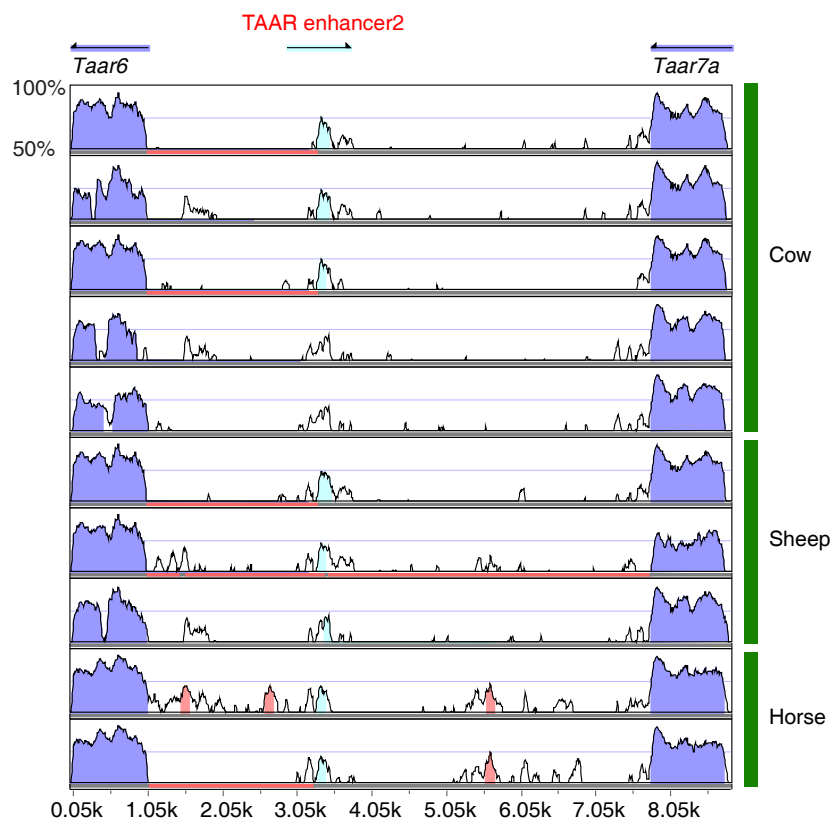

Supplementary figure 4

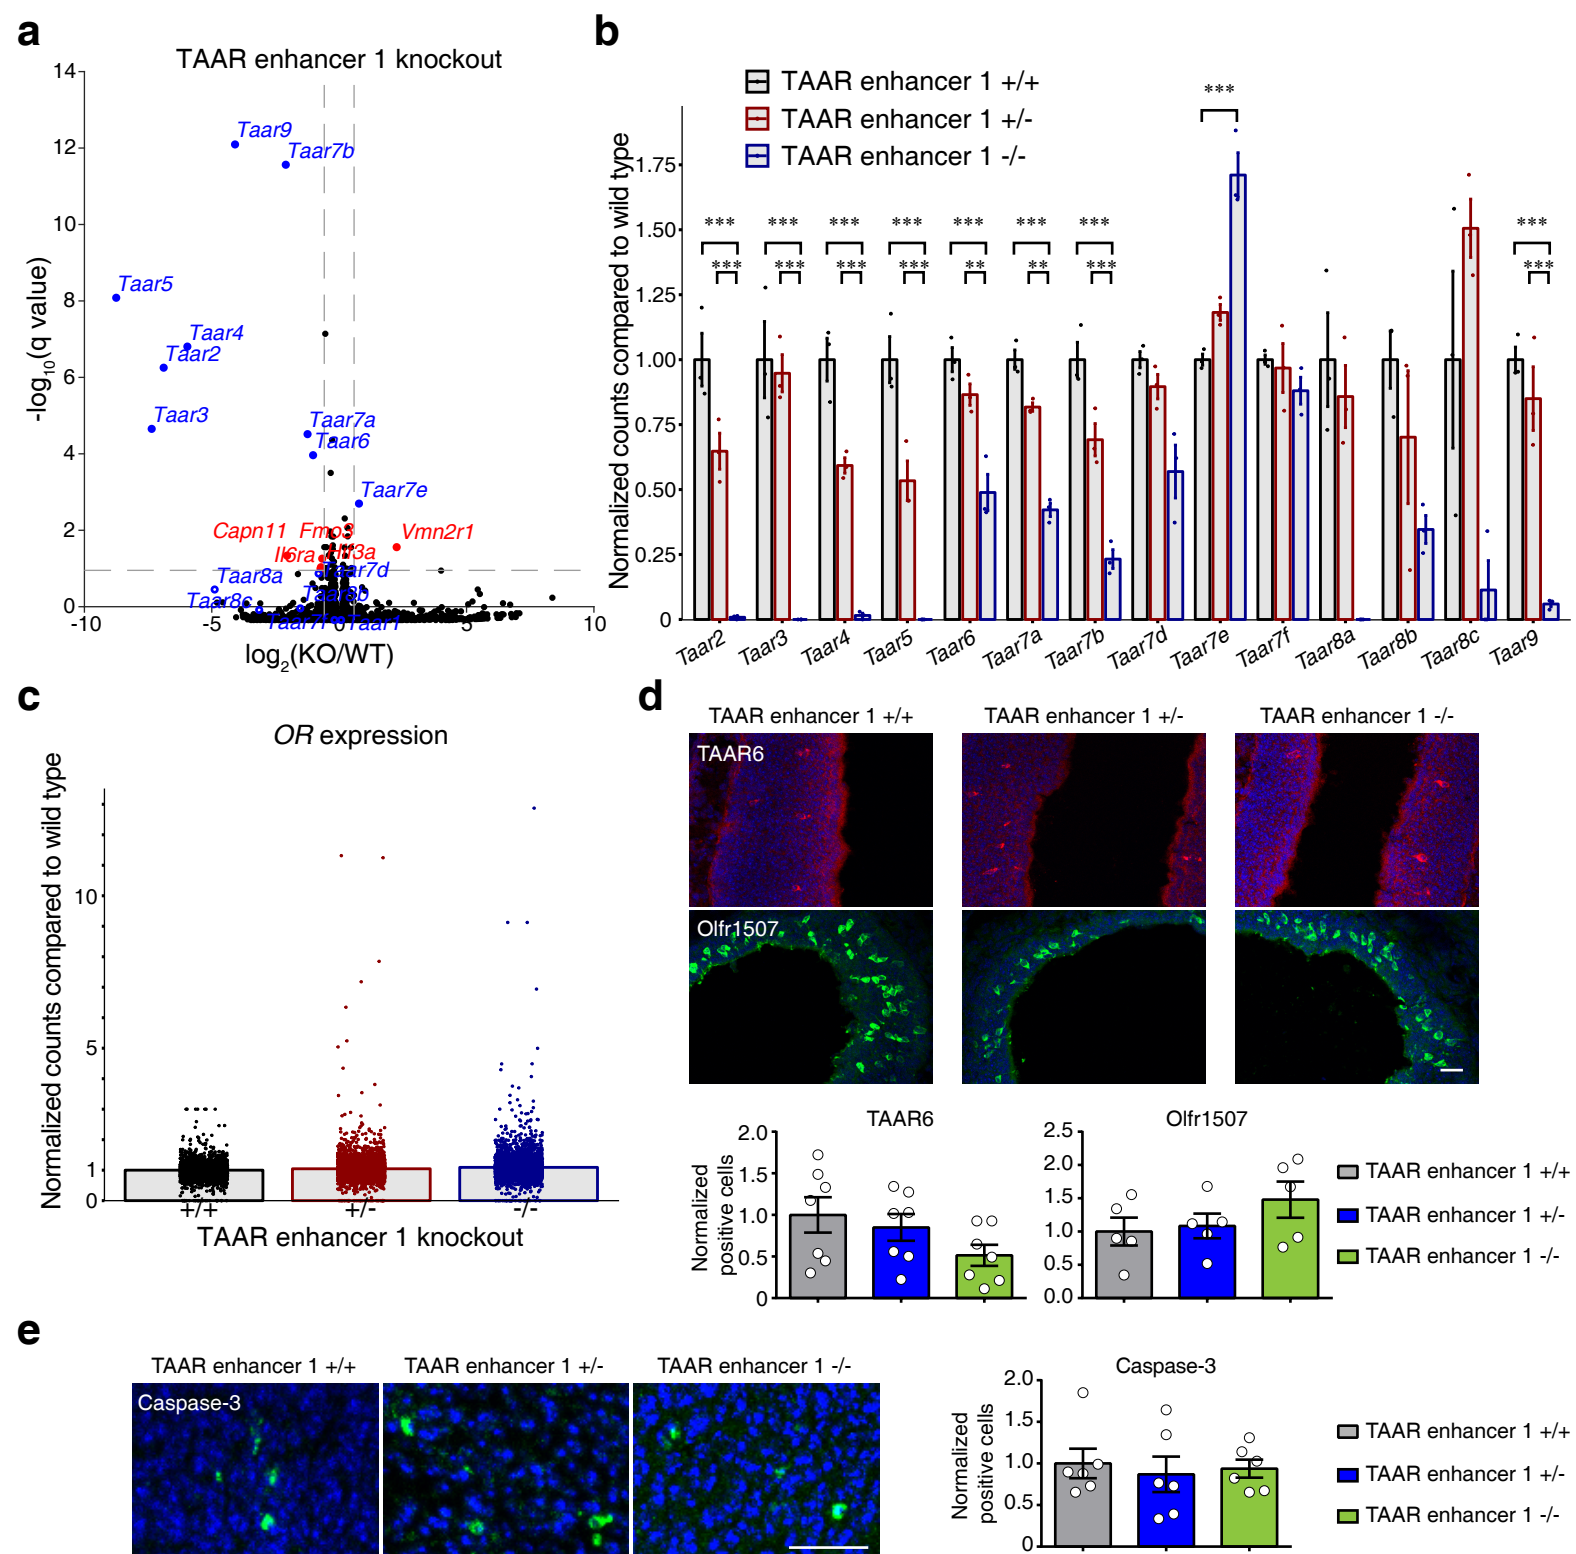

Supplementary figure 5

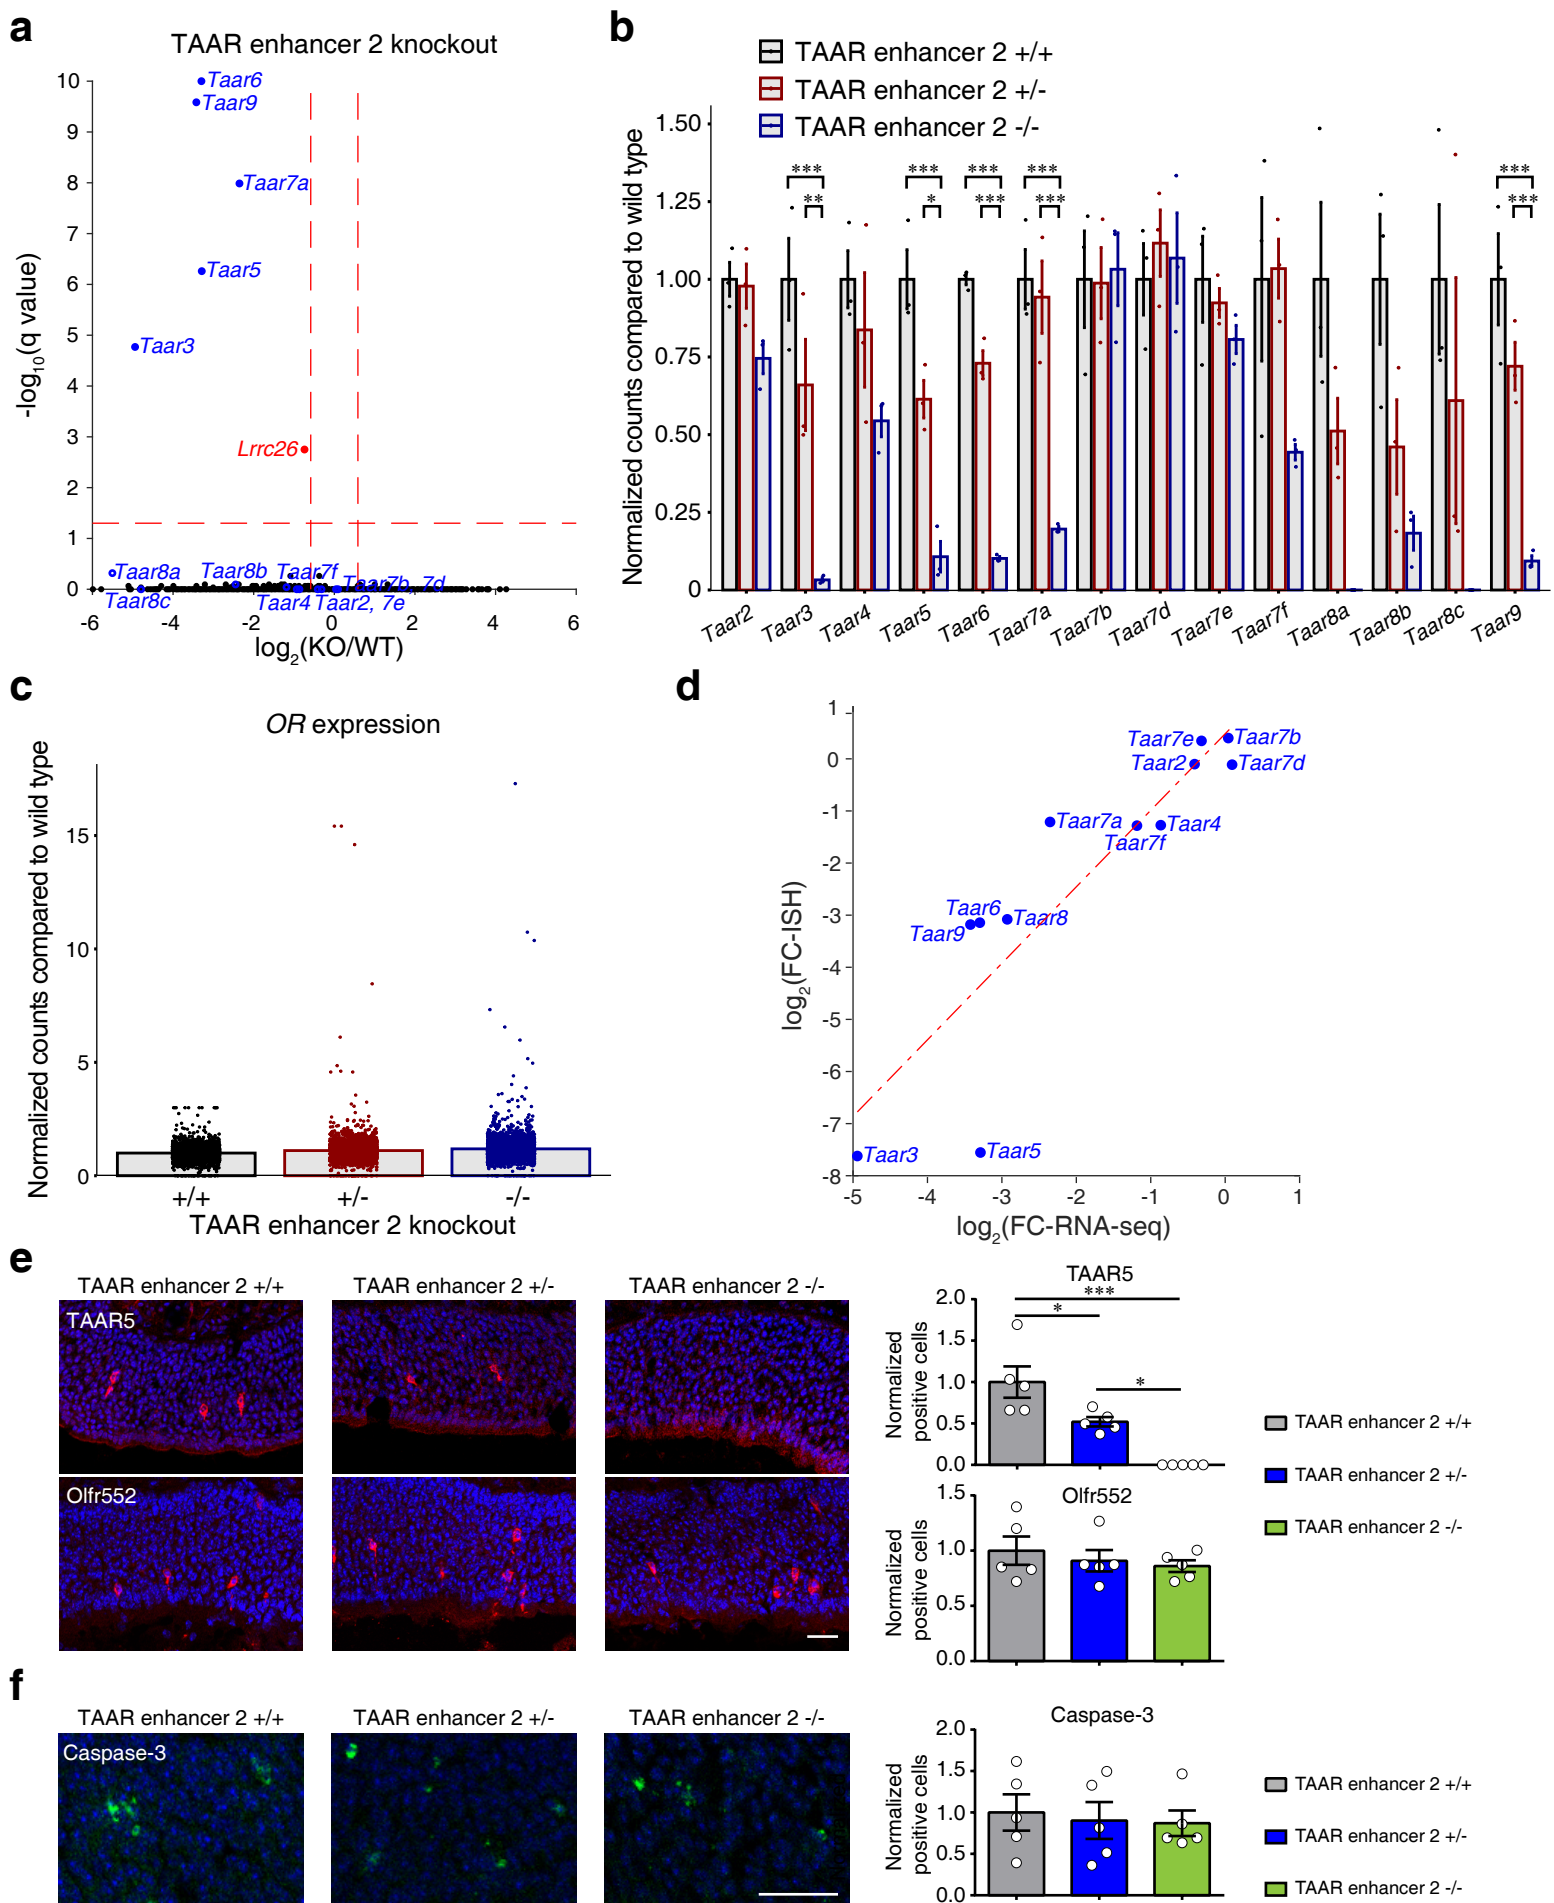

Supplementary figure 6

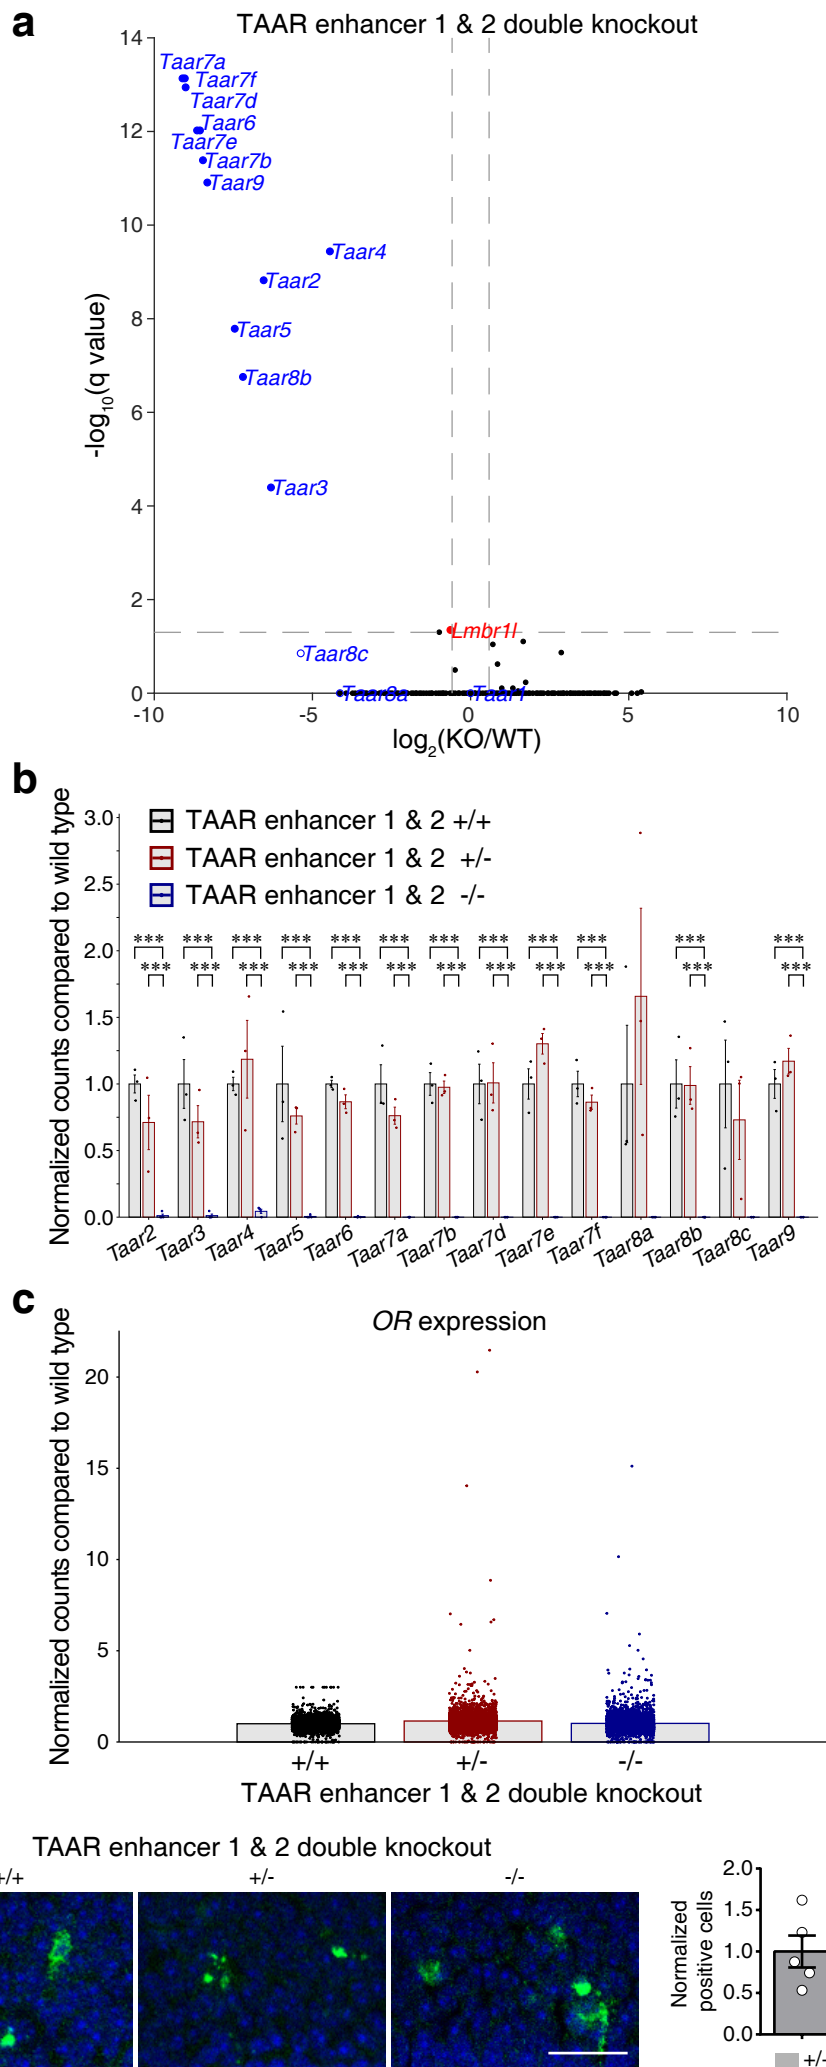

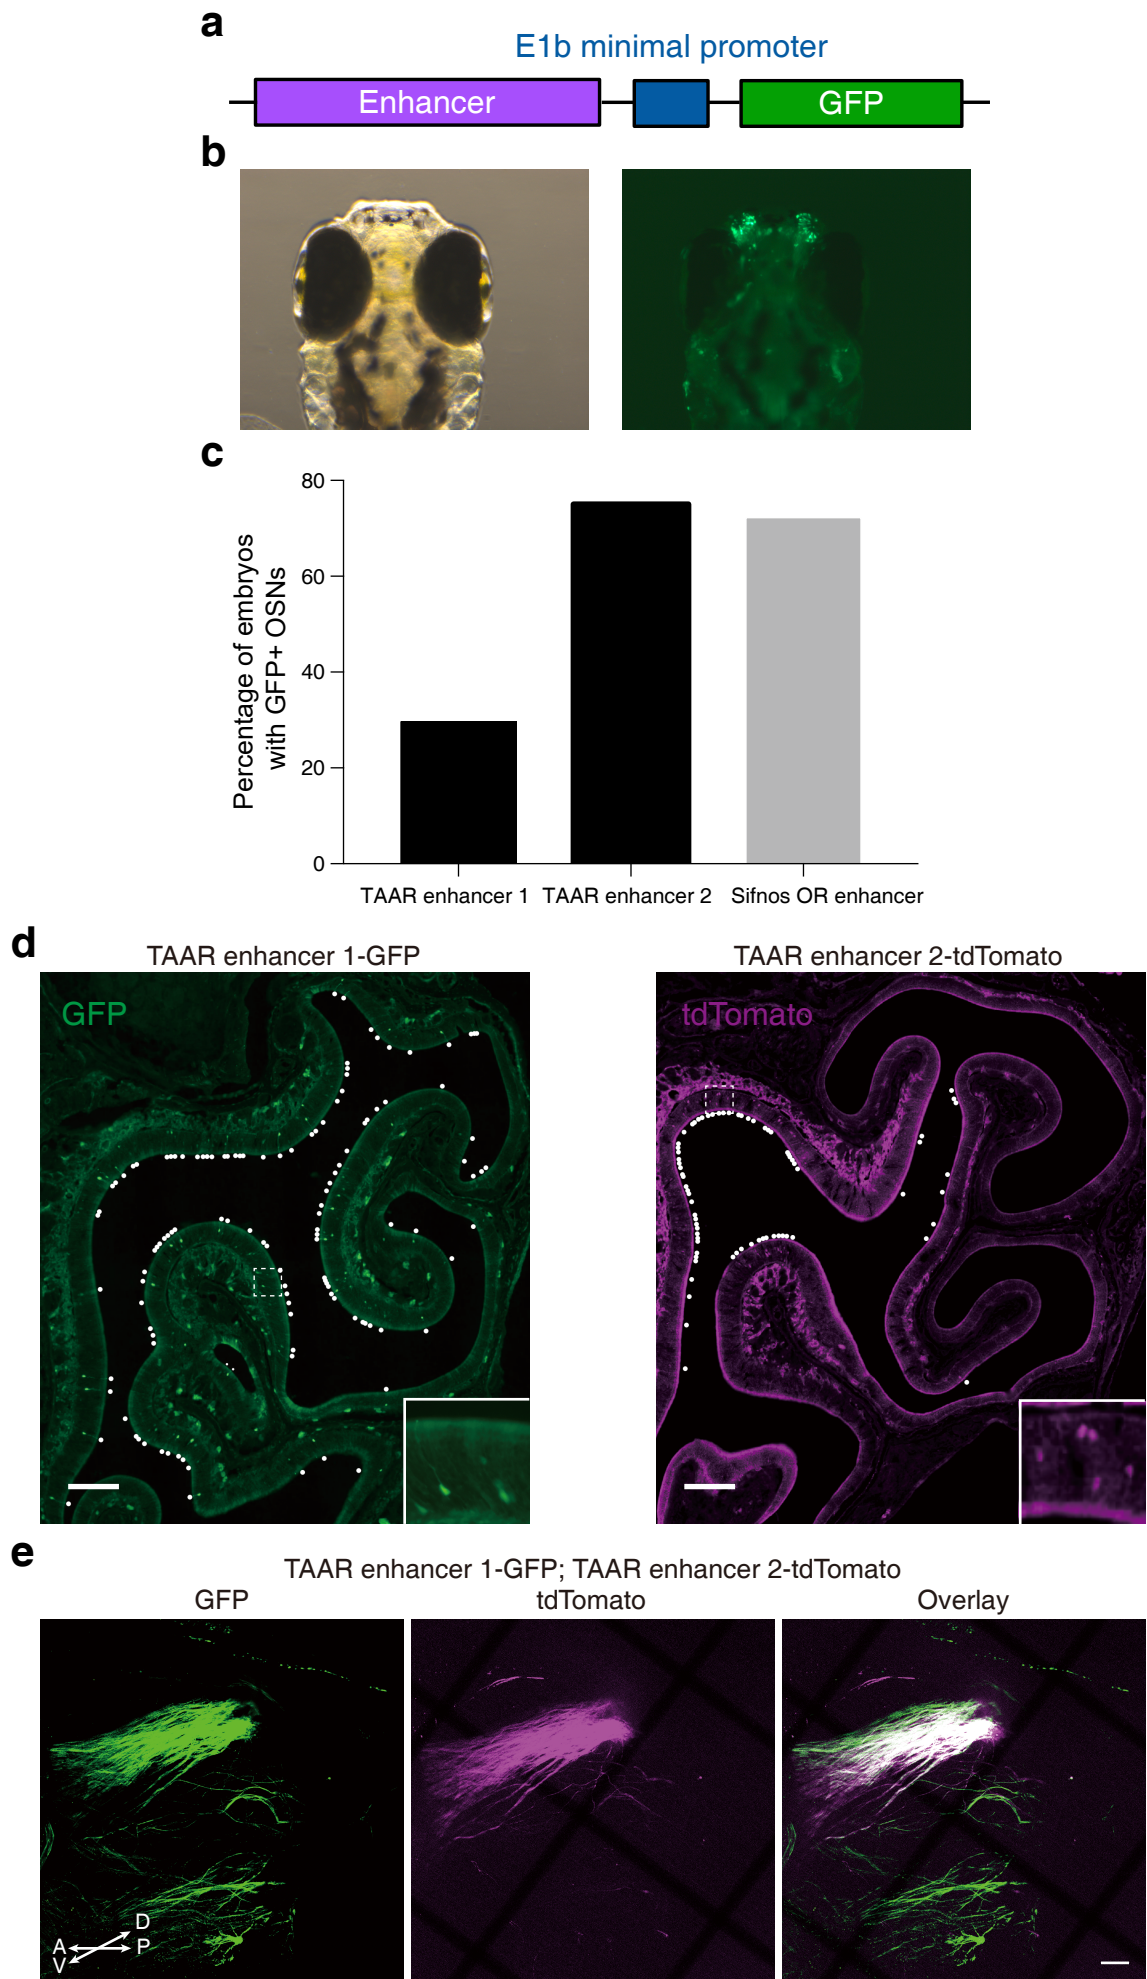

Supplementary figure 8

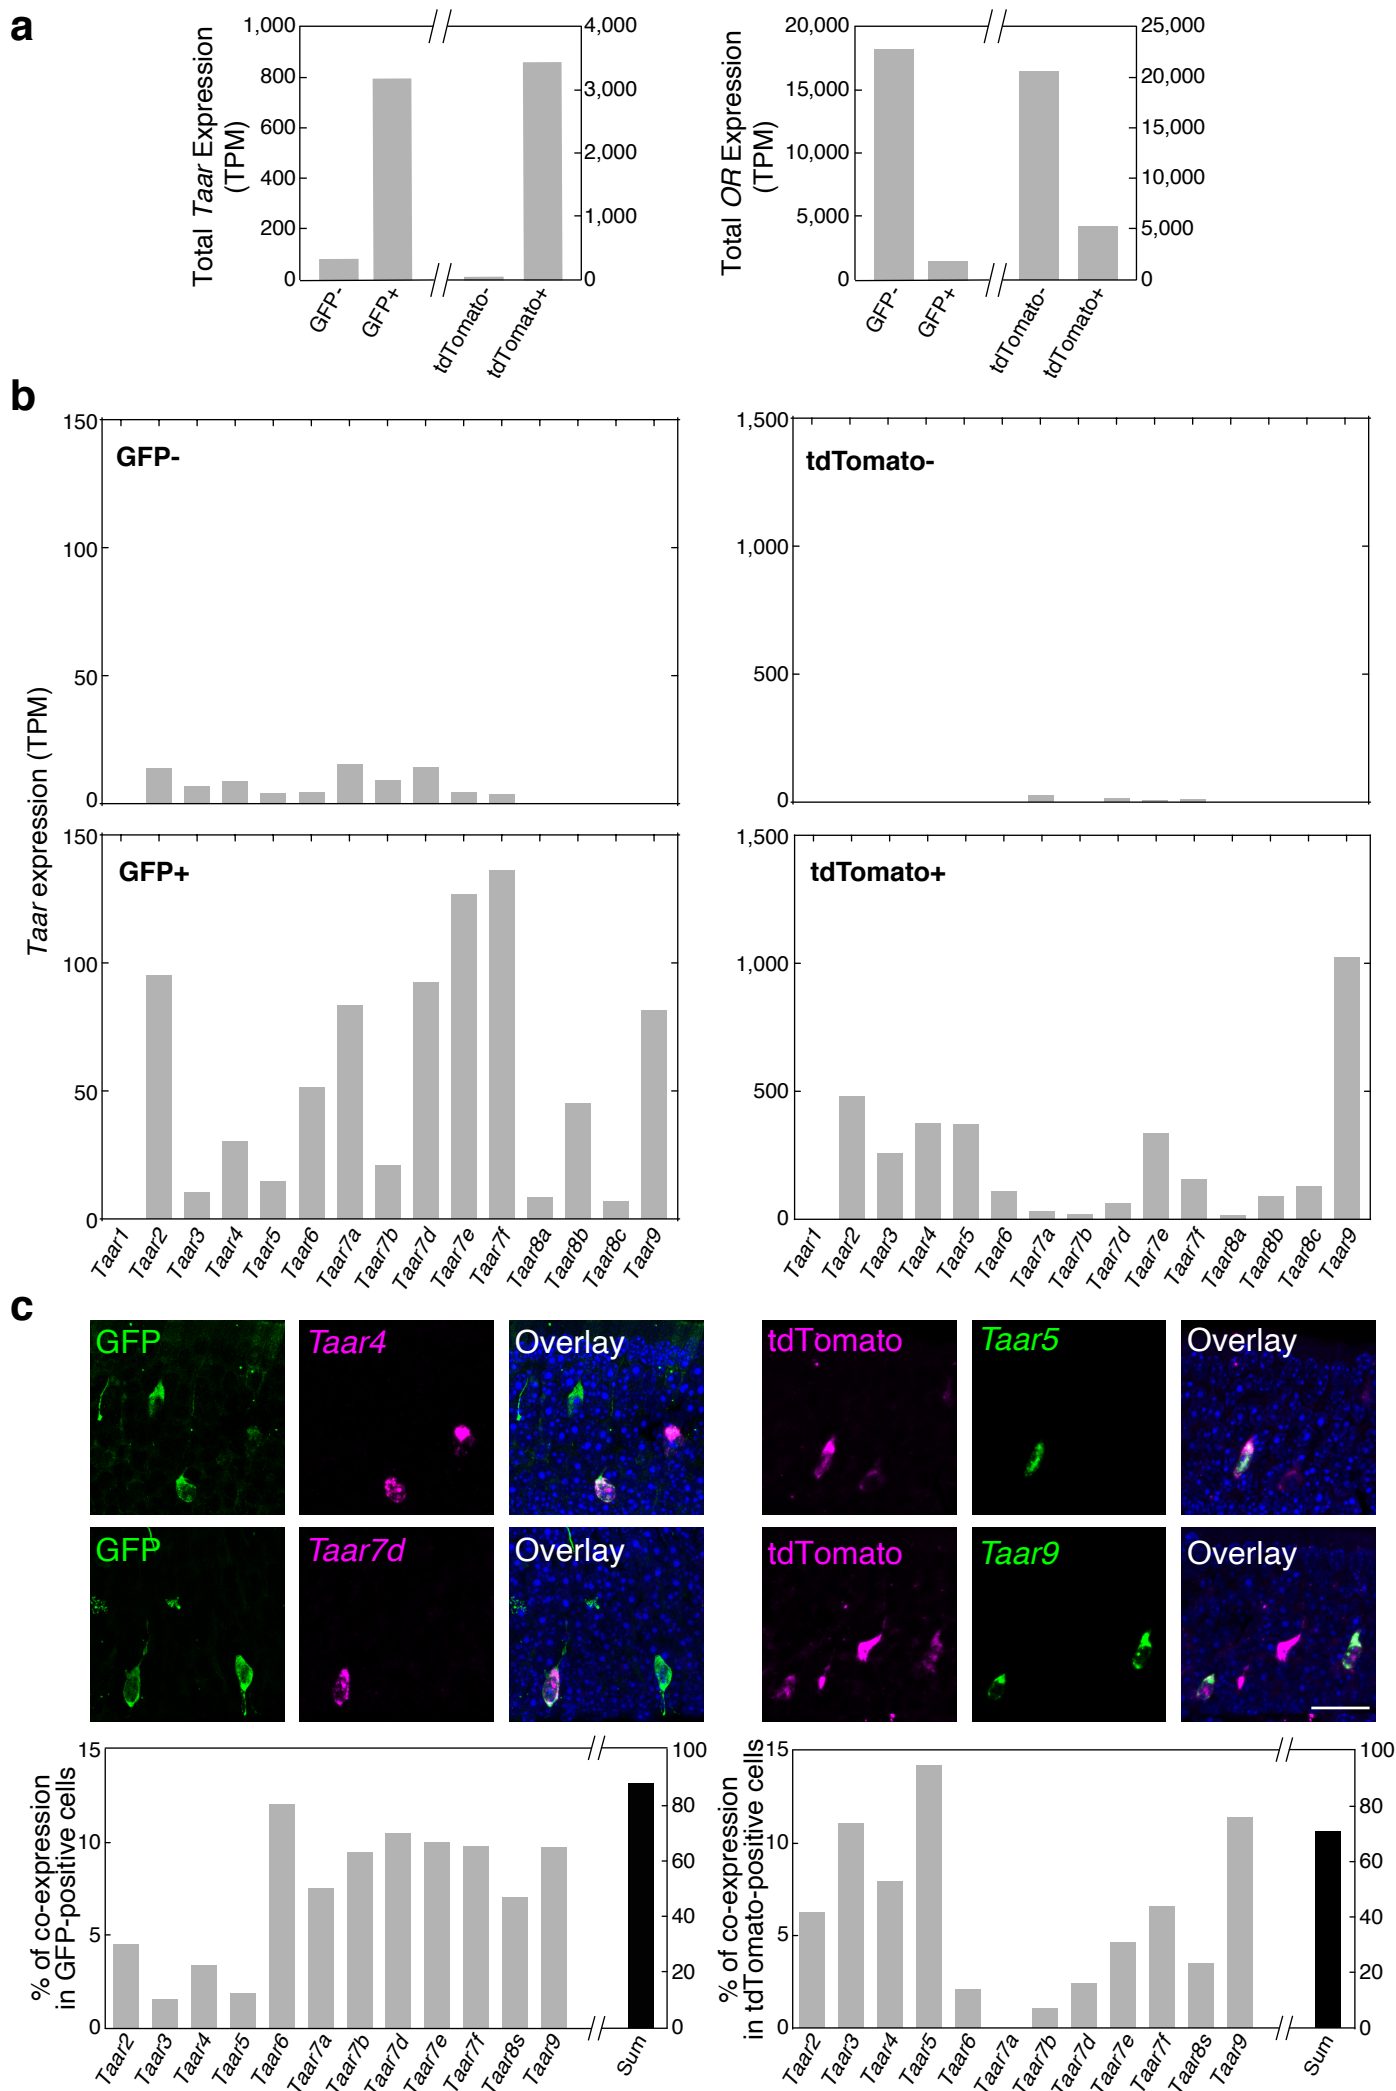

Supplementary figure 9

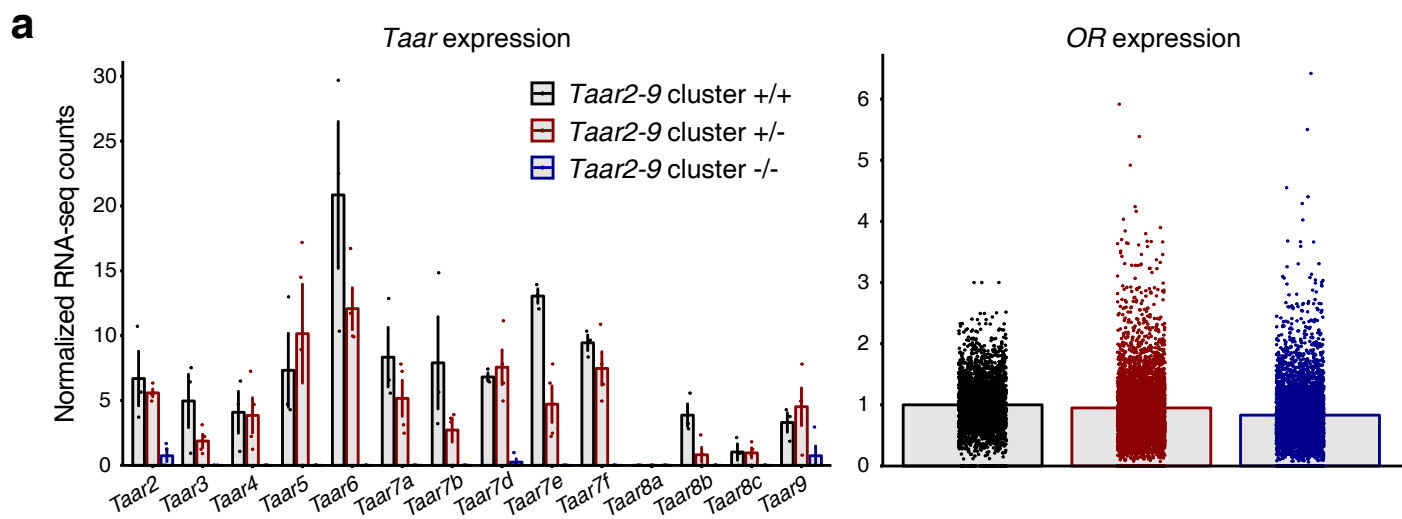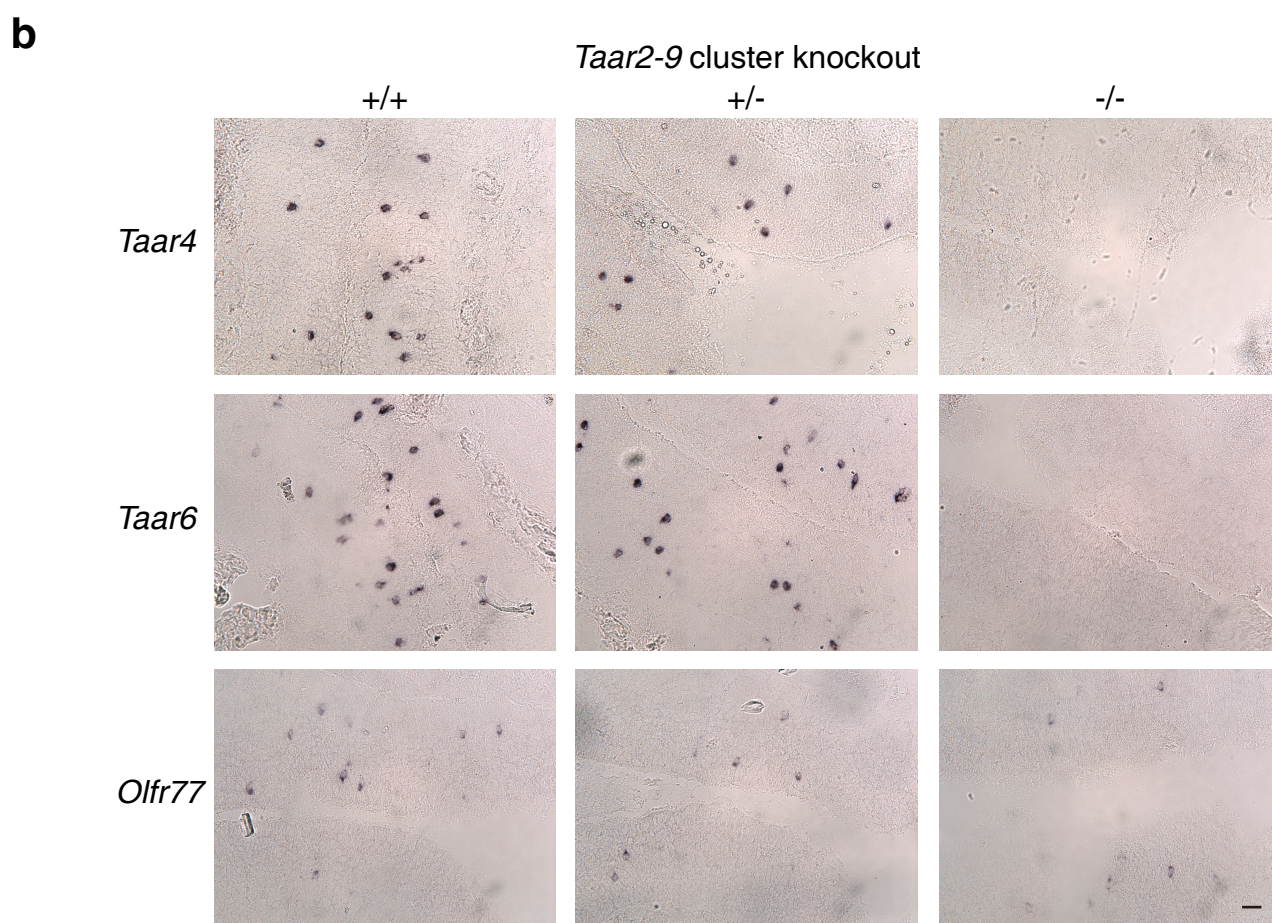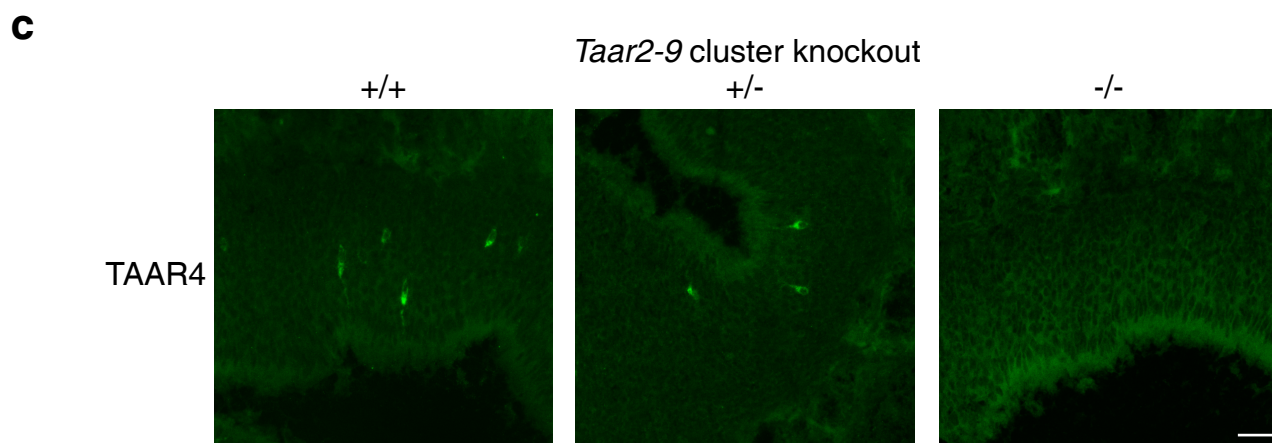

Supplementary figure 10

| Supplementary Table 1. The information of extracted genome sequences from various mammalian species |                       |                         |                               |                        |
|-----------------------------------------------------------------------------------------------------|-----------------------|-------------------------|-------------------------------|------------------------|
| Species                                                                                             | Species               | Genome assembly version | Genome coordinates            | Genome regions         |
| Mouse                                                                                               | Mus musculus          | GRCm38.p4               | chr10:23894688-24188961       | Vnn1-Taar cluster-Stx7 |
|                                                                                                     |                       |                         | chr10:23920406-23941583       | Taar1-Taar2            |
|                                                                                                     |                       |                         | chr10:23984609-23993481       | Taar6-Taar7a           |
| Human                                                                                               | Homo sapiens          | GRCh38.p12              | chr6:c132646026-132617150     | Taar1-Taar2            |
|                                                                                                     |                       |                         | chr6:c132571359-132559024     | Taar6-Taar7P           |
| Chimpanzee                                                                                          | Pan troglodytes       | Clint_PTRv2             | chr6:c130003330-129974149     | Taar1-Taar2P           |
|                                                                                                     |                       |                         | chr6:c129928126-129909449     | Taar6-Taar8P           |
| Orangutan                                                                                           | Pongo abelii          | Susie_PABv2             | chr6:c131193663-130936926     | Vnn1-Taar cluster-Stx7 |
| Gibbon                                                                                              | Nomascus leucogenys   | Nleu_3.0                | chr3:c119980447-119808147     | Vnn1-Taar cluster-Stx7 |
| Tarsier                                                                                             | Carlito syrichta      | Tarsius_syrichta-2.0.1  | NW_007247600.1:c380786-349157 | Taar1-Taar2            |
|                                                                                                     |                       |                         | NW_007247600.1:c287550-257458 | Taar6-Taar8            |
| Rat                                                                                                 | Rattus norvegicus     | Rnor_6.0                | chr1:c22596475-22578025       | Taar1-Taar2            |
|                                                                                                     |                       |                         | chr1:c22537236-22528659       | Taar6-Taar7a           |
| Rabbit                                                                                              | Oryctolagus cuniculus | OryCun2.0               | chr12:c122918612-122891431    | Taar1-Taar2            |
|                                                                                                     |                       |                         | chr12:c122850827-122831128    | Taar6-Taar6            |
| Hedgehog                                                                                            | Erinaceus europaeus   | EriEur2.0               | NW_006804730.1:c662714-641243 | Taar1-Taar2            |
|                                                                                                     |                       |                         | NW_006804730.1:c550178-516925 | Taar6-Taar6            |
| Pig                                                                                                 | Sus scrofa            | Sscrofa11.1             | chr1:31037826-31074574        | Taar1-Taar2            |
|                                                                                                     |                       |                         | chr1:31124661-31135694        | Taar6-Taar7a           |
| Cow                                                                                                 | Bos taurus            | ARS-UCD1.2              | chr9:c70827654-70784406       | Taar1-Taar2            |
|                                                                                                     |                       |                         | chr9:70591888-70609286        | Taar6-Taar7aP          |
|                                                                                                     |                       |                         | chr9:c70554482-70533382       | Taar8P-Taar7a          |
|                                                                                                     |                       |                         | chr9:c70711073-70693872       | Taar6-Taar7a           |
|                                                                                                     |                       |                         | chr9:70618129-70633589        | Taar8P-Taar7a          |
|                                                                                                     |                       |                         | chr9:c70534425-70518751       | Taar7a-Taar7aP         |
| Sheep                                                                                               | Ovis aries            | Oar_rambouillet_v1.0    | chr8:c64047965-64031195       | Taar6-Taar7a           |
|                                                                                                     |                       |                         | chr8:c66398793-66380107       | Taar6-Taar6P           |
|                                                                                                     |                       |                         | chr8:c64021497-64002370       | Taar8P-Taar7a          |
| Dolphin (Yangtze River dolphin)                                                                     | Lipotes vexillifer    | Lipotes_vexillifer_v1   | NW_006784126.1:187583-324150  | Vnn1-Taar cluster-Stx7 |
| Sperm whale                                                                                         | Physeter catodon      | ASM283717v2             | chr10:30946785-31107969       | Vnn1-Taar cluster-Stx7 |
|                                                                                                     |                       |                         | chr10:31012694-31027703       | Taar1-Taar3P           |
| Horse                                                                                               | Equus caballus        | EquCab3.0               | chr10:c80023263-80001724      | Taar1-Taar2            |

|                                |                           |                          |                                   |                        |
|--------------------------------|---------------------------|--------------------------|-----------------------------------|------------------------|
|                                |                           |                          | chr10:c79907708-79891692          | Taar6-Taar7a           |
|                                |                           |                          | chr10:79906594-79921740           | Taar6-Taar7a           |
| Cat                            | Felis catus               | Felis_catus_9.0          | chrB2:c122585612-122538799        | Taar1-Taar2            |
|                                |                           |                          | chrB2:122466294-122482960         | Taar6-Taar7a           |
| Dog                            | Canis lupus familiaris    | CanFam3.1                | chr1:c25544283-25704579           | Vnn1-Taar cluster-Stx7 |
| Sea lion (California sea lion) | Zalophus californianus    | mZalCal1.pri.v2          | chr7:31727731-31962268            | Vnn3-Taar cluster-Stx7 |
| Seal (Hawaiian monk seal)      | Neomonachus schauinslandi | ASM220157v1              | NW_018734349.1:31564931-31783478  | Vnn1-Taar cluster-Stx7 |
| Big brown bat                  | Eptesicus fuscus          | EptFus1.0                | NW_007370651.1:55488823-55512018  | Taar1-Taar2            |
|                                |                           |                          | NW_007370651.1:55537933-55555994  | Taar5-Taar9            |
| Elephant                       | Loxodonta africana        | Loxafr3.0                | NW_003573420.1:27517488-27557889  | Taar1-Taar2            |
|                                |                           |                          | NW_003573420.1:27626820-27662685  | Taar4-Taar7a           |
| Armadillo                      | Dasypus novemcinctus      | Dasnov3.0                | NW_004498224.1:c223592-203709     | begin-Taar2            |
|                                |                           |                          | NW_004498224.1:c125945-91587      | Taar6P-Taar7aP         |
| Koala                          | Phascolarctos cinereus    | phaCin_unsw_v4.1         | NW_018343979.1:c15437684-15405259 | Taar1-Taar2            |
|                                |                           |                          | NW_018343979.1:c15183169-15157886 | Taar6-Taar7a           |
| Opossum                        | Monodelphis domestica     | MonDom5                  | chr2:c407125000-407094705         | Taar1-Taar2            |
|                                |                           |                          | chr2:c406934871-406909558         | Taar6-Taar7a           |
| Platypus                       | Ornithorhynchus anatinus  | Ornithorhynchus_anatinus | NW_001794460.1:c1524776-1501778   | Taar1-Taar2            |

Supplementary Table 2. *In situ* analysis in TAAR enhancer 1 knockout mice.

| Receptor probe   | n  | WT<br>(mean $\pm$ s.e.) |                  | Heterozygous<br>(mean $\pm$ s.e.) |                  | Homozygous<br>(mean $\pm$ s.e.) |                  | One-way ANOVA<br>p value |
|------------------|----|-------------------------|------------------|-----------------------------------|------------------|---------------------------------|------------------|--------------------------|
|                  |    | Cell number             | % of WT          | Cell number                       | % of WT          | Cell number                     | % of WT          |                          |
| <i>Taar2</i>     | 5  | 21.0 $\pm$ 2.5          | 100.0 $\pm$ 12.1 | 13.4 $\pm$ 2.8                    | 63.8 $\pm$ 13.4  | 0                               | 0                | < 0.0001                 |
| <i>Taar3</i>     | 15 | 22.5 $\pm$ 1.7          | 100.0 $\pm$ 7.6  | 15.1 $\pm$ 1.2                    | 66.9 $\pm$ 5.2   | 0                               | 0                | < 0.0001                 |
| <i>Taar4</i>     | 7  | 24.4 $\pm$ 1.5          | 100.0 $\pm$ 6.2  | 20.4 $\pm$ 1.5                    | 83.6 $\pm$ 6.3   | 1.6 $\pm$ 0.6                   | 6.4 $\pm$ 2.3    | < 0.0001                 |
| <i>Taar5</i>     | 7  | 13.3 $\pm$ 1.4          | 100.0 $\pm$ 10.9 | 9.1 $\pm$ 1.2                     | 68.8 $\pm$ 8.8   | 0                               | 0                | < 0.0001                 |
| <i>Taar6</i>     | 10 | 98.6 $\pm$ 16.2         | 100.0 $\pm$ 16.4 | 82.5 $\pm$ 11.7                   | 83.7 $\pm$ 11.9  | 32.0 $\pm$ 5.6                  | 32.5 $\pm$ 5.6   | 0.0015                   |
| <i>Taar7a</i>    | 8  | 57.5 $\pm$ 10.7         | 100.0 $\pm$ 18.6 | 36.5 $\pm$ 3.6                    | 63.5 $\pm$ 6.3   | 17.3 $\pm$ 2.2                  | 30.0 $\pm$ 3.7   | 0.0013                   |
| <i>Taar7b</i>    | 8  | 66.1 $\pm$ 11.5         | 100.0 $\pm$ 17.3 | 45.0 $\pm$ 6.6                    | 68.1 $\pm$ 10    | 13.9 $\pm$ 4.4                  | 21.0 $\pm$ 6.7   | 0.0006                   |
| <i>Taar7d</i>    | 6  | 35.2 $\pm$ 6.3          | 100.0 $\pm$ 17.8 | 27.2 $\pm$ 2.8                    | 77.3 $\pm$ 7.8   | 14.3 $\pm$ 2.8                  | 40.8 $\pm$ 8.0   | 0.0117                   |
| <i>Taar7e</i>    | 5  | 30.0 $\pm$ 7.2          | 100.0 $\pm$ 23.9 | 30.6 $\pm$ 6.3                    | 102.0 $\pm$ 20.9 | 45.4 $\pm$ 4.5                  | 151.3 $\pm$ 14.9 | 0.1700                   |
| <i>Taar7f</i>    | 9  | 34.1 $\pm$ 4.0          | 100.0 $\pm$ 11.8 | 29.9 $\pm$ 4.4                    | 87.6 $\pm$ 12.8  | 22.2 $\pm$ 2.1                  | 65.1 $\pm$ 6.3   | 0.0846                   |
| <i>Taar8s</i>    | 5  | 45.8 $\pm$ 14.8         | 100.0 $\pm$ 32.3 | 47.2 $\pm$ 5.9                    | 103.1 $\pm$ 12.9 | 9.8 $\pm$ 2.7                   | 21.4 $\pm$ 6.0   | 0.0242                   |
| <i>Taar9</i>     | 9  | 29.0 $\pm$ 2.7          | 100.0 $\pm$ 9.2  | 23.6 $\pm$ 3.1                    | 81.2 $\pm$ 10.8  | 2.2 $\pm$ 0.5                   | 7.7 $\pm$ 1.6    | < 0.0001                 |
| <i>Olfir1507</i> | 4  | 181.0 $\pm$ 22.6        | 100.0 $\pm$ 12.5 | 174.0 $\pm$ 10.5                  | 96.1 $\pm$ 5.8   | 218.3 $\pm$ 27.2                | 120.6 $\pm$ 15.0 | 0.3320                   |
| <i>Olfir578</i>  | 5  | 52.6 $\pm$ 7.4          | 100.0 $\pm$ 14.2 | 49.2 $\pm$ 5.2                    | 93.5 $\pm$ 9.9   | 54.0 $\pm$ 5.9                  | 102.7 $\pm$ 11.1 | 0.8575                   |

Supplementary Table 3. Comparison of *in situ* and RNA-seq analyses in TAAR enhancer 1 knockout mice.

| Receptor probe   | Expression [% of<br>WT, <i>in situ</i> ]<br>(mean $\pm$ s.e.) | n  | p value               | Expression [% of<br>WT, RNA-seq] | n | p value               |
|------------------|---------------------------------------------------------------|----|-----------------------|----------------------------------|---|-----------------------|
| <i>Taar2</i>     | 0                                                             | 5  | $1.5 \times 10^{-6}$  | 0.8                              | 3 | $2.5 \times 10^{-7}$  |
| <i>Taar3</i>     | 0                                                             | 15 | $1.7 \times 10^{-13}$ | 0.6                              | 3 | $1.0 \times 10^{-7}$  |
| <i>Taar4</i>     | $6.4 \pm 2.3$                                                 | 7  | $4.5 \times 10^{-9}$  | 1.6                              | 3 | $7.0 \times 10^{-8}$  |
| <i>Taar5</i>     | 0                                                             | 7  | $8.7 \times 10^{-7}$  | 0.2                              | 3 | $3.7 \times 10^{-9}$  |
| <i>Taar6</i>     | $32.5 \pm 5.6$                                                | 10 | $1.1 \times 10^{-3}$  | 49.2                             | 3 | $4.9 \times 10^{-5}$  |
| <i>Taar7a</i>    | $30.0 \pm 3.7$                                                | 8  | $2.4 \times 10^{-3}$  | 42.3                             | 3 | $1.4 \times 10^{-5}$  |
| <i>Taar7b</i>    | $21.0 \pm 6.7$                                                | 8  | $8.0 \times 10^{-4}$  | 23.4                             | 3 | $1.2 \times 10^{-12}$ |
| <i>Taar7d</i>    | $40.8 \pm 8.0$                                                | 6  | $1.2 \times 10^{-2}$  | 57.0                             | 3 | $6.1 \times 10^{-2}$  |
| <i>Taar7e</i>    | $151.3 \pm 14.9$                                              | 5  | 0.106174              | 171.4                            | 3 | $9.0 \times 10^{-4}$  |
| <i>Taar7f</i>    | $65.1 \pm 6.3$                                                | 9  | $1.9 \times 10^{-2}$  | 88.0                             | 3 | 0.999160              |
| <i>Taar8a</i>    |                                                               |    |                       | 3.4                              | 3 | 0.158900              |
| <i>Taar8b</i>    | $21.4 \pm 6.0$                                                | 5  | 0.401288              | 34.8                             | 3 | 0.495081              |
| <i>Taar8c</i>    |                                                               |    |                       | 11.4                             | 3 | 0.546081              |
| <i>Taar9</i>     | $7.7 \pm 1.6$                                                 | 9  | $3.2 \times 10^{-8}$  | 5.9                              | 3 | $3.6 \times 10^{-13}$ |
| <i>Olfir1507</i> | $120.6 \pm 15.0$                                              | 4  | 0.332264              | 120.7                            | 3 | 0.941256              |
| <i>Olfir578</i>  | $102.7 \pm 11.1$                                              | 5  | 0.886369              | 118.2                            | 3 | 0.9098223             |

Supplementary Table 4. *In situ* analysis in TAAR enhancer 2 knockout mice.

| Receptor probe   | n  | WT<br>(mean $\pm$ s.e.) |                  | Heterozygous<br>(mean $\pm$ s.e.) |                  | Homozygous<br>(mean $\pm$ s.e.) |                  | One-way ANOVA<br>p value |
|------------------|----|-------------------------|------------------|-----------------------------------|------------------|---------------------------------|------------------|--------------------------|
|                  |    | Cell number             | % of WT          | Cell number                       | % of WT          | Cell number                     | % of WT          |                          |
| <i>Taar2</i>     | 7  | 18.7 $\pm$ 2.3          | 100.0 $\pm$ 12.2 | 18.4 $\pm$ 2.3                    | 98.5 $\pm$ 12.6  | 17.4 $\pm$ 2.1                  | 93.1 $\pm$ 11.1  | 0.9137                   |
| <i>Taar3</i>     | 4  | 24.3 $\pm$ 3.0          | 100.0 $\pm$ 12.3 | 13.3 $\pm$ 1.4                    | 54.6 $\pm$ 5.7   | 0                               | 0                | < 0.0001                 |
| <i>Taar4</i>     | 8  | 34.6 $\pm$ 3.7          | 100.0 $\pm$ 10.8 | 29.4 $\pm$ 3.2                    | 84.8 $\pm$ 9.2   | 14.3 $\pm$ 1.3                  | 41.2 $\pm$ 3.6   | 0.0002                   |
| <i>Taar5</i>     | 4  | 13.3 $\pm$ 1.1          | 100.0 $\pm$ 8.4  | 6.8 $\pm$ 0.9                     | 50.9 $\pm$ 6.4   | 0                               | 0                | < 0.0001                 |
| <i>Taar6</i>     | 5  | 98.8 $\pm$ 17.4         | 100.0 $\pm$ 17.6 | 69.8 $\pm$ 19.0                   | 70.6 $\pm$ 19.3  | 11.0 $\pm$ 2.3                  | 11.1 $\pm$ 2.4   | 0.0042                   |
| <i>Taar7a</i>    | 6  | 50.0 $\pm$ 4.4          | 100.0 $\pm$ 8.8  | 27.8 $\pm$ 4.7                    | 55.7 $\pm$ 9.4   | 21.5 $\pm$ 4.8                  | 43.0 $\pm$ 9.6   | 0.0014                   |
| <i>Taar7b</i>    | 8  | 57.6 $\pm$ 11.3         | 100.0 $\pm$ 19.5 | 63.0 $\pm$ 10.0                   | 109.3 $\pm$ 17.3 | 76.0 $\pm$ 7.3                  | 131.9 $\pm$ 12.7 | 0.4005                   |
| <i>Taar7d</i>    | 3  | 46.0 $\pm$ 13.2         | 100.0 $\pm$ 28.8 | 32.0 $\pm$ 4.0                    | 69.6 $\pm$ 8.8   | 42.0 $\pm$ 13.8                 | 91.3 $\pm$ 30.0  | 0.6817                   |
| <i>Taar7e</i>    | 5  | 30.2 $\pm$ 1.8          | 100.0 $\pm$ 5.9  | 28.4 $\pm$ 3.0                    | 94.0 $\pm$ 9.9   | 38.4 $\pm$ 4.1                  | 127.2 $\pm$ 13.6 | 0.0906                   |
| <i>Taar7f</i>    | 4  | 39.3 $\pm$ 0.8          | 100.0 $\pm$ 1.9  | 34.0 $\pm$ 3.6                    | 86.6 $\pm$ 9.1   | 16.3 $\pm$ 2.5                  | 41.4 $\pm$ 6.4   | 0.0003                   |
| <i>Taar8s</i>    | 4  | 42.8 $\pm$ 3.1          | 100.0 $\pm$ 7.3  | 38.0 $\pm$ 5.8                    | 88.9 $\pm$ 13.7  | 5.0 $\pm$ 1.6                   | 11.7 $\pm$ 3.7   | 0.0002                   |
| <i>Taar9</i>     | 10 | 28.0 $\pm$ 3.9          | 100.0 $\pm$ 14.1 | 22.1 $\pm$ 2.7                    | 78.9 $\pm$ 9.8   | 3.0 $\pm$ 0.5                   | 10.7 $\pm$ 1.9   | < 0.0001                 |
| <i>Olfir1507</i> | 4  | 117.8 $\pm$ 36.1        | 100.0 $\pm$ 30.7 | 157.8 $\pm$ 33.5                  | 134.0 $\pm$ 28.4 | 91.0 $\pm$ 18.5                 | 77.3 $\pm$ 15.7  | 0.3387                   |
| <i>Olfir578</i>  | 5  | 57.4 $\pm$ 7.6          | 100.0 $\pm$ 13.3 | 69.8 $\pm$ 4.1                    | 121.6 $\pm$ 7.1  | 59.4 $\pm$ 4.9                  | 103.5 $\pm$ 8.6  | 0.2981                   |

Supplementary Table 5. Comparison of *in situ* and RNA-seq analyses in TAAR enhancer 2 knockout mice.

| Receptor probe   | Expression [% of<br>WT, <i>in situ</i> ]<br>(mean $\pm$ s.e.) | n  | p value              | Expression [% of<br>WT, RNA-seq] | n | p value               |
|------------------|---------------------------------------------------------------|----|----------------------|----------------------------------|---|-----------------------|
| <i>Taar2</i>     | 93.1 $\pm$ 11.1                                               | 7  | 0.659573             | 75.2                             | 3 | 0.999913              |
| <i>Taar3</i>     | 0                                                             | 4  | $1.8 \times 10^{-4}$ | 3.3                              | 3 | $1.7 \times 10^{-5}$  |
| <i>Taar4</i>     | 41.2 $\pm$ 3.6                                                | 8  | $1.4 \times 10^{-4}$ | 54.9                             | 3 | 0.999913              |
| <i>Taar5</i>     | 0                                                             | 4  | $2.1 \times 10^{-5}$ | 10.2                             | 3 | $5.5 \times 10^{-7}$  |
| <i>Taar6</i>     | 11.1 $\pm$ 2.4                                                | 5  | $1.1 \times 10^{-3}$ | 10.2                             | 3 | $3.0 \times 10^{-30}$ |
| <i>Taar7a</i>    | 43.0 $\pm$ 9.6                                                | 6  | $1.4 \times 10^{-3}$ | 19.6                             | 3 | $1.0 \times 10^{-8}$  |
| <i>Taar7b</i>    | 131.9 $\pm$ 12.7                                              | 8  | 0.193209             | 102.9                            | 3 | 0.999913              |
| <i>Taar7d</i>    | 91.3 $\pm$ 30.0                                               | 3  | 0.844460             | 106.7                            | 3 | 0.999913              |
| <i>Taar7e</i>    | 127.2 $\pm$ 13.6                                              | 5  | 0.104065             | 80.2                             | 3 | 0.999913              |
| <i>Taar7f</i>    | 41.4 $\pm$ 6.4                                                | 4  | $1.2 \times 10^{-4}$ | 44.0                             | 3 | 0.909372              |
| <i>Taar8a</i>    |                                                               |    |                      | 2.2                              | 3 | 0.481418              |
| <i>Taar8b</i>    | 11.7 $\pm$ 3.7                                                | 4  | $3.7 \times 10^{-5}$ | 18.3                             | 3 | 0.803564              |
| <i>Taar8c</i>    |                                                               |    |                      | 3.6                              | 3 | 0.999913              |
| <i>Taar9</i>     | 10.7 $\pm$ 1.9                                                | 10 | $6.4 \times 10^{-6}$ | 9.3                              | 3 | $2.6 \times 10^{-10}$ |
| <i>Olfir1507</i> | 77 $\pm$ 15.7                                                 | 4  | 0.533878             | 128.7                            | 3 | 0.999913              |
| <i>Olfir578</i>  | 103 $\pm$ 8.6                                                 | 5  | 0.831055             | 100.6                            | 3 | 0.999913              |

Supplementary Table 6. *In situ* analysis in TAAR enhancer 1 & 2 knockout mice.

| Receptor probe   | n  | WT<br>(mean $\pm$ s.e.) |                | Heterozygous<br>(mean $\pm$ s.e.) |                  | Homozygous<br>(mean $\pm$ s.e.) |                  | One-way ANOVA<br>p value |
|------------------|----|-------------------------|----------------|-----------------------------------|------------------|---------------------------------|------------------|--------------------------|
|                  |    | Cell number             | % of WT        | Cell number                       | % of WT          | Cell number                     | % of WT          |                          |
| <i>Taar2</i>     | 5  | 23.2 $\pm$ 4.6          | 100 $\pm$ 19.9 | 14.2 $\pm$ 2.3                    | 61.2 $\pm$ 10.0  | 0                               | 0                | 0.0005                   |
| <i>Taar3</i>     | 10 | 24.3 $\pm$ 5.1          | 100 $\pm$ 21.1 | 15.3 $\pm$ 1.9                    | 63.0 $\pm$ 7.8   | 0                               | 0                | < 0.0001                 |
| <i>Taar4</i>     | 5  | 38.6 $\pm$ 4.9          | 100 $\pm$ 12.8 | 25.6 $\pm$ 2.8                    | 66.3 $\pm$ 7.4   | 0                               | 0                | < 0.0001                 |
| <i>Taar5</i>     | 5  | 26.8 $\pm$ 6.5          | 100 $\pm$ 24   | 20.8 $\pm$ 4.9                    | 77.6 $\pm$ 18.0  | 0                               | 0                | 0.0040                   |
| <i>Taar6</i>     | 10 | 113.1 $\pm$ 14.1        | 100 $\pm$ 12.5 | 74.6 $\pm$ 11.0                   | 66.0 $\pm$ 9.7   | 0                               | 0                | < 0.0001                 |
| <i>Taar7s</i>    | 5  | 276.6 $\pm$ 48.8        | 100 $\pm$ 17.6 | 224.0 $\pm$ 39.6                  | 81.0 $\pm$ 14.3  | 0                               | 0                | 0.0004                   |
| <i>Taar8s</i>    | 10 | 113.4 $\pm$ 13.8        | 100 $\pm$ 12.2 | 87.2 $\pm$ 8.3                    | 76.9 $\pm$ 7.3   | 0                               | 0                | < 0.0001                 |
| <i>Taar9</i>     | 10 | 34.2 $\pm$ 4.0          | 100 $\pm$ 11.7 | 32.6 $\pm$ 3.4                    | 95.3 $\pm$ 10.0  | 0                               | 0                | < 0.0001                 |
| <i>Olfir1507</i> | 8  | 195.0 $\pm$ 30.8        | 100 $\pm$ 15.8 | 215.3 $\pm$ 35.3                  | 110.4 $\pm$ 18.1 | 228.9 $\pm$ 28.0                | 117.4 $\pm$ 14.4 | 0.7496                   |
| <i>Olfir578</i>  | 10 | 49.0 $\pm$ 4.7          | 100 $\pm$ 9.6  | 60.4 $\pm$ 5.7                    | 123.3 $\pm$ 11.7 | 38.9 $\pm$ 5.8                  | 79.4 $\pm$ 11.8  | 0.0318                   |

Supplementary Table 7. Comparison of *in situ* and RNA-seq analyses in TAAR enhancer 1 & 2 double knockout mice.

| Receptor probe   | Expression [% of                          |    |                      | Expression [% of |          |                       |
|------------------|-------------------------------------------|----|----------------------|------------------|----------|-----------------------|
|                  | WT, <i>in situ</i> ]<br>(mean $\pm$ s.e.) | n  | p value              | WT, RNA-seq]     | n        | p value               |
| <i>Taar2</i>     | 0                                         | 5  | $1.0 \times 10^{-3}$ | 1.1              | $\geq 3$ | $1.5 \times 10^{-9}$  |
| <i>Taar3</i>     | 0                                         | 10 | $1.7 \times 10^{-4}$ | 1.3              | $\geq 3$ | $4.0 \times 10^{-5}$  |
| <i>Taar4</i>     | 0                                         | 5  | $1.6 \times 10^{-5}$ | 4.6              | $\geq 3$ | $3.6 \times 10^{-10}$ |
| <i>Taar5</i>     | 0                                         | 5  | $3.3 \times 10^{-3}$ | 0.6              | $\geq 3$ | $1.6 \times 10^{-8}$  |
| <i>Taar6</i>     | 0                                         | 10 | $2.3 \times 10^{-7}$ | 0.3              | $\geq 3$ | $9.5 \times 10^{-13}$ |
| <i>Taar7a</i>    |                                           |    |                      | 0.2              | $\geq 3$ | $7.3 \times 10^{-14}$ |
| <i>Taar7b</i>    |                                           |    |                      | 0.3              | $\geq 3$ | $4.1 \times 10^{-12}$ |
| <i>Taar7d</i>    | 0                                         | 5  | $4.7 \times 10^{-4}$ | 0.2              | $\geq 3$ | $1.1 \times 10^{-13}$ |
| <i>Taar7e</i>    |                                           |    |                      | 0.2              | $\geq 3$ | $9.5 \times 10^{-13}$ |
| <i>Taar7f</i>    |                                           |    |                      | 0.2              | $\geq 3$ | $7.3 \times 10^{-14}$ |
| <i>Taar8a</i>    |                                           |    |                      | 5.7              | $\geq 3$ | 1                     |
| <i>Taar8b</i>    | 0                                         | 10 | $1.7 \times 10^{-7}$ | 0.7              | $\geq 3$ | $1.8 \times 10^{-7}$  |
| <i>Taar8c</i>    |                                           |    |                      | 2.4              | $\geq 3$ | 0.140657              |
| <i>Taar9</i>     | 0                                         | 10 | $9.3 \times 10^{-8}$ | 0.3              | $\geq 3$ | $1.2 \times 10^{-11}$ |
| <i>Olfir1507</i> | $117.4 \pm 14.4$                          | 8  | 0.429866             | 117.6            | $\geq 3$ | 1                     |
| <i>Olfir578</i>  | $79.4 \pm 11.8$                           | 10 | 0.192455             | 116.4            | $\geq 3$ | 1                     |

Supplementary Table 8. List of *in situ* probes.

| OR genes                                                                                                    |                                            |          |                |                |                     |                                      |                   |
|-------------------------------------------------------------------------------------------------------------|--------------------------------------------|----------|----------------|----------------|---------------------|--------------------------------------|-------------------|
| Gene                                                                                                        | Synonym                                    | OR class | Zone           | Accession #    | Nucleotide position | Cross-hybridized genes               | Reference         |
| Mixed OR probes                                                                                             |                                            |          |                |                |                     |                                      |                   |
| <i>Olfir644</i>                                                                                             | MOR13-1                                    | I        | 1.0            | AY317765.1     | 1-942               | <i>Olfir643</i>                      |                   |
| <i>Olfir578</i>                                                                                             | MOR7-1                                     | I        | 1.0            | NM_147115      | 4-790               | -                                    |                   |
| <i>Olfir1019</i>                                                                                            | MOR180-1                                   | II       | 1.0            | AY318214.1     | 315-864             | -                                    |                   |
| <i>Olfir1034</i>                                                                                            | MOR227-8P,<br>MOR245-14P,<br>Olfir1533-ps1 | II       | 1.0            | NM_001011872.2 | 1-1013              | <i>Olfir1036</i>                     |                   |
| <i>Olfir145</i>                                                                                             | MOR161-6, K21                              | II       | 1.0            | NM_146313.1    | 1-930               | <i>Olfir874</i> ,<br><i>Olfir876</i> | <i>Olfir875</i> , |
| <i>Olfir1395</i>                                                                                            | MOR277-1                                   | II       | 2.0            | NM_146877.1    | 420-900             | -                                    |                   |
| <i>Olfir2</i>                                                                                               | MOR103-15, 17                              | II       | 4.0            | AY317835.1     | 163-665             | -                                    |                   |
| <i>Olfir1507</i>                                                                                            | MOR28, MOR244-1                            | II       | 5.0            | AY318726.1     | 1-899               | <i>Olfir1508</i>                     |                   |
| Mixed class I OR probes                                                                                     |                                            |          |                |                |                     |                                      |                   |
| <i>Olfir543</i>                                                                                             | MOR42-2                                    | I        | 1.0            | NM_001011782   | 38-987              | -                                    |                   |
| <i>Olfir547</i>                                                                                             | MOR31-4                                    | I        | 1.0            | NM_147079      | 31-910              | -                                    |                   |
| <i>Olfir552</i>                                                                                             | MOR28-1                                    | I        | 1.0            | NM_147102      | 15-927              | -                                    |                   |
| <i>Olfir639</i>                                                                                             | MOR12-1                                    | I        | 1.0            | NM_147084      | 1-922               | -                                    | Tetsuo Iwata,     |
| <i>Olfir653</i>                                                                                             | MOR33-1                                    | I        | 1.0            | NM_147074      | 32-960              | -                                    | et al., (2017).   |
| <i>Olfir672</i>                                                                                             | MOR32-4                                    | I        | 1.0            | NM_146760      | 9-919               | -                                    |                   |
| <i>Olfir692</i>                                                                                             | MOR36-1                                    | I        | 1.0            | NM_146355      | 23-952              | -                                    |                   |
| <i>Olfir690</i>                                                                                             | MOR31-2, Ors18                             | I        | 1.0            | NM_020290      | 8-1002              | -                                    |                   |
| Taar genes (mixed Taar probes are composed of Taar2, Taar3, Taar4, Taar5, Taar6, Taar7s, Taar8s, and Taar9) |                                            |          |                |                |                     |                                      |                   |
| Gene                                                                                                        | Zone (dorsal or ventral)                   |          | Accession #    |                | Nucleotide position |                                      |                   |
| Taar2                                                                                                       | Dorsal                                     |          | NM_001007266.1 |                | 29-996              |                                      |                   |
| Taar3                                                                                                       | Dorsal                                     |          | NM_001008429.1 |                | 21-1009             |                                      |                   |
| Taar4                                                                                                       | Dorsal                                     |          | NM_001008499.1 |                | 47-1041             |                                      |                   |
| Taar5                                                                                                       | Dorsal                                     |          | NM_001009574.1 |                | 25-988              |                                      |                   |
| Taar6                                                                                                       | Both dorsal and ventral                    |          | NM_001010828.1 |                | 33-1027             |                                      |                   |
| Taar7a                                                                                                      | Ventral                                    |          | NM_001010829.1 |                | 3' UTR              |                                      |                   |
| Taar7b                                                                                                      | Ventral                                    |          | NM_001010827.1 |                | 3' UTR              |                                      |                   |
| Taar7d                                                                                                      | Both dorsal and ventral                    |          | NM_001010838.1 |                | 3' UTR              |                                      |                   |
| Taar7e                                                                                                      | Dorsal                                     |          | NM_001010835.1 |                | 3' UTR              |                                      |                   |
| Taar7f                                                                                                      | Dorsal                                     |          | NM_001010839.1 |                | 3' UTR              |                                      |                   |
| Taar7s                                                                                                      | Both dorsal and ventral                    |          | NM_001010829.1 |                | 78-934              |                                      |                   |
| Taar8s                                                                                                      | Dorsal                                     |          | NM_001010830.1 |                | 34-925              |                                      |                   |
| Taar9                                                                                                       | Dorsal                                     |          | NM_001010831.1 |                | 91-1004             |                                      |                   |
| Other genes                                                                                                 |                                            |          |                |                |                     |                                      |                   |
| GFP                                                                                                         | -                                          |          | U55762         |                | 679-1398            |                                      |                   |

Supplementary Table 9. List of primers for mouse genotyping and *in situ* probe production.

| Target                                    | Forward primer sequence | Reverse primer sequence    | Product size [bp] |
|-------------------------------------------|-------------------------|----------------------------|-------------------|
| <b>Mouse genotyping</b>                   |                         |                            |                   |
| <i>Taar5-ires-cre</i> mouse               | GCTAGAAGAGATGCCTTGTGTG  | GCAAACCTTAGACTTCTCCGAC     | 761 (WT)          |
|                                           | CGTAACCTGGATAGTGAAACAGG | GCAAACCTTAGACTTCTCCGAC     | 427 (Cre)         |
| <i>Taar6-ires-cre</i> mouse               | GGAATTATCCAGTGCCCTCAAC  | GTATCTGTGGTGCTTCAGGAGAC    | 846 (WT)          |
|                                           | CGTAACCTGGATAGTGAAACAGG | GTATCTGTGGTGCTTCAGGAGAC    | 486 (Cre)         |
| TAAR enhancer 1 knockout mouse            | AGCTGGGGATACAATGGTTG    | GTTGTGAGCAAACTAGGGTC       | 591 (WT)          |
| TAAR enhancer 2 knockout mouse            | AGCTGGGGATACAATGGTTG    | GTTGACCACATGCTATGAACC      | 355 (KO)          |
| TAAR enhancer 2 knockout mouse            | AGCAGACAAACTTACCCCTTC   | GATCCACCTGTCCTTATGCTC      | 353 (WT)          |
| TAAR enhancer 1 & 2 double knockout mouse | AGCAGACAAACTTACCCCTTC   | GTGAGTTTGAGACCACCTTAGC     | 439 (KO)          |
| TAAR enhancer 1                           | AGCTGGGGATACAATGGTTG    | GTTGTGAGCAAACTAGGGTC       | 591 (WT)          |
|                                           | AGCTGGGGATACAATGGTTG    | GCAGTGTTTCATTTTACAGGTGG    | 312 (KO)          |
| TAAR enhancer 2                           | AGCAGACAAACTTACCCCTTC   | GATCCACCTGTCCTTATGCTC      | 353 (WT)          |
|                                           | AGCAGACAAACTTACCCCTTC   | GTGAGTTTGAGACCACCTTAGC     | 439 (KO)          |
| TAAR enhancer 1-GFP transgenic mouse      | GTGAGTCAAAATGACGCATG    | GTTGTGAGCAAACTAGGGTC       | 379               |
| TAAR enhancer 2-tdTomato transgenic mouse | GTGAGTCAAAATGACGCATG    | GTCATAAACCCACGGGCATC       | 432               |
| <i>Taar2-9</i> cluster                    | CAGCTAAGCACCCTACCAC     | GAATGAGGATGTTGGTCAATG      | 508 (WT)          |
| knockout mouse                            | CAGCTAAGCACCCTACCAC     | GGAGTTATCACAGAGCTTCAGTCGAG | 702 (KO)          |
| <i>lox-ZsGreen</i> mouse                  | AAGGGAGCTGCAGTGGAAGTA   | CCGAAAATCTGTGGGAAGTC       | 297 (WT)          |
|                                           | GGCATTAAGCAGCGTATCC     | AACCAGAAGTGGCACCTGAC       | 199 (KI)          |
| <b><i>In situ</i> probe production</b>    |                         |                            |                   |
| <i>Taar2</i>                              | CCTTTGATTGTTTCAGAGTACGG | CCTTTGATTGTTTCAGAGTACGG    | 968               |
| <i>Taar3</i>                              | CGAAGACTTATCCAGCTGTC    | TTGCAGTGTCTGAATTAGAGC      | 989               |
| <i>Taar4</i>                              | TTGCTGCTGCAACAGTTCT     | AGGATGTGCAGGATGCAG         | 995               |
| <i>Taar5</i>                              | TCTGGAGAGCAGCCTACA      | GTGTCCTTGGTGAGAAGATC       | 964               |
| <i>Taar6</i>                              | GCAGCTCTGCTATGAGAATGT   | CAGAGAACAAGTTCATAGTGGCT    | 995               |
| <i>Taar7a</i>                             | GATTCTTGTTTAGTTGGGG     | TGTAAATCTTGAATGGGTC        | 656               |
| <i>Taar7b</i>                             | GATTCTTGTTTAGTTGGGGA    | GCACACCTTTGAAAACCTTC       | 1049              |
| <i>Taar7d</i>                             | GATTCTTGTTTAGTCGGGG     | CTACTGAGCTACCTCTTCAG       | 1044              |
| <i>Taar7e</i>                             | TTTCTCTTGCTCCCAGGTTCTC  | GTGCATATCTTTGAACACTTC      | 704               |
| <i>Taar7f</i>                             | ACTCTGTCAACTGAGGCTCAG   | CAAGAGCAAATTATACAGGG       | 500               |
| <i>Taar7s</i>                             | AGAGCTGTGCTATGAGAACC    | CTAGGATTTCATACACATACGTGG   | 857               |
| <i>Taar8s</i>                             | CTCTGCTATGAGAACACGAATG  | GGTTCATGGCTGAGTTATAATAGG   | 892               |
| <i>Taar9</i>                              | CCTCGAGCCATCCTCTATG     | GAATCAGCCCTGAAGACTTTGC     | 914               |
| <i>Olfir644</i>                           | ATGGGAGGTGAAGCCCACAA    | AAATTTGTTCCCCAGCAGGA       | 942               |
| <i>Olfir578</i>                           | GCCATCCTTTACAACAGCAGC   | GGTTCATGGCTGAGTTATAATAGG   | 785               |
| <i>Olfir1019</i>                          | AGGCTTTGTGGATGCTGAGT    | CAAGGGGTTTCAGCATAGGAA      | 550               |

|                      |                                            |                                            |      |
|----------------------|--------------------------------------------|--------------------------------------------|------|
| <i>Olf1034</i>       | CGTTTTTCCTTGCAGAAAAC                       | ACACATTTGGATAAACACGC                       | 1013 |
| <i>Olf145</i>        | ATGGCCACTGAAAATGCCTC                       | GGAAAATGAAC TTCTGCTCA                      | 930  |
| <i>Olf1395</i>       | TGCTGCTGGCTCATGGTAG                        | TCCGGTCACTTCTTTGTTCC                       | 481  |
| <i>Olf12</i>         | ACCCTCCACAAACCCATGTA                       | GAAGCCCCAGTGACAGAGAG                       | 503  |
| <i>Olf1507</i>       | ATGGAAGGCTGTCCTCA                          | GCACTCTTCATGTCCTCATTC                      | 899  |
| <i>Olf1543</i>       | GGTGAGGATGGAAATACCAGTATC                   | GGTGACTGCATTCCACAGAG                       | 950  |
| <i>Olf1547</i>       | CACACAGTCTTCCATTGTTGG                      | GCTCCTGGATTGCTTGGT                         | 880  |
| <i>Olf1552</i>       | TATCACCTCAACCCACCCAG                       | GAATAGCCCTAAGACTCGCTCT                     | 913  |
| <i>Olf1639</i>       | ATGGGAGCAGAGAACAATGAAAGTC                  | AGTTGGCAATCCCTGTTGG                        | 922  |
| <i>Olf1653</i>       | TCTCTGCTGCTATCCCAATG                       | GTGGAGATTATTGTCACCTTCTCTTAC                | 929  |
| <i>Olf1672</i>       | AGGCAACAGCTCATGGATTCA                      | TATCACCACACGATCTCGAATCTG                   | 911  |
| <i>Olf1692</i>       | ACAGAATGGCAGAAAGTTCGCA                     | ATCGGTCCCTAATCTGCTTGG                      | 930  |
| <i>Olf1690</i>       | TTTGACCAGACCTCACAGCTG                      | ATGCTGTCCCTAATTGCTTGG                      | 995  |
| <i>GFP</i>           | ATGGTGAGCAAGGGCGA                          | TTACTTGTACAGCTCGTCCATGC                    | 720  |
| <i>Degenerate OR</i> | GCITA(C/T)GA(C/T)CGITA(C/T)GTIGCIA<br>TITG | ACIACIGAIAG(G/A)TGIGAI(G/C)C(G/A)<br>CAIGT | 327  |

---

Supplementary Table10. List of plasmid information.

| plasmid                                                      | Addgene # | Usage                                                |
|--------------------------------------------------------------|-----------|------------------------------------------------------|
| PBCAG-eGFP                                                   | 40973     | Modified this plasmid for PiggyBac transposon system |
| pX330-U6-Chimeric_BB-CBh-hSpCas9                             | 42230     | sgRNA template                                       |
| pX260-U6-DR-BB-DR-Cbh-NLS-hSpCas9-NLS-H1-shorttracr-PGK-puro | 42229     | SpCas9 template                                      |

**Supplementary Figure 1. Representative FACS density plots.** (a) Representative plots with gates showing sorted ZsGreen-positive and ZsGreen-negative cells in *Taar5-ires-Cre; lox-ZsGreen* mice. (b) The classical olfactory chaperon molecules (*Rtp1* and *Rtp2*) were expressed at similar level in reporter-positive (*Taar5+* or *Taar6+*) and reporter-negative (control) cells (n = 10 for control cells, n = 7 for *Taar5+* reporter-positive cells, n = 1 for *Taar6+* reporter-positive cells). Data are presented as mean values  $\pm$  SEM.

**Supplementary Figure 2. Similar chromatin accessibility of canonical signaling molecules between TAAR OSNs and OMP-positive OSNs.** ATAC-seq signals plotted across different genomic regions containing various olfactory signaling molecules. ATAC-seq signals were normalized to median peak values of each sample. Below the signal tracks, exons of genes were depicted. Arrows inside exons indicate direction of sense strand. The NM\_010307 isoform of *Gnal* gene is possibly the major variant expressed in the MOE based on the fact that ATAC-seq peaks are found in its promoter region but not the NM\_177137 isoform. This is consistent with our RNA-seq data.

**Supplementary Figure 3. The *Taar* genes were downregulated in mature OSNs when *Lhx2* or *Ldb1* is deleted.** (a) Published RNA-seq data of 5 mature OSN samples from control mice, 3 mature OSN samples from *Lhx2* knockout mice, and 4 mature OSN samples from *Ldb1* knockout mice were retrieved from the GEO (GSE112153) <sup>17</sup> and analyzed to examine changes of the *Taar* gene expression. Normalized counts of the 14 olfactory *Taar* genes were depicted in control mice, *Lhx2* knockout mice, and *Ldb1* knockout mice. Data are presented as mean values  $\pm$  SEM. (b, c) Multiple alignment of TAAR enhancer 1 (b) and TAAR enhancer 2 (c) obtained from 8 placental mammals. Motif analyses in the mouse sequences revealed 2 *Lhx2*-binding motifs (pink box) and 1 *Lhx2*/*Ebf* composite motif (light purple box) in TAAR enhancer 1 (b), and 2 *Lhx2*-binding motifs, 1 *Ebf*-binding motif (light green box), and 1 *Lhx2*/*Ebf* composite motif in TAAR enhancer 2 (c). The orientation of the motifs is represented by arrows pointing in different directions. Note that there are duplications of TAAR enhancer

2 in cow and horse. In a, n.s. not significant, \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , by the Wald test (two-sided) in DESeq2 package.

**Supplementary Figure 4. Conservation analysis of the two TAAR enhancers.** (a) Summary of 8 Glires, 21 Euarchontoglires, 40 placental mammals, and 60 vertebrates included in the conservation analysis in Figure 3a. The subset information and evolutionary relationships were obtained from UCSC. (b) VISTA nucleotide percent identity plots of the mouse *Taar* cluster ranging from *Taar1* to *Taar7a* compared with that in orangutan, gibbon, dolphin, sperm whale, seal, sea lion, and dog. (c) VISTA nucleotide percent identity plots of mouse TAAR enhancer 2 and two adjacent *Taar* genes compared with that in cow, sheep, and horse. The arrows indicate the transcriptional orientations of *Taar* genes in mouse genome. Conservation between 50% and 100% are shown as peaks. Highly conserved regions (> 100 bp width and > 70% identity) in exons, intergenic regions, and TAAR enhancers are shown in blue, red, and cyan, respectively.

**Supplementary Figure 5. Downregulation of specific *Taar* genes by TAAR enhancer 1 deletion.** (a) The 14 DEGs were identified using the criteria of  $q < 0.05$  and fold change > 1.5-fold in RNA-seq data of homozygous TAAR enhancer 1 knockout mice and wild type mice. The 9 *Taar* genes that showed significant changes are indicated by blue dots. The 5 other DEGs are indicated by red dots. And other *Taar* genes are indicated by blue circles. (b) Normalized counts of the 14 olfactory *Taar* genes from RNA-seq data were depicted in wild type (+/+), heterozygous (+/-), and homozygous (-/-) TAAR enhancer 1 knockout mice ( $n = 3$ ). Data are presented as mean values  $\pm$  SEM. (c) Normalized counts of the *OR* genes from RNA-seq data were depicted in wild type (+/+), heterozygous (+/-), and homozygous (-/-) TAAR enhancer 1 knockout mice. (d) Top, representative confocal images of immunohistochemistry staining for TAAR6 and Olfr1507 in wild type (+/+), heterozygous (+/-), and homozygous (-/-) TAAR enhancer 1 knockout mice. Blue fluorescence represented DAPI counterstaining. Scale bar = 25  $\mu$ m. Bottom, percentage of positive cell numbers in

heterozygous (+/-) or homozygous (-/-) mice compared to wild type (+/+) was plotted. Data are presented as mean values  $\pm$  SEM (n = 7 for TAAR6 staining, n = 5 for Olfr1507 staining). (e) Left, representative confocal images of immunohistochemistry staining for Caspase-3 in wild type (+/+), heterozygous (+/-), and homozygous (-/-) TAAR enhancer 1 knockout mice. Blue fluorescence represented DAPI counterstaining. Scale bar = 25  $\mu$ m. Right, percentage of positive cell numbers in heterozygous (+/-) or homozygous (-/-) mice compared to wild type (+/+) was plotted. Data are presented as mean values  $\pm$  SEM (n = 6). In b, \*\* p < 0.01, \*\*\* p < 0.001, by the LRT and Wald test (two-sided) in DESeq2 package.

**Supplementary Figure 6. Downregulation of specific *Taar* genes by TAAR enhancer 2 deletion.**

(a) The 6 DEGs were identified using the criteria of q < 0.05 and fold change > 1.5-fold in RNA-seq data of homozygous TAAR enhancer 2 knockout mice and wild type mice. The 5 *Taar* genes that showed significant changes are indicated by blue dots. Another DEG is indicated by red dots. All of the other *Taar* genes are indicated by blue circles. (b) Normalized counts of the 14 olfactory *Taar* genes from RNA-seq data were depicted in wild type (+/+), heterozygous (+/-), and homozygous (-/-) TAAR enhancer 2 knockout mice (n = 3). Data are presented as mean values  $\pm$  SEM. (c) Normalized counts of the *OR* genes from RNA-seq data were depicted in wild type (+/+), heterozygous (+/-), and homozygous (-/-) TAAR enhancer 2 knockout mice (n = 3). (d) Correlation between log2-fold change values of positive cell numbers by *in situ* hybridization (Y-axis, n  $\geq$  3) and gene expression by RNA-seq (X-axis, n = 3) for the *Taar* genes. Pearson correlation coefficient r = 0.88 (two-sided, no adjustments were made), p = 0.0001. (e) Left, representative images of immunohistochemistry staining for TAAR5 and Olfr552 in wild type (+/+), heterozygous (+/-), and homozygous (-/-) TAAR enhancer 2 knockout mice. Blue fluorescence represented DAPI counterstaining. Scale bar = 25  $\mu$ m. Right, percentage of positive cell numbers in heterozygous (+/-) or homozygous (-/-) mice compared to wild type (+/+) was plotted. Data are presented as mean values  $\pm$  SEM (n = 5). (f) Left, representative images of immunohistochemistry staining for Caspase-3 in wild

type (+/+), heterozygous (+/-), and homozygous (-/-) TAAR enhancer 2 knockout mice. Blue fluorescence represented DAPI counterstaining. Scale bar = 25  $\mu$ m. Right, percentage of positive cell numbers in heterozygous (+/-) or homozygous (-/-) mice compared to wild type (+/+) was plotted. Data are presented as mean values  $\pm$  SEM (n = 5). In b, \* p < 0.05, \*\* p < 0.01, \*\*\* p < 0.001, by the LRT and Wald test (two-sided) in DESeq2 package. In e, \* p < 0.05, \*\*\* p < 0.001, by one-way ANOVA and post-hoc Tukey's test.

**Supplementary Figure 7. Loss of *Taar* gene expression by deletion of the two TAAR enhancers.** (a) The 13 DEGs were identified using the criteria of q < 0.05 and fold change > 1.5-fold in RNA-seq data of homozygous TAAR enhancer 1 & 2 double knockout mice and wild type mice. The 12 *Taar* genes that showed significant changes are indicated by blue dots. Another DEG is indicated by red dots. All of the other *Taar* genes are indicated by blue circles. (b) Normalized counts of the 14 olfactory *Taar* genes from RNA-seq data were depicted in wild type (+/+), heterozygous (+/-), and homozygous (-/-) TAAR enhancer 1 & 2 double knockout mice (n  $\geq$  3). Data are presented as mean values  $\pm$  SEM. (c) Normalized counts of the *OR* genes from RNA-seq data were depicted in wild type (+/+), heterozygous (+/-), and homozygous (-/-) TAAR enhancer 1 & 2 double knockout mice. (d) Left, representative images of immunohistochemistry staining for Caspase-3 in wild type (+/+), heterozygous (+/-), and homozygous (-/-) TAAR enhancer 1 & 2 double knockout mice. Blue fluorescence represented DAPI counterstaining. Scale bar = 25  $\mu$ m. Right, percentage of positive cell numbers in heterozygous (+/-) or homozygous (-/-) mice compared to wild type (+/+) was plotted. Data are presented as mean values  $\pm$  SEM (n = 5). In b, \*\*\* p < 0.001, by the LRT and Wald test (two-sided) in DESeq2 package.

**Supplementary Figure 8. Functional analysis of TAAR enhancers in zebrafish and mouse.** (a) Schematic depiction of the E1b reporter expression construct used in zebrafish embryo injection. Various enhancer candidates were amplified from mouse genomic DNA and

fused to the E1b minimal promoter followed by the GFP sequence. (b) Representative bright field (left) and fluorescent images of injected zebrafish larvae head at 4 dpf (days post-fertilization). (c) Percentage of injected zebrafish embryos with GFP-positive OSNs at 24-48 hpf (hours post-fertilization) for the TAAR enhancers or the Sifnos OR enhancer that served as a positive control. (d) Images of the MOE sections from TAAR enhancer 1-GFP (left) or TAAR enhancer 2-tdTomato mice (right). To better show the reporter-positive cells, the positions of reporter-positive OSNs are highlighted with white dots. Insets show higher magnification of reporter-positive OSNs ( $n \geq 3$ ). Scale bar = 200  $\mu\text{m}$ . (e) Whole-mount fluorescent images of the medial view of olfactory bulb in TAAR enhancer 1-GFP; TAAR enhancer 2-tdTomato transgenic mice. A, anterior; P, posterior; D, dorsal; V, ventral ( $n \geq 3$ ). Scale bar = 200  $\mu\text{m}$ .

**Supplementary Figure 9. The TAAR OSN-specific enhancer activity of the two TAAR enhancers.** (a) FACS-sorted reporter-positive (GFP<sup>+</sup> in TAAR enhancer 1-GFP mice or tdTomato<sup>+</sup> in TAAR enhancer 2-tdTomato mice) and reporter-negative (GFP<sup>-</sup> in TAAR enhancer 1-GFP mice or tdTomato<sup>-</sup> in TAAR enhancer 2-tdTomato mice) cells were collected for RNA-seq experiments. The TPM values extracted for the total *Taar* and *OR* genes were plotted. (b) The TPM values of all the 15 *Taar* genes were plotted in reporter-positive (GFP<sup>+</sup> or tdTomato<sup>+</sup>) and reporter-negative (GFP<sup>-</sup> or tdTomato<sup>-</sup>) cells, showing that reporter-positive cells had higher *Taar* gene expression than reporter-negative cells. (c) Top left, confocal images of *in situ* hybridization of individual probes of *Taar* genes (magenta) and the following immunohistochemistry by the GFP antibody (green) in a TAAR enhancer 1-GFP transgenic mouse. Top right, confocal images of *in situ* hybridization of individual probes of *Taar* genes (green) and the following immunohistochemistry by the tdTomato antibody (magenta) in a TAAR enhancer 2-tdTomato transgenic mouse. Scale bar = 25  $\mu\text{m}$ . Bottom, bar plots showing the percentages of GFP-positive cells (left) or tdTomato-positive cells (right) that were co-labeled with individual *Taar* probes ( $n \geq 3$ ).

**Supplementary Figure 10. Validation of *Taar2-9* cluster knockout mice.** (a) Normalized counts of the 14 olfactory *Taar* genes and the *OR* genes from RNA-seq data were depicted in wild type (+/+), heterozygous (+/-), and homozygous (-/-) *Taar2-9* cluster knockout mice. Expression of the olfactory *Taar* genes was abolished, while expression of the *OR* genes was not significantly changed ( $n \geq 3$ ). Data are presented as mean values  $\pm$  SEM. (b) Representative images of *Taar4*, *Taar6*, and *Olf77* expression in wild type (+/+), heterozygous (+/-), and homozygous (-/-) *Taar2-9* cluster knockout mice using single color *in situ* hybridization. Scale bar = 25  $\mu$ m ( $n \geq 3$ ). (c) Representative confocal images of immunohistochemistry staining for TAAR4 in wild type (+/+), heterozygous (+/-), and homozygous (-/-) *Taar2-9* cluster knockout mice. Scale bar = 25  $\mu$ m ( $n \geq 3$ ).

**Supplementary Table 1. List of genome sequences used for VISTA plots.** The information of extracted genome sequences from various mammalian species was listed.

**Supplementary Table 2. *In situ* analysis in TAAR enhancer 1 knockout mice.** Summary of quantification results (the number of sections analyzed, the average number of positive cells per section, percentage of expression, and statistics) for all of the functional *Taar* genes and 2 representative *OR* genes by *in situ* hybridization experiments. Percentage of expression was calculated by dividing the average number per section of heterozygous or homozygous TAAR enhancer 1 knockout mice by that of wild type littermates. p values were calculated by one-way ANOVA.

**Supplementary Table 3. Comparison of *in situ* and RNA-seq analyses in TAAR enhancer 1 knockout mice.** Summary of quantification results for all of the functional *Taar* genes and 2 representative *OR* genes by *in situ* hybridization and RNA-seq experiments. Percentage of expression for *in situ* was calculated by dividing the average number per section of

homozygous TAAR enhancer 1 knockout mice by that of wild type littermates. Percentage of expression for RNA-seq (Supplementary Data 1) was displayed on the right column (ratio of homozygous and wild type TAAR enhancer 1 knockout mice). p values were calculated by one-way ANOVA and post-hoc Tukey's test for *in situ*, and by the LRT and Wald test (two-sided) for RNA-seq.

**Supplementary Table 4. *In situ* analysis in TAAR enhancer 2 knockout mice.** Summary of quantification results (the number of sections analyzed, the average number of positive cells per section, percentage of expression, and statistics) for all of the functional *Taar* genes and 2 representative *OR* genes by *in situ* hybridization experiments. Percentage of expression was calculated by dividing the average number per section of heterozygous or homozygous TAAR enhancer 2 knockout mice by that of wild type littermates. p values were calculated by one-way ANOVA.

**Supplementary Table 5. Comparison of *in situ* and RNA-seq analyses in TAAR enhancer 2 knockout mice.** Summary of quantification results for all of the functional *Taar* genes and 2 representative *OR* genes by *in situ* hybridization and RNA-seq experiments. Percentage of expression for *in situ* was calculated by dividing the average number per section of homozygous TAAR enhancer 2 knockout mice by that of wild type littermates. Percentage of expression for RNA-seq (Supplementary Data 1) was displayed on the right column (ratio of homozygous and wild type TAAR enhancer 2 knockout mice). p values were calculated by one-way ANOVA and post-hoc Tukey's test for *in situ*, and by the LRT and Wald test (two-sided) for RNA-seq.

**Supplementary Table 6. *In situ* analysis in TAAR enhancer 1 & 2 double knockout mice.** Summary of quantification results (the number of sections analyzed, the average number of positive cells per section, percentage of expression, and statistics) for all of the functional *Taar* genes and 2 representative *OR* genes by *in situ* hybridization experiments. Percentage of

expression was calculated by dividing the average number per section of heterozygous or homozygous TAAR enhancer 1 & 2 double knockout mice by that of wild type littermates. p values were calculated by one-way ANOVA.

**Supplementary Table 7. Comparison of *in situ* and RNA-seq analyses in TAAR enhancer 1 & 2 double knockout mice.** Summary of quantification results for all of the functional *Taar* genes and 2 representative *OR* genes by *in situ* hybridization and RNA-seq experiments. Percentage of expression for *in situ* was calculated by dividing the average number per section of homozygous TAAR enhancer 1 & 2 double knockout mice by that of wild type littermates. Percentage of expression for RNA-seq (Supplementary Data 1) was displayed on the right column (ratio of homozygous and wild type TAAR enhancer 1 & 2 double knockout mice). p values were calculated by one-way ANOVA and post-hoc Tukey's test for *in situ*, and by the LRT and Wald test (two-sided) for RNA-seq.

**Supplementary Table 8. List of *in situ* probes.** Summary of probes used for *in situ* analyses of *OR*, *Taar*, and *GFP* mRNA expression. The cross-hybridized genes were listed if the percentage coverage and nucleotide identity were both above 80%.

**Supplementary Table 9. List of primers for mouse genotyping and *in situ* probe production.** Summary of primers used for mouse genotyping and *in situ* probe production. WT, wild type; KO, knockout; KI, knockin.

**Supplementary Table 10. List of plasmid information.** Summary of plasmids used for generating sgRNA, spCas9 mRNA, and PiggyBac transposon system.

# Supplementary material for: Coordination of two enhancers drives expression of olfactory trace amine-associated receptors
**Source:** Nat Commun. 2021 Jun 18;12:3798. doi: 10.1038/s41467-021-23823-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: **Expression changes of all genes by RNA-seq analyses on TAAR enhancer knockout mice.**

Summary of RNA-seq results of TAAR enhancer 1 knockout mice, TAAR enhancer 2 knockout mice, and TAAR enhancer 1 & 2 knockout mice.

# Supplementary material for: Coordination of two enhancers drives expression of olfactory trace amine-associated receptors
**Source:** Nat Commun. 2021 Jun 18;12:3798. doi: 10.1038/s41467-021-23823-4
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Images from in situ and immunohistochemistry experiments were taken using a Leica TCS SP8 confocal microscope. Whole-mount images were taken by a Nikon Ti2-E&CSU-W1 confocal microscope.

#### Data analysis

The following software was used:

Bowtie 2 version 2.2.9

MACS2 version 2.1.1.20160309

DiffBind version 2.8.0

Hisat2 version 2.1.0

Cufflinks version 2.2.1

Subread package version 1.6.2

DESeq2 version 1.20.0

Bedtools version 2.27.1

HOMER version 4.9

R version 3.5.1

GraphPad Prism version 8.4.0 (455)

Web-based VISTA program version 2.0 (<http://genome.lbl.gov/vista/mvista/submit.shtml>)

blastn algorithm version 2.11.0 ([https://blast.ncbi.nlm.nih.gov/Blast.cgi?PROGRAM=blastn&PAGE\\_TYPE=BlastSearch&LINK\\_LOC=blasthome](https://blast.ncbi.nlm.nih.gov/Blast.cgi?PROGRAM=blastn&PAGE_TYPE=BlastSearch&LINK_LOC=blasthome))

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data supporting the findings of this study are included within the article and its Supplemental files. Reagents are available from the corresponding author upon reasonable request. The source data underlying Figure 1B-D, 2D, 2F, 4F-H, 5F, 6F, 7C, 7E, 8C, and Supplementary Figure 1B, 3A, 5D, 5E, 6E, 6F, 7D, 8C, 9A-C are provided as a Source Data file.

The raw and processed sequencing data were deposited in the Gene Expression Omnibus with the accession number GSE163778 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE163778>).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

ImmunoResearch, 703-545-155), Donkey Anti-Rabbit IgG conjugated to Alexa Fluor 488 (Jackson ImmunoResearch, 711-545-152), and Donkey Anti-Guinea Pig IgG conjugated to Cy3 (Jackson ImmunoResearch, 706-165-148) were used at 1:1,000 dilution. H3K9me3 antibody (ABclonal, A2360) was used for ChIP-seq.

#### Validation

TAAR4, TAAR5, TAAR6 - the three antibodies have been validated and stated in Johnson et al., PNAS, 2012.  
 Caspase-3 - Manufacturer states that the antibody is validated for immunofluorescence in Staurosporine treated HT-29 cells.  
 GFP - Manufacturer states that the antibody is validated for immunofluorescence in GFP-transfected NIH3T3 cells.  
 tdTomato - Manufacturer states that the antibody is validated for immunofluorescence in previous publication (Jinfei D Ni et al., eLife, 2019).  
 H3K9me3 - Manufacturer states that the antibody is validated for ChIP in 293T cells.  
 Donkey Anti-Chicken IgY conjugated to Alexa Fluor 488 - Manufacturer states that antibody is validated for immunofluorescence.  
 Donkey Anti-Rabbit IgG conjugated to Alexa Fluor 488 - Manufacturer states that antibody is validated for immunofluorescence.  
 Donkey Anti-Guinea Pig IgG conjugated to Cy3 - Manufacturer states that antibody is validated for immunofluorescence.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

#### Laboratory animals

The information about the zebrafish used in this study were:  
 species: Danio rerio  
 strain: AB with mitfa +/- or -/-  
 age: larval/embryonic stage < 7 days post fertilization.  
 This study used several mouse lines on mixed C57BL/6J and 129 backgrounds. Experimental genotypes were:  
 Omp-ires-GFP - 6-8 weeks old, male and female mice were used  
 Taar5-ires-Cre; lox-L10-GFP - 6-8 weeks old, male and female mice were used  
 Taar5-ires-Cre; lox-ZsGreen - 6-8 weeks old, male and female mice were used  
 Taar6-ires-Cre; lox-ZsGreen - 6-8 weeks old, male and female mice were used  
 TAAR enhancer 1 knockout - 6-8 weeks old, male and female mice were used  
 TAAR enhancer 2 knockout - 14 days postnatal, male and female mice were used  
 TAAR enhancer 1 & 2 knockout - 14 days postnatal, male and female mice were used  
 Taar2-9 cluster knockout - 14 days postnatal, male and female mice were used  
 TAAR enhancer 1-GFP transgenic - 14 days postnatal, male and female mice were used  
 TAAR enhancer 2-tdTomato transgenic - 14-21 days postnatal, male and female mice were used

#### Wild animals

Study did not involve wild animals.

#### Field-collected samples

Study did not involve specimens collected from the field.

#### Ethics oversight

All mouse experiments were approved by the Animal Ethics Committee of Shanghai Jiao Tong University School of Medicine and the Institutional Animal Care and Use Committee (Department of Laboratory Animal Science, Shanghai Jiao Tong University School of Medicine, animal protocol number A-2016-049).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

*May remain private before publication.*

The raw and processed ChIP-seq data were deposited in the Gene Expression Omnibus with the accession number GSE163778 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE163778>).

#### Files in database submission

GFP-negative\_TAAR5-Cre&L10-GFP\_H3K9me3\_Input-1.R1.fastq.gz  
 GFP-negative\_TAAR5-Cre&L10-GFP\_H3K9me3\_Input-1.R2.fastq.gz  
 GFP-negative\_TAAR5-Cre&L10-GFP\_H3K9me3\_Input-2.R1.fastq.gz  
 GFP-negative\_TAAR5-Cre&L10-GFP\_H3K9me3\_Input-2.R2.fastq.gz  
 GFP-negative\_TAAR5-Cre&L10-GFP\_H3K9me3\_ChIPseq-1.R1.fastq.gz  
 GFP-negative\_TAAR5-Cre&L10-GFP\_H3K9me3\_ChIPseq-1.R2.fastq.gz  
 GFP-negative\_TAAR5-Cre&L10-GFP\_H3K9me3\_ChIPseq-2.R1.fastq.gz  
 GFP-negative\_TAAR5-Cre&L10-GFP\_H3K9me3\_ChIPseq-2.R2.fastq.gz  
 GFP-positive\_TAAR5-Cre&L10-GFP\_H3K9me3\_Input-1.R1.fastq.gz  
 GFP-positive\_TAAR5-Cre&L10-GFP\_H3K9me3\_Input-1.R2.fastq.gz  
 GFP-positive\_TAAR5-Cre&L10-GFP\_H3K9me3\_Input-2.R1.fastq.gz  
 GFP-positive\_TAAR5-Cre&L10-GFP\_H3K9me3\_Input-2.R2.fastq.gz  
 GFP-positive\_TAAR5-Cre&L10-GFP\_H3K9me3\_ChIP-1.R1.fastq.gz  
 GFP-positive\_TAAR5-Cre&L10-GFP\_H3K9me3\_ChIP-1.R2.fastq.gz  
 GFP-positive\_TAAR5-Cre&L10-GFP\_H3K9me3\_ChIP-2.R1.fastq.gz  
 GFP-positive\_TAAR5-Cre&L10-GFP\_H3K9me3\_ChIP-2.R2.fastq.gz

Genome browser session  
(e.g. [UCSC](#))

GFP-negative\_TAAR5-Cre&L10-GFP\_H3K9me3\_Input.bw  
GFP-negative\_TAAR5-Cre&L10-GFP\_H3K9me3\_ChIPseq.bw  
GFP-positive\_TAAR5-Cre&L10-GFP\_H3K9me3\_Input.bw  
GFP-positive\_TAAR5-Cre&L10-GFP\_H3K9me3\_ChIPseq.bw

How the deposited data were processed for this re-analysis (not part of the article)

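RNA-seq of FACS-sorted cells of the MOE was analysed in 4 libraries, which were GFP-positive and GFP-negative cells of the TAAR enhancer 1-GFP line and tdTomato-positive and tdTomato-negative cells of the TAAR enhancer 2-tdTomato line. The authors mapped reads to mm10 with Hisat2 2.1.0, quantified them with Cufflinks 2.2.1, counted reads with featureCounts from Subread 1.6.2, and deposited TPM values for genes named by symbol. The methods do not name the step that gave the TPM values, the gene annotation, or a filter on genes. Each library sums to 1000000 TPM, so the depth of each library is unknown and no confidence intervals or detection limits were calculated. Where a gene was listed at 0 in one library, its fold change is given only on the log2(TPM + 1) scale and depends on the pseudocount.

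Each group has 1 library, so differences have no replicate check, and no p-values were calculated. Paralogs with shared sequence, such as the *Taar7* and *Taar8* genes and many *OR* genes, have values that depend on how the authors' tools assigned shared reads. Totals were the summed TPM of the 15 *Taar* genes and of the 1095 *OR* genes that are in both the Source Data of Fig. 1 and the deposited values. Fold changes of single genes used a pseudocount of 1. The median log2 fold change of a gene list was described by its percentile among 10000 random lists of the same size, drawn with a fixed seed from genes above 0 TPM in either library and matched on mean TPM in 20 bins. Lists with fewer than 3 genes above 0 TPM got no percentile. The procedure was tested on simulated libraries of 15760 genes, of which 200 were changed by a log2 fold change of 2. The recovered median was 1.86, all 100 lists of 14 changed genes were above percentile 97.5, and 3 of 100 lists of 14 unchanged genes were outside percentiles 2.5 to 97.5. Simulated genes varied independently of each other. These rates therefore do not cover lists whose genes move together, such as markers of the same cell type.

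The genes named in the text are the *Taar* genes, the other genes the paper names, the genes of 15 lists with 102 marker genes of MOE cell types written before the data were examined, the 3 *OR* genes with the highest TPM in each reporter-positive library, and the 5 genes that rose most and the 5 that fell most in both lines among genes with at least 10 TPM in any library. Genes named outside this rule are said to have been chosen after their values were seen. A list of 10 marker genes of multiciliated cells was added after the data were seen.

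Alternatives set before the data were examined were pseudocounts of 0.1 and 10, minimum TPM values of 1, 5, and 50, other gene sets and backgrounds, 10 bins, and 2 other scalings of the libraries. The first scaling used the median ratio to the geometric mean over the 11943 genes with at least 1 TPM in all libraries. The second rescaled each library after the 24 genes that were among the 10 highest of any library had been removed. Another scaling, to the same mean log2(TPM) of 12 mature OSN marker genes, was added after the data were seen. Gene positions are from the GENCODE M21 annotation of GRCm38. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, and SciPy 1.17.1 were used. The experiments on *Taar5-ires-Cre* and *Taar6-ires-Cre* mice, knockout mice, ATAC-seq, and ChIP-seq were not analysed here.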

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

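The tests in this part were chosen after the results were seen, and the differences between the lines were not tested, since each group has 1 library.

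Genes outside the *Taar* and *OR* families that the paper does not discuss were far above the reporter-negative level. Such genes were counted if they had at least 10 TPM in any library. In both lines, 509 of them were at least 4-fold higher in reporter-positive cells on the log2(TPM + 1) scale. Another 556 were at least 4-fold lower in both lines. The 5 that rose most had log2 fold changes in the GFP and tdTomato lines, respectively, of 7.19 and 8.46 (*Tctex1d4*), 9.19 and 7.11 (*Ccdc153*), 6.88 and 8.51 (*1700026L06Rik*), 7.16 and 6.87 (*Cdhr3*), and 8.29 and 6.77 (*AU040972*). *Tctex1d4* and *1700026L06Rik* were listed at 0 in both reporter-negative libraries and *Ccdc153* in GFP-negative cells, so their values there depend on the pseudocount. *Bpifa1*, chosen after its values were seen, was 640.7 TPM in GFP-negative and 43136 TPM in GFP-positive cells, and 6643 TPM in tdTomato-negative and 53377 TPM in tdTomato-positive cells. The highest gene of GFP-positive cells was *Bpifb9b* with 55039 TPM. Candidate sources are RNA from other cells of the nasal epithelium. Marker genes of Bowman glands, without *Bpifb9a* and *Bpifb9b*, had a median log2 fold change at percentile 99.98 of matched random lists in the TAAR enhancer 1-GFP line and 99.9 in the TAAR enhancer 2-tdTomato line. That list rests on 4 genes. Among them, *Odam* was listed at 0 in both reporter-negative libraries, and *Sox9* was at 1.02 TPM in GFP-negative and 1.78 TPM in tdTomato-negative cells. The percentiles were 100 and 99.58 for sustentacular cell markers, and 99.98 and 100 for multiciliated cell markers. Not every marker rose. In the TAAR enhancer 2-tdTomato line, 7 of the 9 sustentacular cell markers were higher, among them *Sult1c1* by only 0.0639, and *Cyp2g1* (-1.54) and *Cyp1a2* (-1.67) fell, and the Bowman gland marker *Muc2* fell (-1.48). Of the 10 multiciliated cell markers, 9 were higher in GFP-positive cells. The 3 cell types remain candidate sources, with weaker evidence for sustentacular cells in the TAAR enhancer 2-tdTomato line. Whether the transgenes are active in such cells or the sorted cells included them for another reason was not tested, since the deposited values have no reporter transcript.

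Marker genes of horizontal basal cells changed in opposite directions, with a median log2 fold change of 2.90 in the TAAR enhancer 1-GFP line and -2.04 in the TAAR enhancer 2-tdTomato line, at percentiles 99.93 and 2.39 of matched random lists. All 5 genes rose in one line and fell in the other. After the 24 genes with the highest TPM had been removed and the libraries rescaled, the medians were 3.40 and -2.02. That rescaling moves all genes alike and by too little to change these directions, so it does not test the difference. Marker genes of olfactory ensheathing cells moved the other way, with medians of -1.26 and 1.23, but at percentiles 26.58 and 94.75 they did not stand apart from other genes in either line. They were -0.999 and 1.29 after the same rescaling. This list rests on 4 genes above 0 TPM in each line, which are not the same 4, and its highest value is 29.5 TPM (*Fabp7* in GFP-negative cells). With the scaling to mature OSN markers the opposite directions did not hold for this list, with medians of 0.85 and 2.07, while the horizontal basal cell list kept them, at 5.87 and -1.07. No biological explanation was tested for either list, as the enhancer, the reporter, the line, and the sort all differ between the lines.

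Of the 16 *OR* genes detected by the in situ probes of Supplementary Table 8, 5 fell in GFP-positive cells and rose in tdTomato-positive cells. The log2 fold changes were -2.89 and 2.81 for *Olfr578*, -3.70 and 2.66 for *Olfr692*, -2.42 and 2.11 for *Olfr690*, -2.74 and 2.14 for *Olfr1019*, and -5.43 and 2.72 for *Olfr1034*. *Olfr692* and *Olfr1019* were listed at 0 in tdTomato-negative cells and *Olfr1034* in GFP-positive cells, so these values depend on the pseudocount. In tdTomato-positive cells, *Olfr578* reached 184.6 TPM and *Olfr690* 148.5 TPM, while *Olfr692* and *Olfr1019* were at 5.31 and 3.42 TPM. All 5 kept opposite directions after the rescaling without the highest genes, which was too small to change them. With the scaling to mature OSN markers, *Olfr578* (0.0807) and *Olfr690* (0.44) no longer fell in GFP-positive cells, and *Olfr1019* was near 0 (-0.05), while *Olfr692* and *Olfr1034* still fell (-1.17 and -4.52). A candidate explanation is that few OR OSNs contributed to the tdTomato-positive library, so that single *OR* genes weigh heavily. The 10 highest *OR* genes held 33.2% of *OR* TPM in tdTomato-positive cells and 8.94% in tdTomato-negative cells, a ratio of 3.71. The ratio in the TAAR enhancer 1-GFP line was 2.09. The test does not separate few cells from a true preference for some *OR* genes.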

How the results depend on the processing

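With 1 library per group, a log2 value is called changed here when it moved by more than 0.58 (1.5-fold), and a count or a percent when it moved by more than 1.5 times. Apart from the scaling to mature OSN markers, the alternatives were chosen before the data were examined. No paired analysis was possible because each group has 1 library and no result comes from a test. The unknown depth limits the genes with low TPM values most, such as the *Taar* genes listed at 0 in reporter-negative cells.

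Across the alternatives computed for each result, the log2 ratios of total *Taar* TPM stayed positive and those of total *OR* TPM stayed negative in both lines. All 14 olfactory *Taar* genes were higher in reporter-positive cells in every alternative except the 2-fold minimum, which 13 passed in each line.

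The scalings moved the median of all genes. The median-ratio scaling shifted it by 0.88 in the TAAR enhancer 1-GFP line and 0.16 in the TAAR enhancer 2-tdTomato line, the rescaling without the highest genes by 0.51 and 0.05, and the scaling to mature OSN markers by 3.06 and 1.04. With the median-ratio scaling, the log2 ratio in the TAAR enhancer 1-GFP line was 4.11 for total *Taar* TPM and -2.67 for total *OR* TPM, and a shift common to all genes accounts for both moves. With the scaling to mature OSN markers, chosen after seeing the data, total *Taar* TPM had log2 ratios of 6.28 and 6.88 in the GFP and tdTomato lines, respectively, and total *OR* TPM had log2 ratios of -0.49 and -0.91. Under it, 630 *OR* genes (69.8%) were lower and 272 higher in GFP-positive cells, against 828 (91.8%) and 74 with TPM as deposited.

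The pseudocount moved the medians of both families. The median log2 fold change of the olfactory *Taar* genes was 1.98 with a pseudocount of 10 in the TAAR enhancer 1-GFP line, and 9.60 with 0.1 and 3.70 with 10 in the TAAR enhancer 2-tdTomato line. The median of the *OR* genes was -4.48 with 0.1 and -1.09 with 10 in the TAAR enhancer 1-GFP line, and -6.16 and -1.17 in the TAAR enhancer 2-tdTomato line.

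The 13010 genes with at least 10 TPM in any library were considered here. At least 4-fold changes in the same direction in both lines were found for 1403 of these genes. They were higher for 518 and lower for 885 (36.9% higher), and 322 of the lower genes were *OR* genes. There were 383 with a pseudocount of 10 (50.1% higher) and 627 among genes with at least 50 TPM in any library (51.5% higher). With the median-ratio scaling 704 were higher and 706 lower (49.9% higher), and 1223 genes were shared with the 1403. This scaling shifts all genes toward higher values in reporter-positive cells of both lines, which moves the split in this direction. The cause of the different split with the pseudocount and the TPM minimum was not tested.

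Some single genes and marker lists changed direction, each from lower to higher in reporter-positive cells, the way in which these scalings shift all genes. With the median-ratio scaling, *Olfr552* (0.12), *Acsm4* (0.35), *Trpm5* (0.65), and *Chat* (0.14) were higher in GFP-positive cells, and with TPM as deposited they were lower (-0.74, -0.53, -0.11, and -0.16). *Trpm5* (0.33) and *Chat* (0.0029) were also higher after the rescaling without the highest genes. The scaling to mature OSN markers was applied to the marker lists other than that of mature OSNs, to the 5 *OR* genes of the in situ probes that differed between the lines, and to the 5 genes that rose most in both lines, and not to the other named genes. Besides *Olfr578* (0.0807) and *Olfr690* (0.44), the lists that turned positive under it in the TAAR enhancer 1-GFP line were those of immature OSNs (0.95), globose basal cells (1.62), endothelial cells or fibroblasts (0.36), olfactory ensheathing cells (0.85), guanylyl cyclase D OSNs (0.14), and the dorsal (1.52) and ventral (0.40) zones. The microvillar cell (0.11) and dorsal zone (0.30) lists turned positive in the TAAR enhancer 2-tdTomato line. Of the other values of single genes and marker lists, 391 moved by more than 0.58 without a change of direction and 872 did not.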

Differences from the paper's values

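With TPM as deposited, the totals read from Supplementary Fig. 9 and the number of *Taar* genes higher in reporter-positive cells differed from the values here by less than 1.5 times. For GFP-positive cells the difference was larger under both scalings set before the data were examined. Total *Taar* TPM was 1238 with the median-ratio scaling and 1227 after the rescaling without the highest genes, against the paper's value of about 790 in Supplementary Fig. 9, read by eye. Total *OR* TPM was 2382 and 2362, against the paper's value of about 1500 in Supplementary Fig. 9, read by eye. Each scaling changes all genes of a library by the same factor, while the paper plots TPM. These gaps therefore come from the rescaling and are no disagreement with the paper. The paper describes all olfactory *Taar* genes as much higher in tdTomato-positive cells. *Taar7a* was 25.8 TPM in tdTomato-negative cells and 33.5 TPM in tdTomato-positive cells, a log2 fold change of 0.37. The paper itself names *Taar7a* as the exception to its range of tdTomato coexpression rates with individual *Taar* probes.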

Other observations

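In this part, the tests on the share of OSN RNA and on the 10 highest *OR* genes were chosen after the result was seen. The tests on class I *OR* genes, on knockout dependence, on the genes with the highest TPM as a source of the lower *OR* expression, and on shared sequence were chosen before the results they measure were seen.

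Genes of the OSN signaling pathway and transcription factors that the paper names fell in reporter-positive cells of both lines. The log2 fold changes in the GFP and tdTomato lines, respectively, were -2.91 and -0.81 for *Gnal*, -3.29 and -0.83 for *Adcy3*, -2.89 and -1.17 for *Cnga2*, -3.04 and -0.89 for *Ano2*, -2.61 and -0.87 for *Lhx2*, and -1.63 and -0.64 for *Ldb1*. Most of these genes are also among the mature OSN markers.

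The lower *OR* expression could come partly from a smaller share of OSN RNA in the reporter-positive libraries. The log2 ratio of total *OR* TPM was -3.55 in the TAAR enhancer 1-GFP line and -1.95 in the TAAR enhancer 2-tdTomato line. The differences from the lowest of the 12 mature OSN marker genes were -0.03 and -0.49. The margin of 0.58 for calling such a difference was set after these values were seen. After scaling to the mature OSN markers, log2 ratios of -0.49 and -0.91 were left, and 630 of 902 and 568 of 727 *OR* genes were still lower. Without replicates, the lower total *OR* TPM cannot be told apart from this explanation in the TAAR enhancer 1-GFP line. For tdTomato-positive cells the answer depends on the measure. The total lies within the margin of the lowest marker, but the -0.91 left after scaling to the markers is beyond that margin. With the 10 highest *OR* genes of either library left out, the log2 ratio of the total was -2.21, below the lowest marker by more than the margin. Leaving them out took the total from 5199 to 4055 TPM in tdTomato-positive cells and from 20073 to 18729 TPM in tdTomato-negative cells. The choice of genes by high TPM itself lowers this ratio, so the value does not decide the question. The median of the *OR* genes, -3.16 against -1.02 for the markers, was also below the lowest marker by more than the margin, but depends on the pseudocount of 1. With a pseudocount of 10 the *OR* median was -1.17, not below the lowest marker (-1.46 with 1). With 0.1, the *OR* median of the TAAR enhancer 1-GFP line was -4.48, against -3.53 for its lowest marker with 1. When the 24 genes with the highest TPM had been removed and the libraries rescaled, the log2 ratios were -3.05 and -1.89, so these genes account for a small part of the decrease at most.

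Total *Taar* TPM rose more in the TAAR enhancer 2-tdTomato line, by 2.61 on the log2 scale. The gap was 0.60 after scaling to the mature OSN markers, so a different share of OSN RNA in the libraries is a candidate explanation for most of it.

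Class I *OR* genes, taken as the 124 *OR* genes in the region of chromosome 7 between the outermost class I probes, held 50.8% of the *OR* TPM in tdTomato-positive cells and 15.7% in tdTomato-negative cells. The ratio was at percentile 100 of 10000 random sets of 124 *OR* genes. In the TAAR enhancer 1-GFP line the shares were 26.1% and 17.4%, at percentile 99.75. The 3 *OR* genes with the highest TPM in tdTomato-positive cells were *Olfr649*, *Olfr575*, and *Olfr615*, at 319.4, 255.4, and 217.2 TPM. A hypothesis is that reporter-positive cells keep more class I than class II *OR* transcripts. In the paper's in situ counts, few reporter-positive cells of either line were co-labeled with its mixed class I *OR* probes. Those probes cover only a part of the class I genes. The high share of the 10 highest *OR* genes (3.71 times that of tdTomato-negative cells) makes few OR OSNs another candidate explanation. The random sets come from the same libraries and carry this concentration. Percentiles of 100 and 99.75 therefore argue against few OR OSNs sampled alike from all *OR* genes. Few OR OSNs sampled unevenly between the classes are not separated from the hypothesis by these libraries.

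The hypothesis that each transgene favors the *Taar* genes that depend most on its endogenous enhancer was not borne out. The paper's Supplementary Tables 3 and 5 give the expression left after deletion of each enhancer. A Spearman rho of -0.5 or lower was set in advance between the ratio of expression left (enhancer 1 against enhancer 2 knockout) and the ratio of *Taar* shares (GFP-positive against tdTomato-positive cells), and the observed rho across the 14 genes was 0.34.

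In tdTomato-negative cells, the *Taar7* genes held 99.6% of olfactory *Taar* TPM. The gene with which each *Taar7* gene shares the most windows is another *Taar7* gene, and reads assigned wrongly among them would change the values of single *Taar7* genes, not the share of the family. The lowest percent of shared 50-base windows among the 4 *Taar* genes above 1 TPM was 29.5% (*Taar7d*), and *Taar7b*, with 40.4% shared, was listed at 0. No biological explanation was tested.

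The hemoglobin genes *Hba-a1*, *Hba-a2*, *Hbb-bs*, and *Hbb-bt* were listed at 0 in all 4 libraries, whereas *Alas2*, another gene of the red blood cell list, was 63.7 TPM in GFP-negative cells and 26.3 TPM in tdTomato-negative cells. No explanation was tested. *S100a8*, *S100a9*, *Ngp*, *Gimap6*, and *Il2rg* fell most in both lines, with *S100a8* at 2347 TPM in GFP-negative cells and 12 TPM in GFP-positive cells. The median of the immune cell list was -3.62 in the TAAR enhancer 1-GFP line and -3.22 in the TAAR enhancer 2-tdTomato line.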
